# Single-cell transcriptomics defines keratinocyte differentiation in avian scutate scales

**DOI:** 10.1038/s41598-021-04082-1

**Published:** 2022-01-07

**Authors:** Julia Lachner, Florian Ehrlich, Matthias Wielscher, Matthias Farlik, Marcela Hermann, Erwin Tschachler, Leopold Eckhart

**Keywords:** Evolutionary developmental biology, Differentiation, Intermediate filaments, Animal physiology

## Abstract

The growth of skin appendages, such as hair, feathers and scales, depends on terminal differentiation of epidermal keratinocytes. Here, we investigated keratinocyte differentiation in avian scutate scales. Cells were isolated from the skin on the legs of 1-day old chicks and subjected to single-cell transcriptomics. We identified two distinct populations of differentiated keratinocytes. The first population was characterized by mRNAs encoding cysteine-rich keratins and corneous beta-proteins (CBPs), also known as beta-keratins, of the scale type, indicating that these cells form hard scales. The second population of differentiated keratinocytes contained mRNAs encoding cysteine-poor keratins and keratinocyte-type CBPs, suggesting that these cells form the soft interscale epidermis. We raised an antibody against keratin 9-like cysteine-rich 2 (KRT9LC2), which is encoded by an mRNA enriched in the first keratinocyte population. Immunostaining confirmed expression of *KRT9LC2* in the suprabasal epidermal layers of scutate scales but not in interscale epidermis. Keratinocyte differentiation in chicken leg skin resembled that in human skin with regard to the transcriptional upregulation of epidermal differentiation complex genes and genes involved in lipid metabolism and transport. In conclusion, this study defines gene expression programs that build scutate scales and interscale epidermis of birds and reveals evolutionarily conserved keratinocyte differentiation genes.

## Introduction

Keratinocytes of the epidermis form a cornified cell layer at the body surface which protects against water loss and insults from the environments. In coordination with mesenchymal cells, epidermal keratinocytes also form skin appendages, such as claws, hair, feathers and scales, which have important functions in defense, capture of prey, thermoregulation and locomotion^1–4^. In birds most parts of the body surface are covered by a soft epidermis which suppresses water loss whereas hard skin appendages, such as the beak, feathers, and claws are used for interactions with the environment that require mechanical resilience^5^. The lower legs and the toes of birds are covered by scales which can be distinguished into scutate and reticulate scales^6,7^.

Scutate scales are located on the tarsometatarsus and on the dorsal side of the toes. They consist of overlapping hard scales that are separated by interscale or hinge regions. The structure of scutate scales resembles that of overlapping scales of reptiles. However, the hypothesis that avian scutate scales are homologous to reptilian scales, meaning that they have been inherited from a common ancestor of archosaurs (birds and crocodilians)^8–10^, has been challenged. The alternative hypothesis holds that avian scutate scales are secondarily derived from feathers^6,11,12^. Like feathers and scales of squamates, avian scutate scales develop from an anatomical placode^13–15^. The epidermal compartment of scutate scale placodes is characterized by the expression of beta-catenin (CTNNB1)^13^. A patterning mechanism distinct from that of avian scutate scales leads to the development of non-overlapping reticulate scales^7^.

The protective function of scutate scales depends on their structure and molecular composition. Corneous beta-proteins (CBPs), also known as beta-keratins^16^, keratins and other proteins were shown to be expressed in mature scutate scales^17–26^. A transcriptome analysis of embryonic scutate scales provided information on genome-wide gene expression, but only a subset of selected keratin intermediate filament and CBP genes were localized by mRNA in situ hybridization in hard scales and soft interscale regions^27^. To the best of our knowledge, a comprehensive gene expression catalog resolving the alternating pattern of soft and hard cornification has not been reported yet. In a recent study, we isolated keratinocytes from chicken leg skin, cultured them in an in vitro model of avian skin and determined their transcriptome^28^. Differentiation of keratinocytes in this culture system induced the expression of many genes, including members of the keratin family^29^, that were not expressed in monolayer cultures. However, it remained elusive which genes are expressed in the hard and soft segments of scutate scales in vivo.

Here, we report single-cell RNA-sequencing (scRNA-seq) of chicken leg skin and the characterization of two distinct types of differentiated keratinocytes of scutate scales.

## Results

### Keratin KRT9LC2 is a marker of differentiated keratinocytes in scutate scales of chickens

The chicken has a diversified set of keratins^29^ which are hypothesized to mark specific states of epithelial cell differentiation. Keratin 9-like cysteine-rich 2 (KRT9LC2), also referred to as Hard Acid Sauropsid-specific 2 (HAS2)^29^, was detected by RT-PCR in scutate scales and analysis of transcriptome data^28^ suggested that it is transcriptionally upregulated during in vitro differentiation of keratinocytes isolated from chicken leg skin (Fig. 1A). An antibody raised against a carboxy-terminal peptide of the KRT9LC2 protein (Supplementary Fig. S1) detected a prominent band at the predicted size of 51 kD in protein extracts from the stratified epidermis of an in vitro skin model but not in extracts from monolayer cultures of undifferentiated chicken keratinocytes (Fig. 1B). The KRT9LC2 protein was also detected in extracts from scutate scales but not in back skin or reticulate scales of chickens (Fig. 1C).

**Figure 1:**
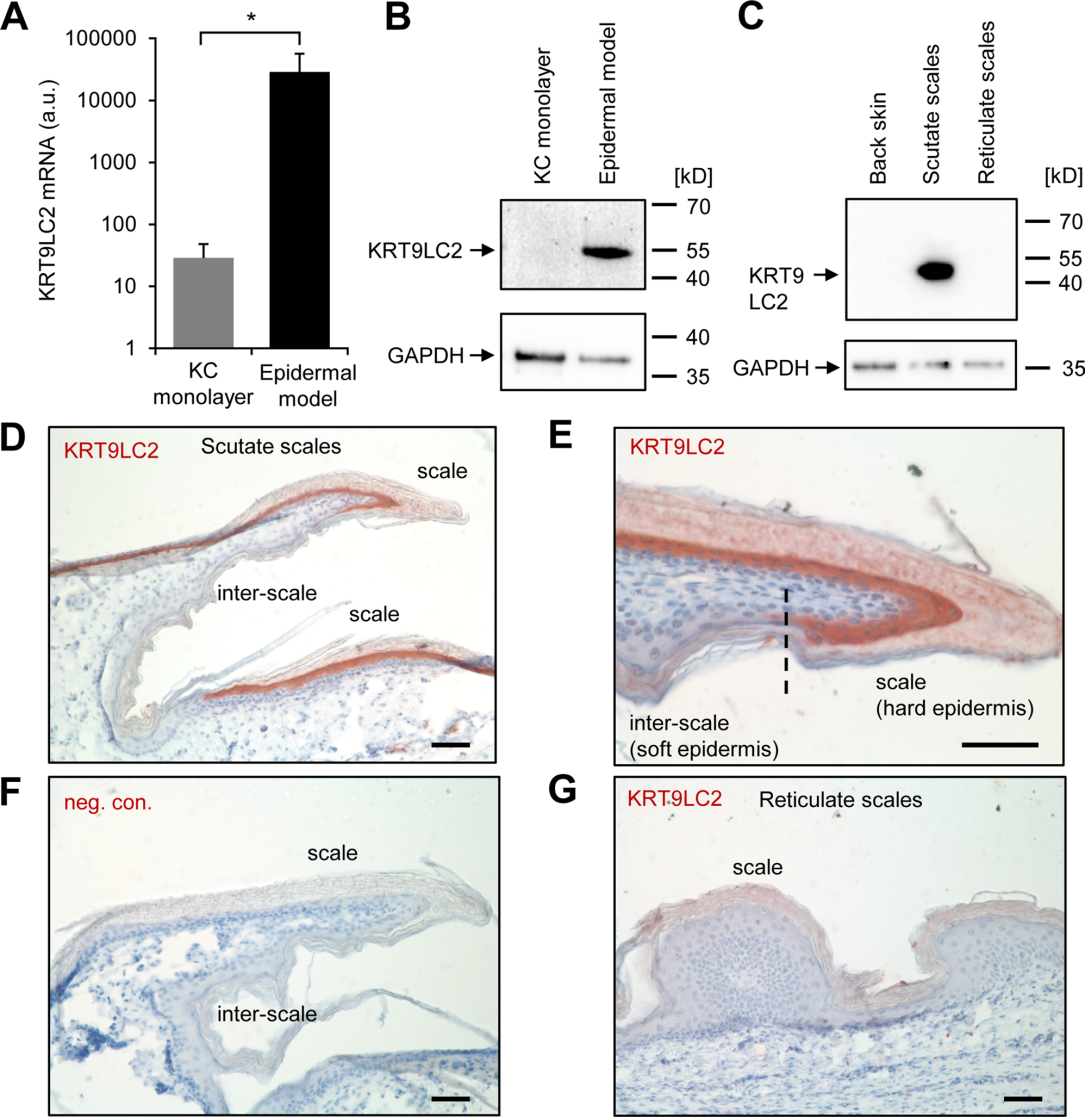
KRT9LC2 is a marker of hard scutate scales of chicken leg skin. (**A**) Quantitative RT-PCR analysis of *KRT9LC2* expression during differentiation of chicken leg keratinocytes (KC) in vitro. RNA was isolated from chicken KCs (n = 3, biological replicates) growing in monolayer culture and in an epidermal model. *KRT9LC2* mRNA was quantified by RT-PCR and normalized to the housekeeping gene *HMBS*. a.u., arbitrary units. (**B**,**C**) Western blot analysis of KRT9LC2 and GAPDH in cultured cells (**B**) and tissues of chicks (**C**). Bands at predicted sizes are indicated by arrows. The positions of molecular weight markers (kD, kilo-Dalton) are shown of the right. (**D**,**E**,**G**) Immunohistochemical detection of KRT9LC2 (red) in scutate scales (**D**,**E**) and reticulate scales (**G**). A negative control (neg. con.) staining in which the anti-KRT9LC2 antiserum was replaced by non-immune serum is shown in panel (**F**). Scale bars, 50 µm.

Immunohistochemical staining yielded a strong KRT9LC2 signal in the suprabasal keratinocytes of scutate scales whereas interscale epidermis was not immunostained (Fig. 1D,E). When the primary antibody was replaced by preimmune serum, there was no immunostaining, confirming the absence of unspecific staining (Fig. 1F). The reticulate scales were immunonegative (Fig. 1G). These results demonstrated that KRT9LC2 is a marker of differentiated keratinocytes that form the hard outer surface of scutate scales.

### scRNA-seq analysis reveals two distinct populations of differentiated keratinocytes in chicken scutate scales

To characterize gene expression during keratinocyte differentiation in chicken scutate scales, we isolated cells from the legs of 1-day old chicks (n = 3) and subjected them to single-cell RNA-sequencing (scRNA-seq). 

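Droplet libraries of leg skin from 3 chicks, each 1 day old, were analysed, with 1 library per chick, so the 3 chicks are the replicates.
The authors counted unique molecular identifiers (UMIs), the tags that mark single RNA molecules, with Cell Ranger 3.0.2 against an annotation of the chicken genome, and the deposited values are whole counts per gene and barcode that are not normalized.
The matrices of barcodes kept by Cell Ranger hold 5844, 8051 and 6762 barcodes for chicks 1, 2 and 3.
They carry 7584830, 12085175 and 10801776 UMIs, with medians of 1073, 928 and 960 UMIs per barcode.
The chicks differed in the share of UMIs from the mitochondrial genome, whose median was 3.03% in chick 1, 47.5% in chick 2 and 41.0% in chick 3.
At the limit of 15% given in the methods, over 13 mitochondrial genes, 5609, 1636 and 1649 barcodes remained.
A doublet score then removed 262, 105 and 89 of them, which left 5347, 1531 and 1560 cells with medians of 1109, 3019 and 3146 UMIs.
Keratinocytes were grouped by the thresholds of the methods on KRT14L1, KRT9L3 and KRT9LC2, the UMIs of each group were summed per chick, and the sums were compared with edgeR's quasi-likelihood test with the chick as block.
A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Standard errors were derived from this test, as the size of the log2 fold change divided by the square root of its F value. They restate the test and do not measure the spread between chicks.
The gene lists, the markers of cell types and the rule for the genes named were fixed before the data were examined.
Levels are given in CPM, the counts of a gene scaled to the same total of UMIs in every sum, as mean ± SD over the 3 chicks, and fold changes on the log2 scale.
The paper's text does not say how reads shared by near-identical members of the keratin and corneous beta protein (CBP) families were counted, so the levels of single members are uncertain to that extent.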

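Cells other than keratinocytes came largely from chick 1.
A fibroblast-like cluster, led by the collagen genes COL1A2 and COL3A1 of the dermal matrix, held 561 cells, and 551 of them were from chick 1.
A smooth muscle-like cluster with TAGLN, ACTG2 and MYH11 of the contractile apparatus held 79 cells, and an endothelial-like cluster with VWF, CDH5 and RAMP2 of the vessel lining held 105 cells.
These 3 clusters made up 13.4% (exact binomial 95% interval 12.5 to 14.4%) of the cells of chick 1, 0.523% (exact binomial 95% interval 0.226 to 1.03%) of those of chick 2 and 1.15% (exact binomial 95% interval 0.685 to 1.82%) of those of chick 3.
No cluster carried at least 3 detected markers of erythrocytes or of Schwann cells.
The hemoglobin genes HBAA and HBAD stood at 50.2 ± 6.85 and 27.6 ± 8.62 CPM in the clusters that were left unnamed (SD, n = 3).
Among the cells called by emptyDrops, an erythrocyte-like cluster held 0.621 ± 0.492% of the cells.
The endothelial-like cluster was not found without doublet removal.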

The protocol was designed to enrich for epidermal keratinocytes but smaller populations of fibroblasts, smooth muscle cells, endothelial cells, Schwann cells and erythrocytes were also detected (Fig. 2A, Supplementary Fig. S2).

**Figure 2:**
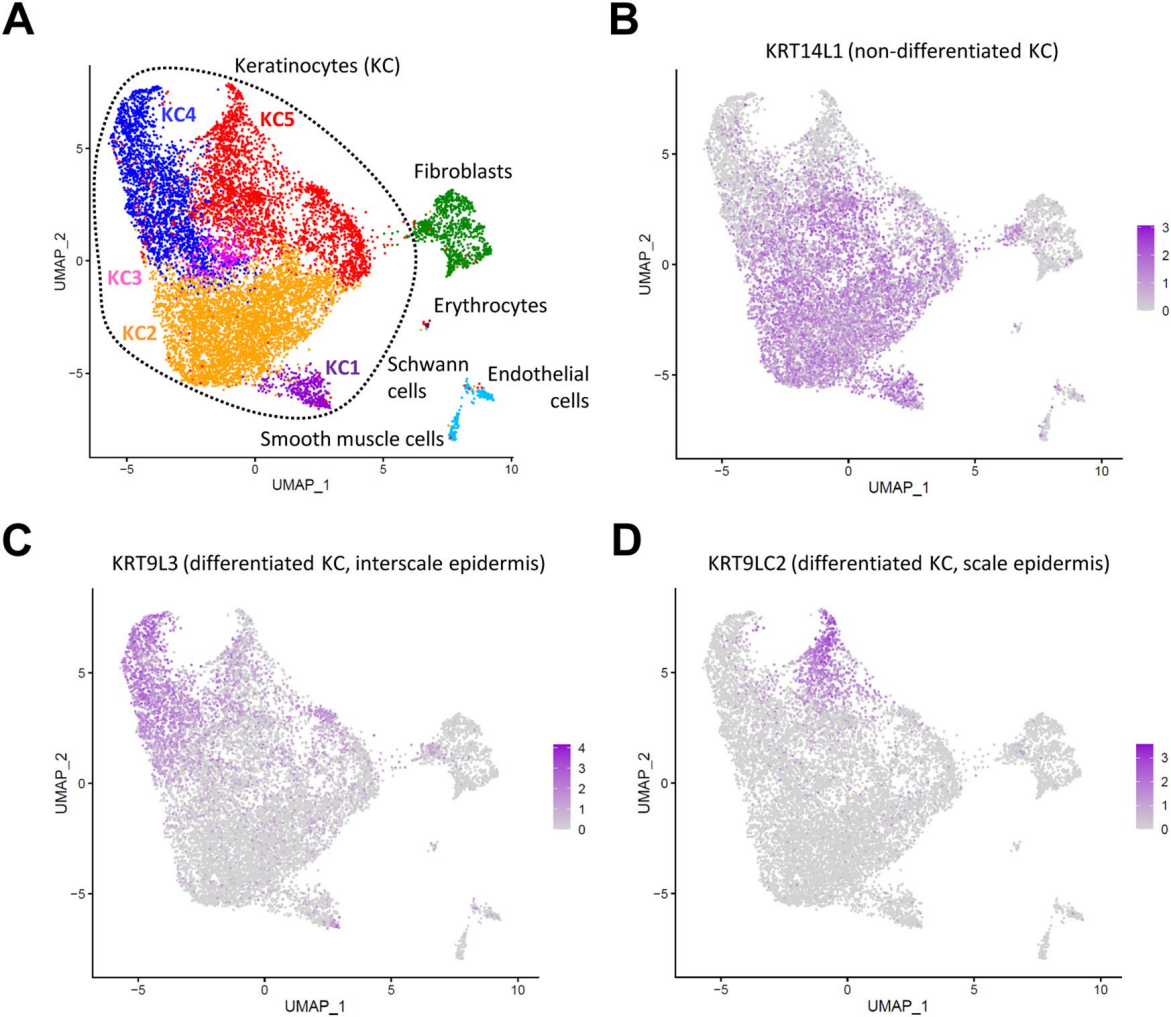
Single-cell RNA-sequencing (scRNA-seq) analysis of scutate scales of chicks. (**A**) Uniform manifold approximation and projection (UMAP) of cells from chicken scutate scales according to similarity of their transcriptome. Unsupervised clustering resulted in 8 clusters that are indicated by different colors. Cell types were identified by the expression of specific markers, so that 5 unsupervised clusters (KC1-KC5) could be defined as keratinocytes. (**B–D**) Feature plots showing the expression level of *KRT14L1* (**B**), *KRT9L3* (**C**) and *KRT9LC2* (**D**) in each cell depicted in UMAP plots. The expression levels are color-coded from grey (no expression) to purple (high expression level).

According to nearest neighbor clustering as implemented in Seurat^30^, keratinocytes were divided into 5 clusters (Supplementary Table S1). 

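Leiden clustering of 8438 cells on 15 Harmony-corrected principal components at a resolution of 0.2 gave 10 clusters, of which 5 carried markers of classes of keratinocytes and 3 those of other cell types.
A cluster of 3326 cells was led by WNT6, DST, COL17A1 and COL14A1, genes of the basal layer and its anchorage to the dermis, and a further 267 non-differentiated cells formed a cluster of their own.
A cluster of 354 cells was led by UBE2C, TOP2A and CDK1, which act in cell division.
Clusters of 158 and 120 cells carried the markers of scale and interscale keratinocytes.
The remaining 2458 and 1010 cells fell into 2 clusters that carried fewer than 3 markers of any class and were left unnamed.
The larger of these was led by KRT14L2, KRT78L2, MT4 and KRT9L3, keratins and a metallothionein, at a median of 1996 UMIs per cell.
The names rest on markers that the study itself reports for these samples.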

Clusters KC1, KC2 and KC3 (Fig. 2A) represented non-differentiated cells, characterized by high expression levels of *KRT14L1* (Fig. 2B) ^29^, which is the avian homolog of *KRT14*, a marker of the basal epidermal layer in mammals. 

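KRT14L1, the avian homolog of a basal keratin, stood at 1903 ± 629.7 CPM in the non-differentiated clusters (SD, n = 3 chicks).
It stood at 131 ± 135 CPM in the cluster with scale markers and at 40.8 ± 35.4 CPM in the cluster with interscale markers, and both differences exceed the spread between chicks.
The basal keratin KRT15 followed the same order, at 175 ± 89.0 CPM in non-differentiated cells and 6.79 ± 5.88 CPM in the interscale cluster.
Cycling cells also carried KRT14L1, at 1851 ± 708 CPM, beside 602 ± 160.5 CPM of TOP2A, a topoisomerase of dividing cells.
KRT14L1 and KRT15 are among the genes that defined these clusters, so their levels describe the clusters and are not tested.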

*KRT9L3* (Fig. 2C), a cysteine-poor keratin upregulated during differentiation of chicken keratinocytes in in vitro skin models^28^, was expressed at high levels in cluster KC4 (Fig. 2A), for which CBP63 was defined as another marker gene (Supplementary Table S1). 

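The cluster with interscale markers held 120 cells, and KRT9L3, a cysteine-poor keratin, stood there at 6093 ± 2229 CPM (SD, n = 3 chicks) against 128 ± 80.5 CPM in non-differentiated cells.
CBP63-K, a corneous beta protein, was at 57860.1 ± 30500.5 CPM in this cluster, 978 ± 701 CPM in the unnamed clusters and 202 ± 65.1 CPM in non-differentiated cells.
Another member of this family, CBP62-K, reached 22949 ± 13058 CPM, and the cysteine-poor keratin KRT9L4 reached 2973 ± 957 CPM.
KRT9L3 was wider than the cluster: it stood at 1657 ± 1134 CPM in the unnamed clusters and at 717 ± 407 CPM in the cluster with scale markers.
At a resolution of 0.4 the interscale class took in 20.9 ± 3.34% of the cells, and CBP63-K stood there at 7386 CPM.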

Expression of *CBP63* (GenBank Gene ID: 101751614), previously referred to as “β-keratin, Chr25, Ktn13” ^27^, was demonstrated by mRNA in situ hybridization in the interscale epidermis of scutate scales ^27^. Therefore, cluster KC4 contained keratinocytes of the soft interscale epidermis. Cluster KC5 (Fig. 2A) was defined by marker genes such as *KRT9LC2* (Supplementary Table S1; Fig. 2D). 

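The cluster with scale markers held 158 cells, and KRT9LC2, a cysteine-rich keratin, stood there at 3643 ± 1861 CPM (SD, n = 3 chicks) against 39.4 ± 13.4 CPM in the interscale cluster.
KRT9LC1, the other cysteine-rich keratin named in the paper, was at 3691 ± 702 CPM there and at 97.9 ± 53.5 CPM in the interscale cluster.
The leading genes of the cluster were EDMTF1-EDC, SPINK6 and CBP54-S, a gene of the epidermal differentiation complex (EDC), a member of a family of protease inhibitors and a scale-type CBP.
EDMTF1-EDC stood at 849 ± 529 CPM and CBP54-S at 488 ± 320.3 CPM.
KRT9LC2 was also found in the unnamed clusters, at 505 ± 365 CPM.
At a resolution of 0.1 no cluster carried the scale markers apart from the interscale ones, and at 0.4 the scale class took in 17.2 ± 4.35% of the cells.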

From the immunolocalization of *KRT9LC2* (Fig. 1D) we inferred that *KRT9LC2*-positive cells represented the hard scales. 

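After Harmony, non-differentiated and cycling keratinocytes took similar shares of the cells in the 3 chicks, while the shares of cells from the dermis differed. Harmony favours clusters that mix the chicks, so similar shares are in part set by the method.
Non-differentiated keratinocytes made up 42.0 ± 1.62% of the cells (SD, n = 3 chicks), and cycling keratinocytes made up 4.29 ± 0.191%.
The interscale cluster held 1.74 ± 0.620% and the scale cluster 2.22 ± 0.893%.
By chick, the scale cluster held 1.46% of the cells of chick 1, 3.20% of chick 2 and 1.99% of chick 3, and the interscale cluster held 1.03, 2.09 and 2.12%.
Fibroblast-like cells made up 10.3% in chick 1, 0.196% in chick 2 and 0.449% in chick 3.
The unnamed clusters held 44.7 ± 7.07%, and 12.5 ± 2.29% at a resolution of 0.4, where most of their cells were in the interscale and scale classes.
The limit on mitochondrial UMIs kept 96.0% of the barcodes of chick 1 but 20.3 and 24.4% of those of chicks 2 and 3, and these shares are of the cells that remained.
Without Harmony, non-differentiated keratinocytes made up 50.6 ± 40.3% and the interscale class 11.4 ± 6.49%.

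**Figure D1:**
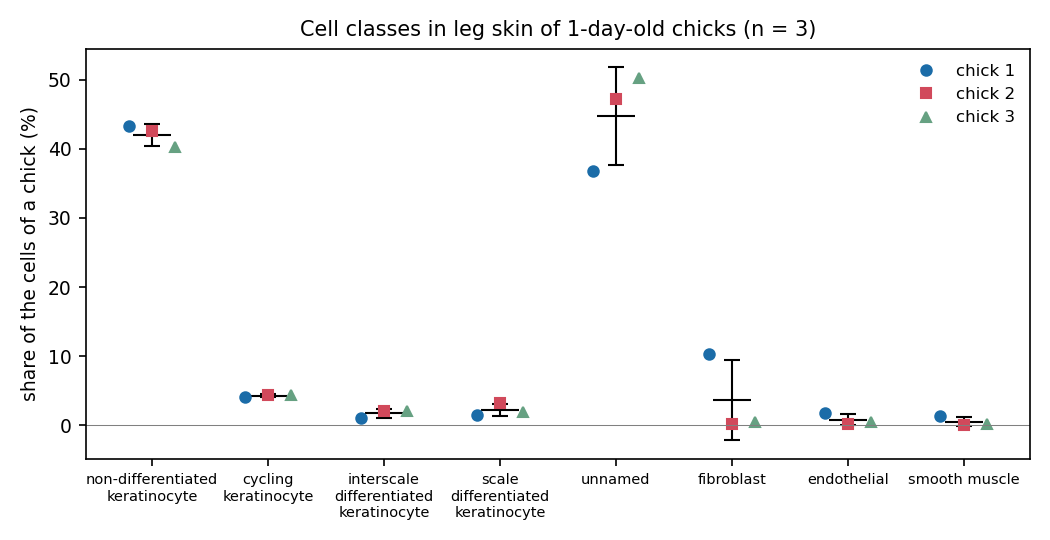
Share of the cells of each chick (y axis, percent) in each class of cells (x axis). Points are the 3 chicks, horizontal lines the means and bars the SD. After Harmony, which favours clusters that mix the chicks, the 3 chicks lie between 40.2 and 43.3% for non-differentiated keratinocytes. Chick 1 lies apart for fibroblast-like cells.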

The clustering of cells was reproduced in the 3 biological replicates investigated in this study (Supplementary Fig. S3).

### Keratinocyte differentiation is associated with the expression of distinct genes in scale and interscale segments of chicken scutate scales

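In both differentiated groups, genes of the basal layer and of cell division were lower than in KRT14L1-positive cells.
Of 11 measured genes of the basal layer and its hemidesmosomes, the junctions that anchor it to the dermis, 11 were lower in KRT9L3-positive and 11 in KRT9LC2-positive cells (11 in each adjusted over the list alone).
DST, a plakin of hemidesmosomes, fell by 4.47 in KRT9L3-positive and by 4.66 in KRT9LC2-positive cells on the log2 scale, and COL17A1, a hemidesmosomal collagen, fell by 4.16 and fell by 4.61.
The list stood below the other genes by camera in both groups (adjusted p = 5.89e-08 and 2.41e-08), and these calls were lost when the correlation between genes was estimated (adjusted p = 0.362 and 0.203 with an estimated correlation).
Of the genes of the cell cycle, all 10 measured were lower in KRT9L3-positive and all 9 in KRT9LC2-positive cells, as many when adjusted over the list alone (10 and 9).
TOP2A, which untangles DNA in dividing cells, fell by 4.24 (standard error 0.52, adjusted p = 1.17e-14 from edgeR) and by 3.83 (standard error 0.52, adjusted p = 3.05e-12), in all 3 chicks.
For the cell cycle, camera gave adjusted p = 1.54e-07 and 8.05e-06 (adjusted p = 0.203 with an estimated correlation in both groups). The reference group was set by KRT14L1, itself a keratin of non-differentiated cells. DST, COL14A1, KRT5L1 and several cell cycle genes, such as TOP2A, CDK1 and UBE2C, are markers that the study reports for non-differentiated clusters of these samples. The direction of both lists is thus not independent evidence.
The groups were set by corrected expression after sctransform. Here 2105 cells were past the threshold of KRT14L1 (1695, 150 and 260 in chicks 1, 2 and 3), 345 cells past that of KRT9L3 (28, 176 and 141 in chicks 1, 2 and 3) and 294 cells past that of KRT9LC2 (45, 168 and 81 in chicks 1, 2 and 3).
Cells past 2 thresholds, 10, 6 and 17 for the 3 pairs of groups, were left out of the comparison they concern.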

To determine genes that are upregulated during keratinocyte differentiation in scutate scales, we compared gene expression in cells containing *KRT14L1* transcripts, marking the non-differentiated state of keratinocytes, versus gene expression in cells positive for one or both of the two differentiation markers defined above, i.e. *KRT9L3* and *KRT9LC2*. 

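KRT9L3-positive cells were higher than KRT14L1-positive cells in 557 genes and lower in 659 of 4771 tested, by edgeR at an adjusted p under 0.05.
KRT9LC2-positive cells were higher in 694 and lower in 721 of 4288 tested genes.
Among the largest rises in KRT9L3-positive cells were those of LY6E-like (ENSGALG00000045170), a relative of lymphocyte antigens, at 6.63 (standard error 0.37, adjusted p = 8.00e-69), OLAH, which releases fatty acids from fatty acid synthase, at 6.32, and CD36, a fatty acid receptor, at 5.56.
EPPKL1, an epiplakin-like gene of the cytoskeleton, rose by 5.61.
In KRT9LC2-positive cells the largest rises included SPINK6, a protease inhibitor gene, at 7.73 (standard error 0.30, adjusted p = 4.44e-140), PNLIPRP2 (ENSGALG00000027083), a lipase-related gene, at 7.20, and PDZK1IP1 at 6.26.
Falls in KRT9LC2-positive cells included those of S100A10, an annexin-binding protein of the S100 family (-5.20), WNT6, a Wnt ligand (-5.04), and HSPB1, a small heat shock protein (-4.62), and WNT6 fell by 4.38 in KRT9L3-positive cells.
Each of these changes had the same direction in all 3 chicks.
At a log2 fold change over 0.25 and an adjusted p under 0.001, 289 genes were higher in KRT9L3-positive and 390 in KRT9LC2-positive cells. These counts fell to 47 and 74 without the block, 139 and 276 without chick 2, and 144 and 243 without chick 3. They rose to 637 and 664 with the groups set on log-normalized counts.
With cells as replicates in a Wilcoxon test, at the same limits of 0.25 and 0.001 but on fold changes of mean corrected counts per cell, the counts were 223 and 225. Fold changes are larger in edgeR's fit. Genes listed as higher in Supplementary Tables S2 and S3 had median log2 values of 0.173 and 0.188 there, and of 0.660 and 0.923 here.
The counts at an adjusted p under 0.05 fell to 298 and 338 higher genes without the block, and for KRT9L3-positive cells to 277 without chick 2 and 273 without chick 3.
With DESeq2 they were 287 and 383, and with the groups set on log-normalized counts 1237 and 1122.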

In *KRT9L3*-positive cells 219 genes were expressed at higher levels than in *KRT14L1*-positive cells (Fig. 3A, Supplementary Table S2), and in *KRT9LC2*-positive cells 213 genes were upregulated (> 0.25 Log2-fold average upregulation, *P* < 0.001) (Fig. 3B, Supplementary Table S3). 

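Genes of desmosomes, the junctions between keratinocytes, and of the cornified envelope were higher in both differentiated groups than in KRT14L1-positive cells.
Of the measured genes of this list, 11 of 13 rose in KRT9L3-positive cells and 13 of 14 in KRT9LC2-positive cells (12 and 13 adjusted over the list alone).
Among them DSP, the desmosomal plakin desmoplakin, rose by 0.93 (standard error 0.21, adjusted p = 1.13e-04) and by 1.29 (standard error 0.11, adjusted p = 2.92e-30) in edgeR, and POF1B, an actin-binding protein of epithelial junctions, rose by 2.05 and 2.98.
Camera placed the list above the other genes (adjusted p = 7.30e-06 and 4.89e-08), and these calls were lost with estimated correlations (adjusted p = 0.203 with an estimated correlation in both groups). The study lists all 11 genes called in KRT9L3-positive cells as higher in such cells of these samples, so their direction is not independent evidence.
Of the cysteine-poor keratins, 3 of 4 measured rose in KRT9L3-positive and 2 of 3 in KRT9LC2-positive cells (4 and 3 adjusted over the list alone), a list that the study chose in part on these samples and that is not independent evidence.
The type II keratin KRT78L2 stood at 1318 ± 795 CPM in KRT9L3-positive and 223 ± 132 CPM in KRT14L1-positive cells (SD, n = 3 chicks), a rise of 2.56 (standard error 0.22, adjusted p = 3.43e-30), and its rise in KRT9LC2-positive cells was 2.30.
For this list camera gave adjusted p = 2.32e-05 and 0.00934 (adjusted p = 0.203 and 0.233 with an estimated correlation), and 0.0617 in KRT9LC2-positive cells without the block.
EDQL-EDC, of the epidermal differentiation complex, rose by 3.57 (standard error 0.22, adjusted p = 1.25e-53) and 4.63, and FABP5, which binds fatty acids in the cytoplasm, rose by 3.86 (standard error 0.23, adjusted p = 1.40e-60) and 3.51.
These 5 genes were higher in each chick.
In all, 368 genes were higher in both groups, where independent lists of these lengths would share 76.8 of the 4216 genes tested in both. Simulated unchanged groups against the same KRT14L1-positive sums had 0.150 and 0.550 higher genes on average and shared 0.100. Lists this short cannot show how far shared sums raise the overlap of longer ones.
At the thresholds of the results section 198 genes were higher in both. Without the block these counts of 368 and 198 fell to 180 and 27, and with DESeq2 to 189 and 101. They were 184 and 95 without chick 2, 199 and 100 without chick 3, and 441 and 223 without chick 1.
With the KRT14L1-positive cells of each chick divided at random into a pair of nearly equal parts, so that the comparisons shared none of these cells, 266 genes were higher in both, where independent lists would share 57.6. The 17 cells past the thresholds of both KRT9L3 and KRT9LC2 still entered both comparisons. Using only cells past 1 threshold, an alternative chosen after seeing the data that again shares KRT14L1-positive cells, 338 genes were higher in both, against 73.4 for independent lists.
The rise of DSP in KRT9L3-positive cells was not called without the filter on low counts (0.92, adjusted p = 0.0841), without the block (0.99, adjusted p = 0.401) and without chick 2 (0.89, adjusted p = 0.0709), and without the block the calls of POF1B in KRT9L3-positive (adjusted p = 0.133) and of DSP (0.227) and KRT78L2 (0.0697) in KRT9LC2-positive cells were lost.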

The majority of these genes (n = 133), including the type II keratin, *KRT78L2*, the epidermal differentiation complex gene *EDQL* (Supplementary Fig. S4), homologs of mammalian keratinocyte differentiation-associated genes, such as *DSP*, *FABP5*, *POF1B*, and others (Supplementary Tables S2 and S3) were upregulated both in *KRT9L3*-positive and in *KRT9LC2*-positive cells relative to *KRT14L1*-positive cells.

**Figure 3:**
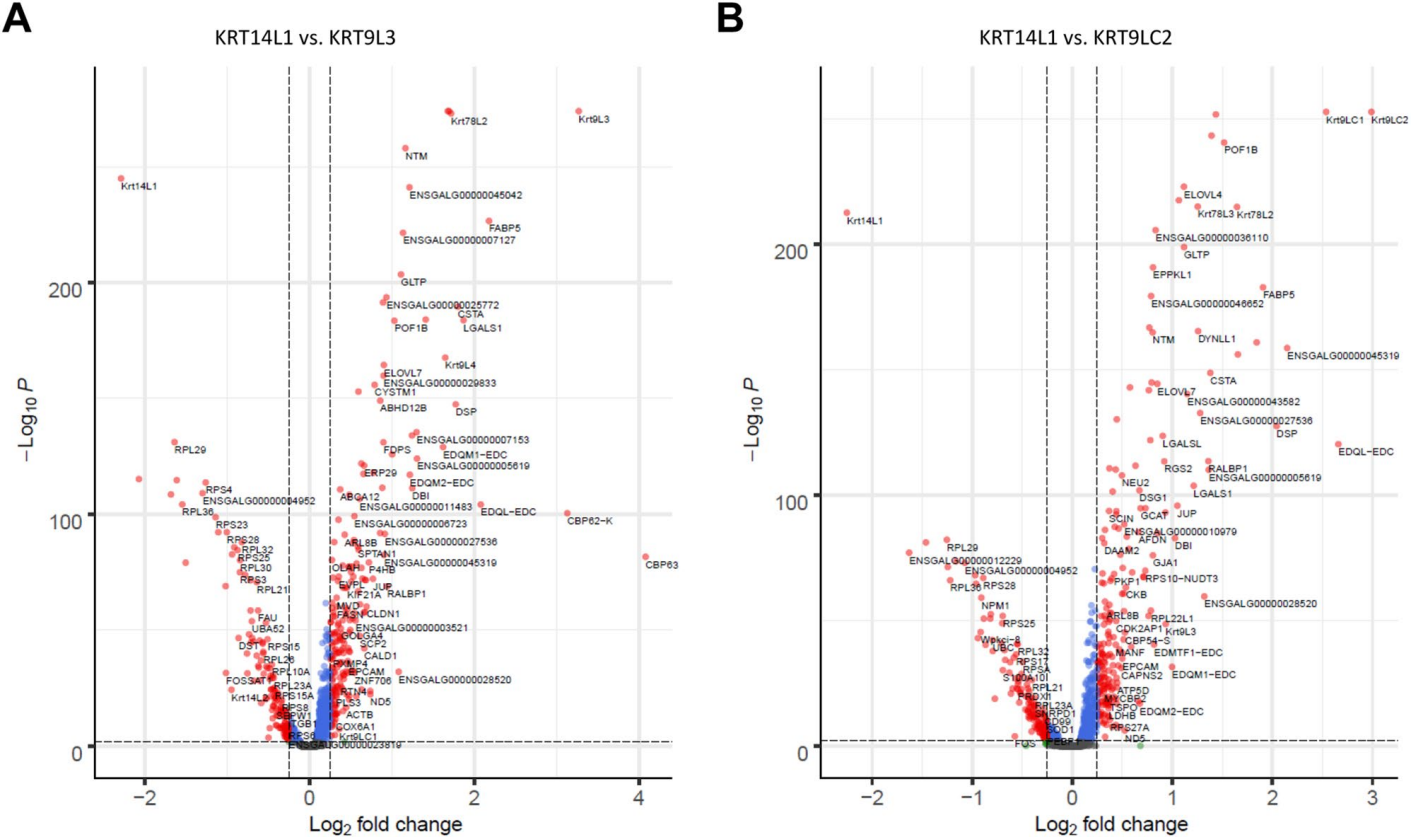
Volcano plots of genes differentially expressed in *KRT9L3*-high versus *KRT14L1*-high and *KRT9LC2*-high versus *KRT14L1*-high cells. Significance (-log10 of adjusted *P* value) was plotted against Log2 of Fold-change of gene expression levels in *KRT9L3*-positive versus *KRT14L1*-positive keratinocytes (**A**) and *KRT9LC2*-positive versus *KRT14L1*-positive keratinocytes (**B**).

To identify specific markers of hard and soft epidermal differentiation in scutate scales, we compared gene expression levels in *KRT9LC2*-positive versus *KRT9L3*-positive cells and determined the genes that differed most strongly with regard to their expression in these cells (Tables 1 and 2, Supplementary Fig. S4). 

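Between the 2 kinds of differentiated keratinocytes, 302 genes were higher in KRT9LC2-positive and 198 in KRT9L3-positive cells of 3882 tested by edgeR.
ULK4 (ENSGALG00000036110), a kinase-like gene, stood at 489 ± 138 CPM in KRT9LC2-positive and 28.2 ± 14.3 CPM in KRT9L3-positive cells (SD, n = 3 chicks), a log2 fold change of 4.34 (standard error 0.25, adjusted p = 6.29e-62).
SPINK6, a protease inhibitor gene, was higher by 4.54 (standard error 0.27, adjusted p = 6.53e-62).
In KRT9L3-positive cells, IL13RA2, a decoy receptor of interleukin 13, was higher: it stood at 153 ± 21.5 CPM there against 6.36 ± 1.14 CPM, a log2 fold change of -4.62 (standard error 0.37, adjusted p = 8.22e-34) for KRT9LC2-positive against KRT9L3-positive cells.
LY6E-like (ENSGALG00000045170) changed by -4.21 and S100A10, an annexin-binding protein, by -3.11 in the same direction.
Each of these genes moved the same way in all 3 chicks.
KRT9LC2 and KRT9L3 define the groups and are no findings, and their log2 fold changes were 5.79 and -3.48.
The number of genes called depended on the chicks: 59 were higher and 60 lower without chick 2, 78 and 74 without chick 3, and 475 and 343 without chick 1.
Without the block the numbers were 53 and 52, which ended the call of SPINK6 (adjusted p = 0.0743).

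**Figure D2:**
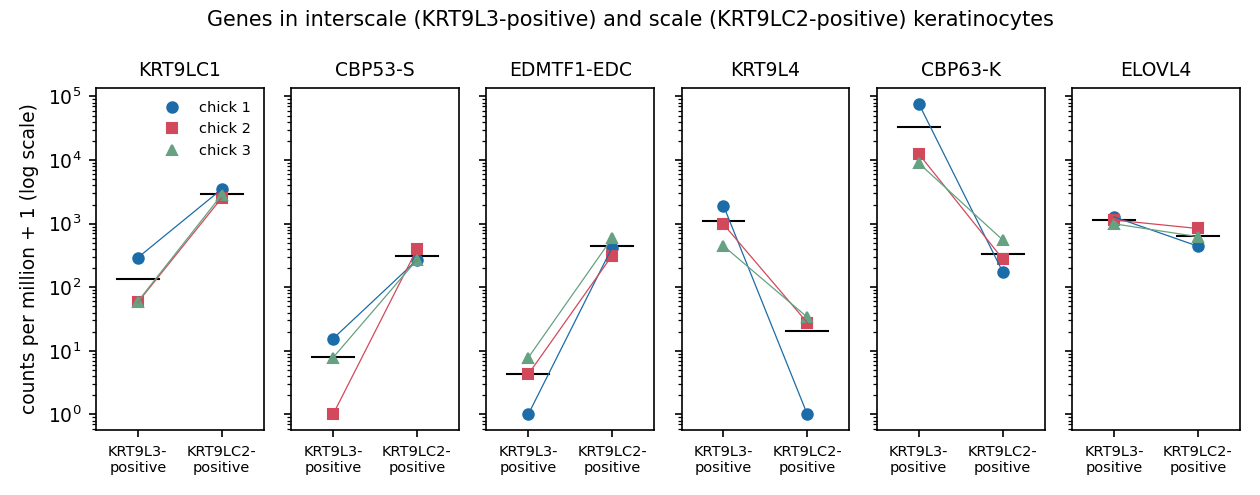
CPM plus 1 on a log scale (y axis) of 6 genes, KRT9LC1, CBP53-S, EDMTF1-EDC, KRT9L4, CBP63-K and ELOVL4, in KRT9L3-positive and KRT9LC2-positive cells (x axis). Points joined by a line are the 3 chicks and horizontal lines the means. KRT9LC1, CBP53-S and EDMTF1-EDC lie higher in KRT9LC2-positive cells of every chick, and KRT9L4, CBP63-K and ELOVL4 lie higher in KRT9L3-positive cells.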

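The cysteine-rich keratin KRT9LC1 stood at 2939.5 ± 487 CPM in KRT9LC2-positive and 135 ± 134 CPM in KRT9L3-positive cells (SD, n = 3 chicks), a log2 fold change of 5.11 (standard error 0.22, adjusted p = 2.81e-92) from edgeR.
All 4 scale-type CBPs measured, corneous beta proteins of hard scales, were higher in KRT9LC2-positive cells (4 adjusted over the list alone), and camera gave adjusted p = 4.22e-08 (adjusted p = 0.203 with an estimated correlation).
The study reported such CBPs from these samples, so their direction is not independent evidence.
CBP53-S rose from 7.11 ± 7.26 to 309 ± 72.9 CPM, by 6.45 (standard error 0.35, adjusted p = 8.65e-68).
LGALSL, a lectin-like protein, rose by 1.56 (standard error 0.19, adjusted p = 3.95e-14), and HOPX, an atypical homeodomain protein, by 0.91 (standard error 0.19, adjusted p = 2.62e-05).
These genes were higher in KRT9LC2-positive cells of all 3 chicks.
At 1000 UMIs per cell, KRT9LC1 had a UMI in 80.1 ± 5.63% of KRT9LC2-positive and 9.53 ± 0.893% of KRT9L3-positive cells, and in 1.55% of the non-keratinocytes of chick 1.
For CBP53-S these shares were 20.5 ± 3.50%, 1.02 ± 1.27% and 0 of 210 non-keratinocytes of all chicks, which allows a share of up to 1.43%.
LGALSL had a UMI in 40.8 ± 7.88%, 20.1 ± 9.57% and 3.63%, and HOPX in 39.1 ± 4.59%, 19.8 ± 1.80% and 5.18%, in the same order.
Without thinning the shares in KRT9LC2-positive cells were 93.0% for KRT9LC1, 45.1% for CBP53-S, 76.2% for LGALSL and 69.6% for HOPX.
The shares above include the cells past 2 thresholds. With only cells past 1 threshold, an alternative chosen after the values were seen, KRT9LC1 had a UMI in 6.62 ± 2.14% and CBP53-S in 0.595 ± 1.03% of KRT9L3-positive cells.
Cells under 1000 UMIs were left out (3, 19 and 3 KRT9LC2-positive and 6, 15 and 18 KRT9L3-positive cells of chicks 1, 2 and 3), and in chick 1 the median depths were 3650.5, 2337 and 1200 UMIs in KRT9LC2-positive cells, KRT9L3-positive cells and non-keratinocytes.
The call of HOPX was lost with DESeq2 (0.84, adjusted p = 0.0505), without the block (0.79, adjusted p = 0.286), without chick 2 (0.67, adjusted p = 0.260) and without chick 3 (0.73, adjusted p = 0.391).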

*KRT9LC2*-positive cells accumulated, amongst others, the cysteine-rich keratin *KRT9LC1* (Supplementary Fig. S4B), scale-associated CBPs such as *CBP53* (Supplementary Fig. S4F), the lectin *LGASL1*, and *HOPX*, whose mammalian ortholog regulates keratinocyte differentiation^31^ (Table 1). Likewise, *CTNNB1*, previously reported as a regulator of scutate scale development, was found enriched in differentiated keratinocytes of hard scales (Table 1). 

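CTNNB1, the transcriptional effector of Wnt signalling and a part of cell junctions, stood at 732 ± 124 CPM in KRT9LC2-positive and 395 ± 40.4 CPM in KRT9L3-positive cells (SD, n = 3 chicks), a log2 fold change of 0.95 (standard error 0.18, adjusted p = 6.42e-06) from edgeR, higher in all 3 chicks.
Against KRT14L1-positive cells CTNNB1 rose by 1.29 in KRT9LC2-positive cells (adjusted p = 1.57e-13).
Of 6 measured genes of Wnt signalling, 3 were higher and 2 lower in KRT9LC2-positive than in KRT9L3-positive cells (3 and 2 adjusted over the list alone), and camera gave adjusted p = 0.815 for the list.
LGR4, a receptor that amplifies Wnt signals, was higher by 1.32 (standard error 0.24, adjusted p = 1.07e-06), and WNT4, a Wnt ligand, was lower, with a log2 fold change of -4.03 (standard error 0.46, adjusted p = 1.47e-16).
Against KRT14L1-positive cells, 2 genes of the list were higher and 5 lower of 10 in KRT9L3-positive cells, and 2 and 5 of 8 in KRT9LC2-positive cells (as many adjusted over the list alone, 2 and 5), with adjusted p = 0.484 and 0.141 by camera (toward lower values in both).
The higher ones in both were APCDD1, a Wnt inhibitor, and CTNNB1, and the sign of APCDD1 depended on the processing: 1.25 in KRT9L3-positive cells turned to -1.06 with cells thinned to 1000 UMIs, and 2.37 in KRT9LC2-positive cells to -2.12 with thinned cells and -1.47 in emptyDrops cells.
At 1000 UMIs per cell, CTNNB1 had a UMI in 53.2 ± 5.62% of KRT9LC2-positive and 31.7 ± 8.03% of KRT9L3-positive cells, and in 15.5% of the non-keratinocytes of chick 1.
Without thinning the shares were 84.7 and 66.8%.
The call of CTNNB1 between the differentiated groups was lost without the block (0.90, adjusted p = 0.106), without chick 2 (0.81, adjusted p = 0.0914) and without chick 3 (0.89, adjusted p = 0.164), and that of LGR4 without the block (1.35, adjusted p = 0.0744).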

*KRT9L3*-positive cells accumulated cysteine-poor keratin *KRT9L4* (Supplementary Fig. S4A), keratinocyte-associated CBPs such as *CBP62* and *CBP63* (Supplementary Fig. S4E), the lectin *LGAS1*, and *PRDX1*, an antioxidant enzyme^32^ (Table 2). Thus, the results of this study suggest catalogues of genes associated with keratinocyte differentiation in hard epidermal segments (Table 1) and genes associated with keratinocyte differentiation in soft interscale segments (Table 2) of chicken scutate scales.

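The cysteine-poor keratin KRT9L4 stood at 1112 ± 744 CPM in KRT9L3-positive and 19.8 ± 17.4 CPM in KRT9LC2-positive cells (SD, n = 3 chicks), a log2 fold change of -5.12 (standard error 0.27, adjusted p = 4.66e-45) from edgeR for KRT9LC2-positive against KRT9L3-positive cells.
Of 4 cysteine-poor keratins measured, 3 were lower in KRT9LC2-positive cells (3 adjusted over the list alone, camera adjusted p = 7.89e-04, adjusted p = 0.352 with an estimated correlation), and part of this list comes from the study itself.
CBP63-K stood at 32956 ± 38517 and 336 ± 196 CPM in the same order, and CBP62-K at 11467 ± 13032 and 110.5 ± 38.3 CPM.
Both were lower in KRT9LC2-positive cells of all 3 chicks, but their log2 fold changes of -5.78 (standard error 1.52, adjusted p = 0.244) and -5.76 (standard error 1.14, adjusted p = 0.171) did not pass the test.
Of 4 keratinocyte-type CBPs, 1 passed the test, CBP15-K, which was higher (1 adjusted over the list alone, camera toward lower values for the list, adjusted p = 0.123, 0.0320 without the block), with a log2 fold change of 2.00.
CBP63-K was uneven among KRT9L3-positive cells: the 10% of the cells with most UMIs held 60.1, 66.1 and 81.2% of its UMIs in chicks 1, 2 and 3.
Of 10 antioxidant enzymes measured, 4 were lower in KRT9LC2-positive cells by edgeR (5 adjusted over the list alone, camera adjusted p = 0.00128, adjusted p = 0.203 with an estimated correlation).
PRDX1, a peroxiredoxin that reduces peroxides, had a log2 fold change of -1.67 (standard error 0.19, adjusted p = 5.29e-16), and SOD1, which removes superoxide, of -1.51.
LGALS1, a galectin, stood at 23270 ± 3049 CPM in KRT9L3-positive cells and fell by 0.58 (adjusted p = 0.00153).
KRT9L4, PRDX1, SOD1 and LGALS1 were lower in KRT9LC2-positive cells of each chick, and CBP15-K was higher in 2 of 3.
At 1000 UMIs per cell, CBP62-K had a UMI in 51.7 ± 26.5% of KRT9L3-positive and 4.98 ± 3.32% of KRT9LC2-positive cells, against 5.70% of the non-keratinocytes of chick 1, the level of background.
For CBP63-K the shares were 62.3 ± 22.6%, 17.0 ± 6.61% and 16.1%, and for KRT9L4 26.6 ± 9.29%, 1.55 ± 1.69% and 0.518%.
Without thinning CBP62-K, CBP63-K and KRT9L4 had a UMI in 62.8, 76.8 and 44.6% of KRT9L3-positive cells, at median depths in chick 1 of 1812 UMIs there and 809 in non-keratinocytes.
The calls were lost for LGALS1 without the filter on low counts (-0.53, adjusted p = 0.389), without the block (-0.56, adjusted p = 0.374), without chick 2 (-0.52, adjusted p = 0.554), without chick 3 (-0.57, adjusted p = 0.579) and with only the genes named MT- counted as mitochondrial (-0.59, adjusted p = 0.0986), for SOD1 without the block (-1.33, adjusted p = 0.116) and without chick 2 (-0.99, adjusted p = 0.133), and for CBP15-K with DESeq2 (1.42, adjusted p = 0.592), without the block (1.85, adjusted p = 0.0973), without chick 2 (1.58, adjusted p = 0.295) and without chick 3 (1.55, adjusted p = 0.222).
Without chicks 1, 2 and 3 in turn, CBP63-K was called at -4.75, -6.12 and -6.93 (highest adjusted p = 5.46e-31) and CBP62-K at -4.96, -6.13 and -6.57 (highest adjusted p = 1.44e-37).
With only cells past 1 threshold, an alternative chosen after seeing the data, they were called at -5.82 and -5.78 (highest adjusted p = 1.14e-135).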

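Leaving out KRT9LC2, which defines a group, all 49 genes of Table 1, among them the cysteine-rich keratin KRT9LC1, scale-type CBPs and EDC genes, were higher in KRT9LC2-positive than in KRT9L3-positive cells here, and 48 of them passed edgeR's test.
Their median log2 fold change was 1.80.
Of the 49 genes of Table 2 other than KRT9L3, which hold cysteine-poor keratins, keratinocyte-type CBPs and lipid enzymes, 47 were measured, all 47 of them were lower in KRT9LC2-positive cells, with a median of -1.45, and 44 passed the test.
RPL4, a ribosomal protein of Table 1, did not pass, with a log2 fold change of 0.42 (standard error 0.16, adjusted p = 0.0632).
In Table 2, the CBPs CBP62-K and CBP63-K and the EDC gene EDQM1-EDC did not pass, and MOGAT1, a monoacylglycerol acyltransferase, and LIPM-like 2 (ENSGALG00000045194), a lipase-like gene, had too few counts for the test.
Both tables were chosen by the study on these samples, with cells as replicates, so these counts are not independent evidence of direction.
From the genes that differed most between KRT9LC2-positive and KRT9L3-positive cells, the paper proposes catalogues of genes that go with keratinocyte differentiation in the hard segments (Table 1) and in the soft interscale segments (Table 2) of scutate scales.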

**Table 1:** Gene expression levels in KRT9L3 + versus KRT9LC2 + cells: Genes upregulated in KRT9LC2 + keratinocytes (hard scales).

Rank	Gene symbol	Gene name	*P* value (adjusted)	Average Log(e) FC	Percentage (KRT9L3 + cells)	Percentage (KRT9LC2 + cells)
1	KRT9LC2	Keratin 9-like cysteine-rich 2	1.50E−130	− 1.76	14	100
2	KRT9LC1	Keratin 9-like cysteine-rich 1	1.76E−102	− 1.50	11	90
3	ENSGALG00000036110	Serine/threonine-protein kinase ULK4	4.12E−46	− 0.57	4	49
4	ENSGALG00000046632	Ly6/PLAUR domain-containing protein 2-like	2.17E−42	− 0.74	16	65
5	CBP53-S	Corneous beta-protein 53 scale type	9.59E−32	− 0.52	3	37
6	MT4	Metallothionein 4	1.81E−26	− 0.82	21	57
7	LGALSL	Galectin like	1.04E−21	− 0.45	33	65
8	LMO7	LIM domain 7	6.79E−21	− 0.37	22	56
9	ENSGALG00000010979	Hydroxysteroid 17-beta dehydrogenase 11	2.24E−20	− 0.31	14	46
10	ENSGALG00000027083	Pancreatic lipase-related protein 2	4.60E−19	− 0.28	4	28
11	ENSGALG00000027207	PERP2, TP53 apoptosis effector	1.72E−18	− 0.41	98	99
12	ENSGALG00000039470	60S ribosomal protein L10-like 1	1.47E−17	− 0.23	100	100
13	CDK2AP1	Cyclin dependent kinase 2 associated protein 1	4.98E−17	− 0.28	14	44
14	RPS12	Ribosomal protein S12	4.77E−16	− 0.38	96	99
15	PSMD10	Proteasome 26S subunit, non-ATPase 10	1.03E−15	− 0.24	7	31
16	CTNNB1	Catenin beta 1	6.79E−15	− 0.34	43	72
17	RORA	RAR related orphan receptor A	1.22E−14	− 0.31	22	52
18	ENSGALG00000028451	Metallothionein 4-like	2.83E−14	− 0.56	72	84
19	KRT14L2	Keratin 14-like 2	5.95E−13	− 0.35	7	29
20	ENSGALG00000029833	Digestive cysteine proteinase 2-like	1.16E−12	− 0.37	62	80
21	EXOC6	Exocyst complex component 6	4.07E−12	− 0.16	2	19
22	CBP55-S	Corneous beta-protein 55 scale type	8.40E−12	− 0.21	1	15
23	TFPI2	Tissue factor pathway inhibitor 2	3.27E−11	− 0.22	7	27
24	HOPX	HOP homeobox	6.03E−11	− 0.29	35	60
25	ENSGALG00000023818	Heat shock protein family B (small) member 9	1.70E−10	− 0.51	48	72
26	ENSGALG00000020078	H3 histone, family 3C	3.34E−10	− 0.26	83	91
27	CBP52L-S	Corneous beta-protein 52-like scale type	4.33E−09	− 0.18	0	12
28	ENSGALG00000040260	Tubulin alpha 1c	1.02E−08	− 0.18	8	27
29	BOK	BCL2 family apoptosis regulator BOK	1.07E−08	− 0.20	10	30
30	RPS15	Ribosomal protein S15	1.66E−08	− 0.19	100	100
31	METAP2	Methionyl aminopeptidase 2	4.60E−08	− 0.24	33	55
32	TPT1	Tumor protein, translationally-controlled 1	4.84E−08	− 0.21	99	99
33	ENSGALG00000027536	PERP1, TP53 apoptosis effector	6.27E−08	− 0.25	84	90
34	SEPP1	Selenoprotein P	6.59E−08	− 0.20	9	27
35	TUBB3	Tubulin beta 3 class III	6.60E−08	− 0.16	5	22
36	RPL4	Ribosomal protein L4	9.82E−08	− 0.24	94	99
37	RPL15	Ribosomal protein L15	1.04E−07	− 0.21	97	99
38	CRIP2	Cysteine rich protein 2	1.18E−07	− 0.17	10	28
39	CBP54-S	Corneous beta-protein 54 scale type	1.49E−07	− 0.38	1	11
40	PAK1	p21 (RAC1) activated kinase 1	2.46E−07	− 0.16	7	24
41	SERPINB2	Serpin family B member 2	2.57E−07	− 0.22	10	29
42	PDE6D	Phosphodiesterase 6D	2.82E−07	− 0.13	3	16
43	EDMTF1-EDC	Epidermal differentiation protein MTF1, EDC	3.00E−07	− 0.58	1	12
44	ENSGALG00000036099	Eukaryotic translation elongation factor 1 delta	3.62E−07	− 0.21	93	95
45	GCAT	Glycine C-acetyltransferase [Homo sapiens	3.71E−07	− 0.23	43	63
46	PTTG1IP	PTTG1 interacting protein	4.62E−07	− 0.25	21	40
47	SPINK6	Serine peptidase inhibitor Kazal type 6	5.15E−07	− 0.53	3	16
48	MSX2	Msh homeobox 2	5.63E−07	− 0.12	2	13
51	LGR4	Leucine-rich repeat G protein-coupled receptor 4	1.52E−06	− 0.16	6	22
57	ENSGALG00000045796	Cytosolic phospholipase A2 epsilon-like	2.61E−06	− 0.12	1	12

**Table 2:** Gene expression in KRT9L3 + versus KRT9LC2 + cells: Genes upregulated in KRT9L3 + keratinocytes (interscale epidermis).

Rank	Gene symbol	Gene name	P-value (adjusted)	Average Log(e) FC	Percentage (KRT9L3 + cells)	Percentage (KRT9LC2 + cells)
1	KRT9L3	Keratin 9-like 3	1.50E−129	1.76	100	46
2	ENSGALG00000007127	Fatty acid desaturase 1 (FADS1)	5.13E−38	0.69	57	12
3	CBP63-K	Corneous beta-protein 63 keratinocyte type	1.89E−34	2.47	63	26
4	ENSGALG00000045042	D-beta-hydroxybutyrate dehydrogenase, mito.-like	4.14E−33	0.64	63	22
5	CBP62-K	Corneous beta-protein 62 keratinocyte type	8.51E−29	2.02	52	16
6	GAPDH	Glyceraldehyde-3-phosphate dehydrogenase	4.79E−27	0.48	95	82
7	KRT9L4	Keratin 9-like 4	9.55E−27	1.08	40	6
8	LGALS1	Galectin 1	2.21E−26	0.46	100	99
9	PRDX1	Peroxiredoxin 1	4.20E−26	0.54	58	21
10	S100A6	S100 calcium binding protein A6	5.43E−24	0.60	97	88
11	GPX1	Glutathione peroxidase 1	5.47E−24	0.38	100	94
12	IL13RA2	Interleukin 13 receptor subunit alpha 2	1.01E−20	0.28	28	1
13	SCCPDH	Saccharopine dehydrogenase (putative)	2.76E−20	0.43	53	21
14	ENSGALG00000021451	Uncharacterized oxidoreductase-like	4.21E−20	0.39	58	25
15	ENSGALG00000045989	Trypsin II-P29-like, lincRNA	5.95E−19	0.41	49	18
16	S100A11	S100 calcium binding protein A11	2.50E−18	0.40	91	81
17	ENSGALG00000007220	Ferritin heavy chain 1	1.84E−17	0.41	56	23
18	ST13	ST13 Hsp70 interacting protein	8.37E−16	0.29	45	15
19	ACAT2	Acetyl-CoA acetyltransferase 2	9.12E−14	0.29	35	10
20	BARX2B	BARX homeobox 2B	1.42E−13	0.25	20	1
21	YBX1	Y-box binding protein 1	1.84E−13	0.35	86	62
22	PPA1	Inorganic pyrophosphatase 1	6.03E−12	0.22	30	7
23	MOGAT1	Monoacylglycerol O-acyltransferase 1	5.43E−11	0.19	19	2
24	OLAH	Oleoyl-ACP hydrolase	7.13E−11	0.18	19	1
25	ATP5G3	ATP synthase, mitochondrial F0 complex, subunit C3	3.76E−10	0.37	60	38
26	ANXA1	Annexin A1	4.20E−10	0.34	46	20
27	NAP1L1	Nucleosome assembly protein 1 like 1	4.79E−10	0.26	52	26
28	TKT	Transketolase	9.13E−10	0.21	31	10
29	DUSP14	Dual specificity phosphatase 14	1.55E−09	0.27	41	18
30	EDQM2-EDC	Epidermal differentiation protein Q motif 2, EDC	1.61E−09	0.39	35	12
31	ENSGALG00000045170	Lymphocyte antigen 6E-like	2.82E−09	0.31	20	3
32	CHCHD2	Coiled-coil-helix-coiled-coil-helix domain containing 2	3.27E−09	0.31	76	62
33	FDPS	Farnesyl diphosphate synthase	5.30E−09	0.45	40	18
34	ENSGALG00000006723	Isopentenyl-diphosphate delta isomerase 1	5.48E−09	0.28	34	13
35	IL20RA	Interleukin 20 receptor subunit alpha	6.03E−09	0.16	19	3
36	PPDPF	Pancreatic progenitor cell diff. proliferation factor	6.45E−09	0.29	65	46
37	ENSGALG00000008439	CD36	9.64E−09	0.20	23	5
38	HOMER2	Homer scaffold protein 2	2.80E−08	0.19	28	8
39	ACLY	ATP citrate lyase	3.09E−08	0.26	38	17
40	ATP5G1	ATP synthase, H + transporting, mito. F0 compl. sub. C1	4.27E−08	0.29	57	35
41	HACD3	3-hydroxyacyl-CoA dehydratase 3	5.08E−08	0.20	32	12
43	EDQM1-EDC	Epidermal differentiation protein Q motif 1, EDC	8.39E−08	0.47	39	18
45	KRT9L1	Keratin 9-like 1	1.14E−07	0.17	15	1
52	HSD17B12	Hydroxysteroid 17-beta dehydrogenase 12	4.27E−07	0.21	35	15
54	ELOVL4	ELOVL fatty acid elongase 4	6.89E−07	0.41	76	62
74	FASN	Fatty acid synthase	8.33E−05	0.17	26	10
75	ENSGALG00000027494	Serine palmitoyltransferase small subunit B (SPTSSB)	1.05E−04	0.19	40	21
79	LOR1-EDC	Loricrin 1, EDC	2.53 E−04	0.17	10	1
80	ENSGALG00000045194	Lipase member M-like 2	2.53 E−04	0.10	10	1
92	ENSGALG00000044962	Arylacetamide deacetylase-like 4-like (AADAC4L)	2.55E−03	0.21	21	8

## Discussion

Differentiation of keratinocytes underlies the growth of epithelial skin structures, such as claws, hair, feathers and scales of mammals, reptiles and birds. The molecular control of keratinocyte differentiation is well characterized for mammalian interfollicular epidermis and skin appendages^33–35^, whereas little is known about the genetic regulation of keratinocyte differentiation in sauropsids. The results of the present study shed light into keratinocyte differentiation in scutate scales and provide a basis for the comparative analysis of further epithelial cell differentiation processes in avian claws, beak and feathers.

We have used scRNA-seq to characterize two types of keratinocyte differentiation, leading to the hard outer surface and the soft interscale epidermis of scutate scales. The methodology was adapted from successful scRNA-seq analyses of human and mouse skin^36–39^. scRNA-seq of mouse tail skin revealed two paths of keratinocyte differentiation into scale and interscale epidermis^40^. Of note, hard scales of the mouse tail were found to contain transcripts of cysteine-rich keratins such as *KRT31* whereas the soft interscale regions contained epidermal keratins such as *KRT10* and epidermal differentiation complex (EDC) genes such as involucrin^40,41^. In contrast to the availability of many antibodies against mouse keratinocyte proteins, we had only one antibody, anti-KRT9LC2, specific for a keratin expressed in chicken scutate scales. This was a significant limitation of the present study. We were able to ascertain the expression of KRT9LC2 in differentiated keratinocytes of hard scales, and mRNA in situ hybridization data published by Wu et al. 2015 supported the expression of CBP63 in interscale epidermis^27^. However, other putative differentiation markers, that are suggested by our results, remain to be localized in situ in future studies.

Gene expression in interscale epidermis of chicken leg skin showed several similarities to gene expression in two models of chicken epidermis with a soft cornified layer^28^. scRNA-seq analysis of chicken back skin and bulk RNA-seq analysis of an organotypic model of chicken skin revealed expression of EDC genes and cysteine-poor but not cysteine-rich keratins^28^. Many of the genes upregulated during differentiation of back skin keratinocytes^28^, such as *KRT9L4*, *LOR1*, *KRT9L3*, *BDH1L*, *EDQM2*, *SPTSSB*, *EDQM1*, *AADACL4B*, *LIPML2*, and *ELOVL4* (Table 2) were enriched in interscale versus scale epidermis. Conversely, genes enriched in hard scale epidermis, such as *KRT9LC2*, *KRT9LC1*, *CBP53-S*, *CBP54-S*, *CBP55-S*, *EDMTF1*, and *MT4* (Table 1) were not upregulated during differentiation of back skin keratinocytes^28^. Therefore, we conclude that the genetic program of keratinocyte differentiation in the soft interscale epidermis of scutate scales is similar to the keratinocyte differentiation program in the soft back epidermis.

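Some genes of lipid synthesis were lower in KRT9LC2-positive than in KRT9L3-positive cells.
Of 19 measured genes of fatty acid and ceramide synthesis, which build the lipids of the skin barrier, 8 were lower by edgeR (9 lower adjusted over the list alone, camera adjusted p = 2.71e-05, adjusted p = 0.363 with an estimated correlation). All 8 are among the genes of Table 2, which the study chose on these samples, so their direction is not independent evidence.
FADS1 (ENSGALG00000007127), a fatty acid desaturase, stood at 623 ± 271 CPM in KRT9L3-positive and 53.1 ± 40.7 CPM in KRT9LC2-positive cells (SD, n = 3 chicks), a log2 fold change of -3.02 (standard error 0.23, adjusted p = 2.17e-27).
ELOVL4, which elongates very long chain fatty acids, had a log2 fold change of -0.79 (standard error 0.18, adjusted p = 1.50e-04), and SPTSSB (ENSGALG00000027494), a subunit of the first enzyme of ceramide synthesis, of -1.02 (standard error 0.21, adjusted p = 2.29e-05).
Of 16 genes of cholesterol synthesis, 8 were lower by edgeR (9 lower adjusted over the list alone, camera adjusted p = 2.86e-07, adjusted p = 0.235 with an estimated correlation), among them FDPS at -1.82 and FDFT1 at -1.83, which make farnesyl diphosphate and squalene. Of the called genes of this list, ACAT2, IDI1 (ENSGALG00000006723) and FDPS are also in Table 2.
Of 14 genes of lipid transport, 2 were higher and 2 lower (3 and 4 adjusted over the list alone, camera adjusted p = 0.292), a list whose median of 0.01 and mean of -0.13 differ in sign.
LOR1-EDC, a loricrin of the cornified envelope, had a log2 fold change of -4.32 (standard error 0.52, adjusted p = 4.61e-15), BDH-like (ENSGALG00000045042), related to a dehydrogenase of ketone bodies, of -2.33 (standard error 0.19, adjusted p = 7.25e-31), and AADAC4L (ENSGALG00000044962), related to an esterase, of -1.89 (standard error 0.24, adjusted p = 7.02e-13).
EDQM2-EDC, of the epidermal differentiation complex, had a log2 fold change of -0.57 (standard error 0.19, adjusted p = 0.0292), and EDQM1-EDC, of the same complex, did not pass the test, with -0.52 (standard error 0.19, adjusted p = 0.0556).
LIPM-like 2 (ENSGALG00000045194), a lipase-like gene, had too few counts for the test.
All of these genes with a value were lower in KRT9LC2-positive cells of all 3 chicks.
Calls were lost for ELOVL4 without the block (-0.82, adjusted p = 0.220), without chick 3 (-0.92, adjusted p = 0.110) and with thresholds on log-normalized counts (-0.36, adjusted p = 0.0822), for SPTSSB without the block (-1.02, adjusted p = 0.161) and without chick 3 (-0.96, adjusted p = 0.184), for AADAC4L without the block (-2.02, adjusted p = 0.0625), for FDFT1 without the block (-2.06, adjusted p = 0.122) and for FDPS with thresholds on log-normalized counts (-1.39, adjusted p = 0.178) and at a mitochondrial share of at most 10% (-1.43, adjusted p = 0.0782).
EDQM2-EDC was not called in 9 alternatives, among them with DESeq2 (-0.82, adjusted p = 0.307), without the block (-0.61, adjusted p = 0.835), without chick 2 (-0.84, adjusted p = 0.153) and without chick 3 (-1.02, adjusted p = 0.133), while EDQM1-EDC was called without chick 1 (-0.42, adjusted p = 0.00597).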

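Of 13 genes of the epidermal differentiation complex measured, other than CBPs, 8 were higher and 2 lower in KRT9LC2-positive than in KRT9L3-positive cells (8 and 4 adjusted over the list alone).
The higher ones were led by EDMTF1-EDC, which stood at 442 ± 139 CPM in KRT9LC2-positive and 3.36 ± 3.40 CPM in KRT9L3-positive cells (SD, n = 3 chicks), a log2 fold change of 6.48 (standard error 0.32, adjusted p = 1.68e-83) from edgeR.
EDYM1-EDC had 223 UMIs in KRT9LC2-positive and 1 in KRT9L3-positive cells, a ratio of levels of 285 (counting interval 50.6 to 11290).
Camera placed the list above the other genes (adjusted p = 0.00354, adjusted p = 0.203 with an estimated correlation), and members of it were reported by the study from these samples, so the list is not independent evidence.
MT4, a metallothionein that binds zinc and copper, stood at 1892 ± 759 against 274 ± 277 CPM, a log2 fold change of 2.65 (standard error 0.21, adjusted p = 4.05e-19).
CBP54-S, a scale-type CBP, had 291 UMIs in KRT9LC2-positive and 3 in KRT9L3-positive cells, a ratio of levels of 124 (counting interval 41.9 to 604).
EDMTF1-EDC and MT4 were higher in KRT9LC2-positive cells of all 3 chicks.
At 1000 UMIs per cell, EDMTF1-EDC had a UMI in 6.82 ± 2.11% of KRT9LC2-positive, 0.478 ± 0.425% of KRT9L3-positive and 0 of 210 non-keratinocytes, at median depths of 4573, 5518 and 1226 UMIs before thinning, and in 17.2% of KRT9LC2-positive cells without thinning.
The call of MT4 was lost without the block (2.67, adjusted p = 0.0941).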

Keratinocyte differentiation in the hard outer surface of scutate scales differs substantially from that in the interscale regions. The results of the present study establish *KRT9LC2*, also referred to as HAS2 keratin^29^, as a protein marker of the hard scutate scales and identify other genes that are co-regulated with *KRT9LC2*. Among these scale-associated genes was *KRT9LC1* (GenBank Gene ID:772,080) (Supplementary Fig. S3B), also referred to as Hard Acidic Sauropsid-specific 1 (HAS1) keratin^29^. 

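KRT9LC1, an acidic keratin rich in cysteine, was higher than in KRT14L1-positive cells in both differentiated groups.
It rose from 33.6 ± 12.3 to 2965 ± 575 CPM in KRT9LC2-positive cells (SD, n = 3 chicks), by 6.49 (standard error 0.17, adjusted p = 1.47e-275) on the log2 scale in edgeR.
In KRT9L3-positive cells it rose by 2.71 (standard error 0.25, adjusted p = 2.78e-26), to 276 ± 72.8 CPM.
These cells include 17 that also passed the threshold of KRT9LC2, and with only cells past 1 threshold, an alternative chosen after seeing the data, KRT9LC1 stood at 137 ± 131 CPM in KRT9L3-positive cells and the rise was 1.40 (standard error 0.31, adjusted p = 6.71e-05).
Both rises were seen in all 3 chicks.
In empty droplets of chicks 1, 2 and 3, KRT9LC1 made up 166, 281 and 326 CPM, so free RNA of this keratin was present in every library.
In KRT9L3-positive cells it made up 345, 220.4 and 245 CPM, and in KRT14L1-positive cells of the same libraries 34.1, 31.9 and 51.2 CPM. Free RNA would reach both groups, so these values argue against it as the whole source of the rise in this KRT9L3-positive group, which includes the 17 cells. With only cells past 1 threshold, KRT9LC1 stood at 36.0 ± 13.6 CPM in KRT14L1-positive cells. For these cells no conclusion about free RNA is drawn, since the level in KRT9L3-positive cells varied widely between chicks.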

In situ hybridization of transcripts corresponding to this gene (then named *KRT13A*) demonstrated predominant expression in the outer surface epithelium of scutate scales^27^, thus validating our scRNA-seq data. Another gene co-expressed with *KRT9LC2* was *CBP55-S*, a scale CBP (beta-keratin). 

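CBP55-S, a scale-type CBP, had 140 UMIs among 1298535 in KRT9LC2-positive cells and none among 1657102 in KRT9L3-positive cells that were not past the threshold of KRT9LC2, over the 3 chicks.
Against a floor of 3 UMIs over the KRT9L3-positive group, its level was at least 59.6-fold higher.
Its level in KRT9LC2-positive cells was 89.4 ± 50.5 CPM (SD, n = 3 chicks).
At 1000 UMIs per cell, CBP55-S had a UMI in 5.86 ± 3.89% of KRT9LC2-positive cells and 19.2% without thinning, at a median depth of 4573 UMIs.
It had a UMI in 0 of 210 non-keratinocytes with a median of 1226 UMIs, which allows a share of up to 1.43% of cells with a UMI.
CBP52L-S, another scale-type CBP, had 118 UMIs in KRT9LC2-positive and 1 in KRT9L3-positive cells, a ratio of levels of 151 (counting interval 26.5 to 5998).
Intervals and floors cover counting error only.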

In the aforementioned study of Wu and colleagues^27^, expression of this gene (then named β-keratin, Chr25, Scale18) was detected by in situ hybridization specifically in the outer surface epithelium of scutate scales, further validating our scRNA-seq data.

An important result of this study is the genome-wide gene expression catalog of scutate scale epidermis resolved at the single-cell level. In addition to the genes discussed above, many more genes with differentiation-dependent expression were identified both in soft interscale epidermis (Supplementary Table S2) and hard scales (Supplementary Table S3). 

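Most measured genes of lipid synthesis were higher in both differentiated groups than in KRT14L1-positive cells.
Of the measured genes of cholesterol synthesis, 15 of 17 were higher in KRT9L3-positive and 12 of 15 in KRT9LC2-positive cells (15 and 12 adjusted over the list alone) by edgeR.
IDI1 (ENSGALG00000006723), which makes an isoprenoid building block of cholesterol, rose by 4.00 (standard error 0.27, adjusted p = 4.30e-47) in KRT9L3-positive cells and by 2.11 in KRT9LC2-positive cells.
FDFT1, the squalene synthase, rose by 4.14 (standard error 0.32, adjusted p = 3.32e-36) in KRT9L3-positive cells, and LSS, which closes the sterol rings, by 2.59 (standard error 0.37, adjusted p = 6.55e-11) in KRT9LC2-positive cells.
Camera gave adjusted p = 8.85e-12 and 4.81e-07 for this list (adjusted p = 0.203 with an estimated correlation in both groups).
Of the genes of fatty acid and ceramide synthesis, 17 of 22 were higher and 1, ELOVL5, was lower in KRT9L3-positive cells (18 and 2 adjusted over the list alone).
In KRT9LC2-positive cells 13 of 17 were higher and 1, again ELOVL5, was lower (13 and 1 adjusted over the list alone).
ELOVL4, an elongase of very long chain fatty acids, rose by 5.00 (standard error 0.24, adjusted p = 9.52e-80) and by 4.12 (standard error 0.20, adjusted p = 3.74e-85), and ELOVL7, a related elongase, by 2.67 and 2.59.
SPTSSB (ENSGALG00000027494), a subunit of serine palmitoyltransferase, rose by 4.06 and 2.96.
For this list camera gave adjusted p = 1.93e-10 and 1.15e-05 (adjusted p = 0.203 and 0.233 with an estimated correlation).
The genes named here other than ELOVL5 were higher in all 3 chicks. The study lists IDI1, FDFT1, LSS, ELOVL4, ELOVL7 and SPTSSB as higher in KRT9L3-positive cells of these samples. Their direction is thus not independent evidence.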

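Genes of the epidermal differentiation complex, which encode proteins of the cornified envelope, were higher in both differentiated groups than in KRT14L1-positive cells.
All 5 measured, other than CBPs, rose in KRT9L3-positive cells and all 10 measured rose in KRT9LC2-positive cells (5 and 10 adjusted over the list alone, camera adjusted p = 2.86e-07 and 1.93e-10, adjusted p = 0.203 with an estimated correlation in both groups).
EDQM1-EDC rose by 5.00 (standard error 0.28, adjusted p = 5.03e-69) in KRT9L3-positive and 4.41 in KRT9LC2-positive cells.
Of the corneous beta proteins, 2 of 3 keratinocyte-type CBPs rose in KRT9L3-positive and 2 of 3 in KRT9LC2-positive cells (3 and 2 adjusted over the list alone, camera adjusted p = 2.31e-04 and 0.0136, adjusted p = 0.203 and 0.363 with an estimated correlation). In KRT9LC2-positive cells these were CBP56-K and CBP62-K. There CBP62-K stood at 68.1, 224 and 180 CPM in chicks 1, 2 and 3, against 1744, 2618 and 1296 CPM in empty droplets. A contribution of free RNA to its level cannot be set aside.
All 4 scale-type CBPs measured rose in KRT9LC2-positive cells (4 adjusted over the list alone, camera adjusted p = 8.05e-06, adjusted p = 0.203 with an estimated correlation).
The EDC and CBP lists overlap with what the study found in these samples and are not independent evidence.
IL36RN and IL1RN, antagonists that block interleukin 1 family receptors, were the 2 members of that family with enough counts.
IL36RN rose by 3.72 (standard error 0.40, adjusted p = 1.08e-18) in KRT9L3-positive and 5.20 (standard error 0.34, adjusted p = 8.35e-50) in KRT9LC2-positive cells, and IL1RN by 2.84 (standard error 0.32, adjusted p = 1.36e-17) and 4.06 (standard error 0.27, adjusted p = 5.46e-48).
Both passed when adjusted over the list alone (2 of 2 in each group), and camera gave adjusted p = 0.00247 and 0.00461 (adjusted p = 0.203 and 0.215 with an estimated correlation). The study lists both as higher in KRT9L3-positive cells of these samples, so the test of this list is not independent evidence.
Of the genes of lipid transport and binding, 11 of 14 and 10 of 13 rose in KRT9L3-positive and KRT9LC2-positive cells by edgeR (11 and 10 adjusted over the list alone, camera adjusted p = 4.22e-08 and 8.93e-07, adjusted p = 0.203 with an estimated correlation in both groups).
GLTP, which transfers glycolipids between membranes, rose by 2.94 (standard error 0.21, adjusted p = 9.11e-44) and 3.08 (standard error 0.18, adjusted p = 1.08e-64), and SCP2, a sterol carrier, by 1.92 in KRT9L3-positive cells.
FABP5 reached 3702 ± 1534 CPM in KRT9L3-positive and 2826 ± 667 CPM in KRT9LC2-positive cells (SD, n = 3 chicks) from 248 ± 43.6 CPM in KRT14L1-positive cells.
The EDC, interleukin 1 family and lipid genes named here were higher in all 3 chicks. GLTP, SCP2 and FABP5 are also listed by the study as higher in KRT9L3-positive cells of these samples.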

With regard to ongoing efforts to characterize evolutionarily ancient and derived patterns of gene expression during epidermal keratinocyte differentiation^28,29,42–48^, the results of the present study support the hypothesis that EDC genes, anti-inflammatory interleukin 1 family cytokines (IL-36RN and IL-1RN) (Supplementary Tables S2 and S3; Supplementary Fig. S5) and lipid metabolism and lipid transport-related genes, such as *FABP5* and *GLTP*^28^ belong to the common keratinocyte differentiation program of amniotes. The transcriptome data generated in this study will be particularly useful for characterizing the process of hard cornification in a non-mammalian model species. The single-cell transcriptomes of chicken leg skin are now accessible for data searches according to criteria not limited to keratinocyte differentiation, so that new research questions pertaining to avian skin biology can be addressed in future studies.

## Methods

### Tissue preparation and scRNA-seq analysis

One day old chicks (strain Lohmann) were obtained from Schropper GmbH, Gloggnitz, Austria. Skin was excised from the leg of sacrificed animals and incubated in thermolysin (0.5 mg/ml) (Sigma-Aldrich) at 37 °C for 45 min. The lower dermis was removed using forceps and the remaining tissue, including the epidermis and parts of the upper dermis, was processed further according to protocols established for human skin^39,49^. For the isolation of cells, the tissue was split into two fractions that were incubated either in buffer-enzyme mix of the Whole Skin Dissociation Kit human (MACS Milteny Biotech) for 2.5 h at 37 °C or with 0.05% trypsin/EDTA (Thermo Fisher Scientific) and DNase 1 (10 µg/ml) (Roche Diagnostics) at 37 °C for 15 min. Afterwards the samples were combined and processed according to the manufacturer’s protocol (Whole Skin Dissociation Kit human, MACS Milteny Biotech). In brief, the epidermis-enzyme mix was diluted in 0.5 ml medium and dissociated with the gentleMACS Dissociator. The ground tissue was filtered through 100-micron (Falcon) and 40-micron (Falcon) meshes. Subsequently, cells were stained with DAPI dye for 10s and viable cells were sorted via an AriaFusion high-speed cell sorting device (BD Biosciences, San Jose, CA, USA). Single cell RNA sequencing was performed according to a published protocol^49^. In brief, a 10× Genomics Chromium instrument (10× Genomics, Pleasanton, CA) was used for single cell partitioning and barcoding and Illumina HiSeq 3000/4000 (Illumina, San Diego, CA) was used for sequencing (Center for Molecular Medicine, Vienna, Austria). Using the CellRanger Fastq pipeline (10X Genomics) the demultiplexed raw sequencing data were aligned to the chicken reference genome Gallus_gallus-5.0.

### Analysis of scRNA-sequencing data

We distinguished between background noise and droplets containing cells using emptyDrops^50^. Briefly, this method models ambient RNA background in the data set and tests for deviations from the background RNA. We used a false discovery rate of 0.05 to call cells to be included into further analysis. On the other end of the spectrum we used scran package to remove droplets containing more than one cell^51^. The applied approach simulates thousands of doublets by adding together two randomly chosen single cell profiles. For the doublet score calculation, cell clustering including the set randomly generated doublets is performed. Then for each cell of the original dataset, the number of simulated doublets in their neighbourhood is recoded and used as input for score calculation. We used 200 nearest neighbours for each cell and applied a threshold of doublet score > 4 to identify doublets in each dataset separately. Doublet score was log10 of the ratio between simulated doublet cells and total number of neighbours taken into consideration for each cell. The data obtained from 3 biological replicates were submitted to the NCBI Gene Expression Omnibus (GEO) database under accession numbers GSE179690 (BioProject PRJNA744554). The individual samples were referred to as “leg skin 1” (BioSample: SAMN20109848, SRA: SRX11375855), “leg skin 2” (BioSample: SAMN20109847, SRA: SRX11375856) and “leg skin 3” (BioSample: SAMN20109846, SRA: SRX11375857).

Subsequent to individual quality control of samples, raw read counts of across datasets were combined to one count matrix. 

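The 3 libraries gave unequal numbers of cells.
The barcodes kept by Cell Ranger numbered 20657 over the 3 chicks, and a mitochondrial share of at most 15% over all 13 mitochondrial genes left 8894.
Counted over only the 8 genes whose symbol starts with MT-, the same limit left 11473, and 10865 after doublet removal.
After removal of 456 doublets, 8438 cells with 17503019 UMIs entered the comparisons.
emptyDrops at a false discovery rate of 0.05 called 22294 barcodes, among them 48.0, 88.8 and 73.6% of the barcodes that Cell Ranger kept in chicks 1, 2 and 3, and 8826 of its cells passed both filters.
The unfiltered matrix of chick 1 lists 737280 barcodes and those of chicks 2 and 3 list 6794880 each.
The chemistry of the kits may thus have differed between chick 1 and the others, which the paper's text does not state, and a difference between these libraries may be one of kits and not of chicks.
Empty droplets held medians of 71, 201 and 211 UMIs, 6.40, 6.66 and 6.71% of the median cell.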

Reads from 11,779 cells were included in the final analysis. We used Pearson residuals derived from a generalized negative binomial model of UMI counts as input for principal component analysis and differential gene expression analysis. This approach is implemented in the R package Seurat as sctransform^52^. Apart from cellular sequencing depth, which is added by default to the regression model, we also adjusted for mitochondrial RNA content, batch, and cell cycle score. Calculation of cell cycle scores was performed as implemented in Seurat package where gene expression of cell cycle marker genes are combined to score. The score consisted of 43 genes primarily expressed in G1/S and 55 primarily expressed in G2/M^53^. We removed cells with a mitochondrial RNA content above 15%. Batch correction between individual datasets was done as part of the principal component analysis using the Harmony algorithm^54^. Harmony starts off with user supplied information about batch, then uses fuzzy clustering to assign each cell to multiple clusters in a way that batch diversity in each cluster is maximized. To get a correction factor for each cell, global and batch-specific centroids are calculated for each cluster. Data are corrected for batch and the procedure is repeated until convergence of global and batch-specific centroids^54^. We used PC 1–15 for subsequent UMAP analysis and nearest neighbor based clustering at a resolution of 0.2.

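The cells past the thresholds lay across several clusters.
Of KRT9L3-positive cells, 61.4% lay in the larger unnamed cluster, which KRT14L2, KRT78L2 and MT4 led, and 20.3% in the interscale cluster.
By chick, 18 of 28, 29 of 173 and 23 of 134 KRT9L3-positive cells not past the threshold of KRT14L1 lay in the interscale cluster, so the share differs between chicks.
Of KRT9LC2-positive cells, 54.8% lay in the same unnamed cluster and 33.3% in the scale cluster.
KRT14L1-positive cells lay in the larger non-differentiated cluster to 48.4% and in the larger unnamed cluster to 29.3%.
Chick 1 gave 80.5% of the KRT14L1-positive cells, 8.12% of the KRT9L3-positive and 15.3% of the KRT9LC2-positive cells.
Median UMIs per cell were 1243, 2650 and 3194 in KRT14L1-positive cells of chicks 1, 2 and 3, 1812, 5034 and 5226 in KRT9L3-positive and 3598, 4326 and 5357 in KRT9LC2-positive cells.
The sums per chick and group held 72426 to 2432111 UMIs for KRT9L3-positive against KRT14L1-positive cells, 161625 to 2425480 for KRT9LC2-positive against KRT14L1-positive cells and 71764 to 861778 for the 2 differentiated groups.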

For further analysis of differentially expressed genes (DEGs), three different clusters, characterized by a certain expression threshold of marker genes, e.g. KRT9L3 > 2, KRT9LC2 > 1.5 and KRT14L1 > 1.5, were created. Gene expression levels in different clusters were compared and adjusted *P* values were calculated according to the standard algorithm implemented in Seurat^30^.

### Quantitative reverse-transcription polymerase chain reaction

RNA was isolated from chicken tissues and skin models^28^ and purified with TriFast according to a published protocol^46^ and reverse-transcribed with the iScriptTM cDNA synthesis kit (Biorad, Hercules, CA). Polymerase chain reactions (PCRs) were performed with primer pairs specific for *KRT9LC2* (KRT9LC2-s, 5′-GAATGCCGCTACAACAACCAC-3′ and KRT9LC2-a, 5′-TGCTTCAGGGATCTCTCATTG-3′), *IL1RN* (IL1RN-s, 5′-GAGAAGGTGTTTTGGGTGCC-3′ and IL1RN-a, 5′-TAGGTGCGGAAGAAGGTGAA-3′), *IL36RN* (IL36RN-s, 5′-GAGCTCAGCCGTACCACTAC-3′ and IL36RN-a, 5′-AACAGCTTCACCTCCTCCAG-3′), and the housekeeping gene *Hydroxymethylbilane synthase* (*HMBS*) (HMBS-s, 5′-AACTGTGGGAAAACGCTCAG-3′ and HMBS-a, 5′-TTCTCTTCAGTCCAGCAGCA-3′) on a Roche LightCycler with LC480 SYBR Green I Master Kit according to the manufacturer’s protocol. Quantitative analysis of *IL1RN* and *IL36RN* expression in chicken tissues was performed according to a published method^46^. The expression levels of these genes were compared between scutate scales and other tissues, considering differences with a *P* value of < 0.05 significant (two-sided t-test).

### Western blot analysis

Proteins were prepared from chicken skin and scales by treatment with the Precellys system (VWR, International, Radnor, PA) and from chicken keratinocytes cultured in vitro^28^ by sonication in Laemmli buffer containing 2% SDS. Thirty µg of protein per lane were electrophoresed through an ExcelGel SDS 8–18% polyacrylamide gel (GE Healthcare Life Sciences) and afterwards blotted onto a nitrocellulose membrane (GVS Life Sciences). Subsequently, the membrane was blocked with phosphate-buffered saline containing 5% milk powder (Sigma-Aldrich), 2% bovine serum albumin (Sigma-Aldrich) and 0.1% Tween (Sigma-Aldrich) at room temperature for one hour, and incubated with mouse anti-KRT9LC2 antibody (1:500) that was raised in mice by immunization with a synthetic peptide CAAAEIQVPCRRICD, corresponding to the carboxy-terminus of the protein (GenBank accession number XP_418162.6, GenBank definition: keratin, type I cytoskeletal 19) (Supplementary Fig. S1) conjugated to keyhole limpet hemocyanin, according to a published protocol ^55^. After overnight incubation at 4 °C, the membrane was washed and sheep anti-mouse immunoglobulin G (1:10,000, GE Healthcare UK Limited) coupled with horseradish peroxidase used as secondary antibody at room temperature for one hour. The chemiluminescence system (Clarity Western ECL Substrate, BioRad) served for the protein detection. For loading control, the membrane was reincubated with anti-mouse GAPDH (1:5000, HyTest) and sheep anti-mouse immunoglobulin G (1:10,000, GE Healthcare UK Limited), coupled with horseradish peroxidase. The recordings of the chemiluminescence signal over the entire blots are shown in Supplementary Fig. S6 and the relevant portions thereof are depicted in Fig. 1C,D.

### Immunohistochemistry

Immunohistochemistry was performed according to published protocols with modifications^46^. In brief, chicken tissue samples were fixed in 7.5% formaldehyde and embedded in paraffin. Citrate buffer pH6 (DAKO) was used to retrieve the antigens and mouse anti-KRT9LC2 antibody (1:500) as primary antibody. To block unspecific binding, 10% sheep serum was added to secondary sheep anti-mouse immunoglobulin G (GE Healthcare), and further the nuclei were counterstained with haematoxylin. For control experiments, the primary antibody was replaced by the pre-immune serum.

### Ethics statement

All animal procedures were approved by the Animal Care and Use Committee of the Medical University of Vienna. All procedures were performed in accordance with the guidelines established by this committee and in adherence to the ARRIVE guidelines ^56^.

## Supplementary Information

Supplementary Information.

## Data Availability

Single-cell transcriptomes generated in this study are available at GEO under accession number GSE179690. All other data generated or analysed during this study are included in this published article and its Supplementary Information files.

# Supplementary material for: Single-cell transcriptomics defines keratinocyte differentiation in avian scutate scales
**Source:** Sci Rep. 2022 Jan 7;12:126. doi: 10.1038/s41598-021-04082-1
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Data: Supplementary Figures and Tables

Single-cell transcriptomics defines keratinocyte differentiation in avian scutate scales

Julia Lachner, Florian Ehrlich, Matthias Wielscher, Matthias Farlik, Marcela Hermann, Erwin Tschachler, Leopold Eckhart

Content

Supplementary Figures S1-S6

Supplementary Tables S1-S3

>KRT9LC2
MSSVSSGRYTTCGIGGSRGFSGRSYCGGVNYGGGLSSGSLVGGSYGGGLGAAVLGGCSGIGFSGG SARFG
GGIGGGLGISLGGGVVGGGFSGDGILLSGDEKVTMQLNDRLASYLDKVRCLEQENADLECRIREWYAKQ
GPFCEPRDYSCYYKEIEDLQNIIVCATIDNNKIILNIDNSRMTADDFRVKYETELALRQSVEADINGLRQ
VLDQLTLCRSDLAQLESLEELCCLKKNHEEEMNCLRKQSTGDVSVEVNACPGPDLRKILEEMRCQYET
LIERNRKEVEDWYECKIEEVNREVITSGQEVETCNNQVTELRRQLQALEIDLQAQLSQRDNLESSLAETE
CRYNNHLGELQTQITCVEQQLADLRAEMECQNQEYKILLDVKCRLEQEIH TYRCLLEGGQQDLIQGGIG
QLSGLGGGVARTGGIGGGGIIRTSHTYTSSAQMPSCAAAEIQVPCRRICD

Supplementary Figure S1. Amino acid sequence of chicken KRT9LC2 and epitope of anti-KRT9LC2. The amino acid sequence of chicken KRT9LC2 (GenBank accession number XP_418162.6) is shown in FASTA format. Cysteine residues are highlighted by yellow shading. The intermediate filament domain is underlined. The epitope of the antiserum against KRT9LC2 is indicated by a red box.

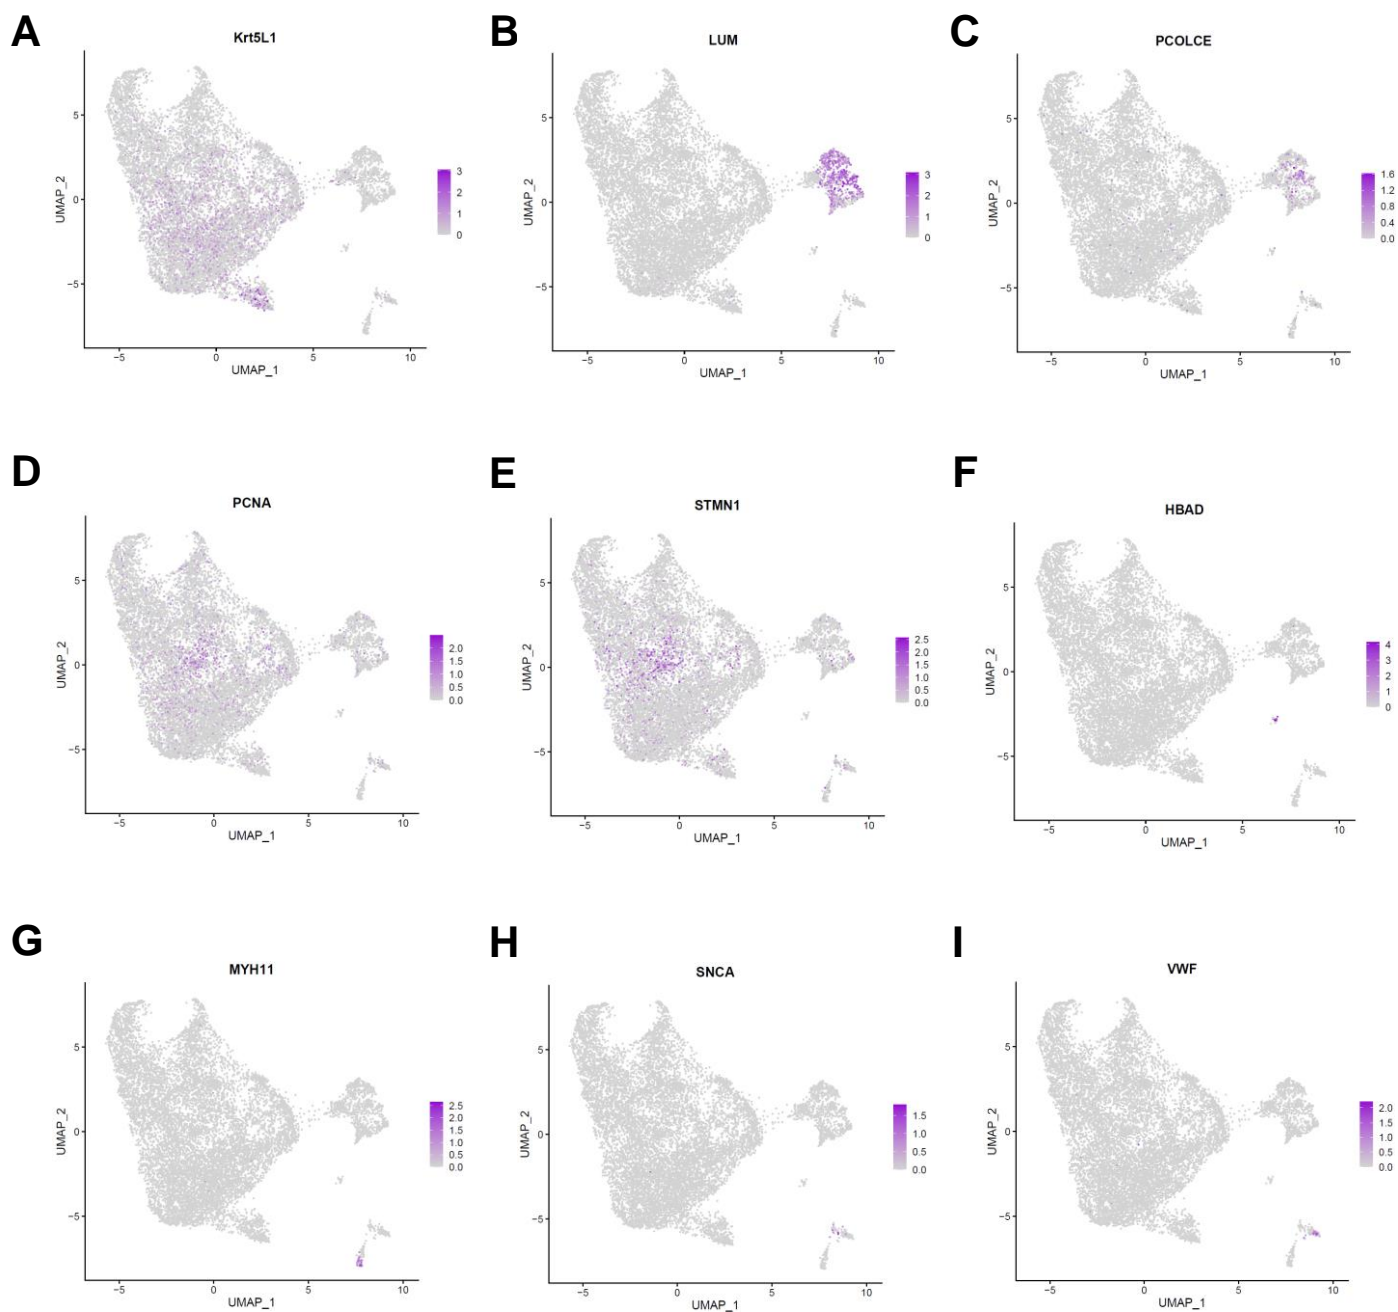

Supplementary Figure S2. Feature plots of markers. The expression levels of KRT5L1 (A), LUM (B), PCOLCE (C), PCNA (D), STMN1 (E), HBAD (F), MYH1 (G), SNCA (H) and VWF (I) are color-coded from grey (no expression) to purple (high expression level) in each cell depicted in UMAP plots.

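In the fibroblast-like cells of chick 1, LUM, a proteoglycan of the collagen matrix, stood at 3869.8 CPM, against 9.77 ± 16.5 CPM in non-differentiated keratinocytes (SD, n = 3 chicks).
PCNA, the clamp of replicating DNA, stood at 493 ± 117 CPM in the cluster of cycling keratinocytes and at 111 ± 7.21 CPM in non-differentiated ones.
KRT5L1, a type II keratin of the basal layer, was at 276 ± 123 CPM in non-differentiated, 2.51 ± 4.35 CPM in scale and 3.37 ± 5.83 CPM in interscale keratinocytes.
VWF, a clotting factor made by vessel walls, was at 312 CPM in the endothelial-like cells of chick 1, where MYH11, the myosin of smooth muscle, was at 0 CPM.
In the smooth muscle-like cells of chick 1 MYH11 reached 2538 CPM.
These 5 genes are among the markers that named the clusters, so their levels describe the clusters and are no separate test of the names.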

A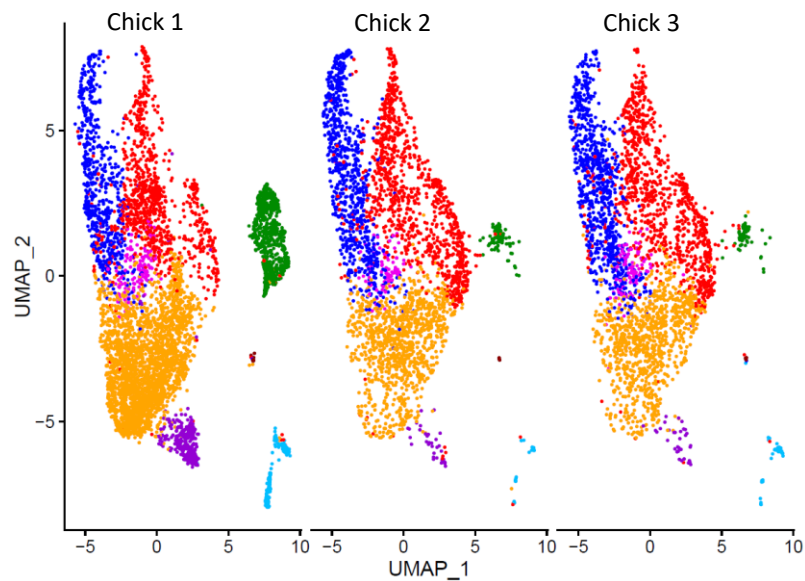**B**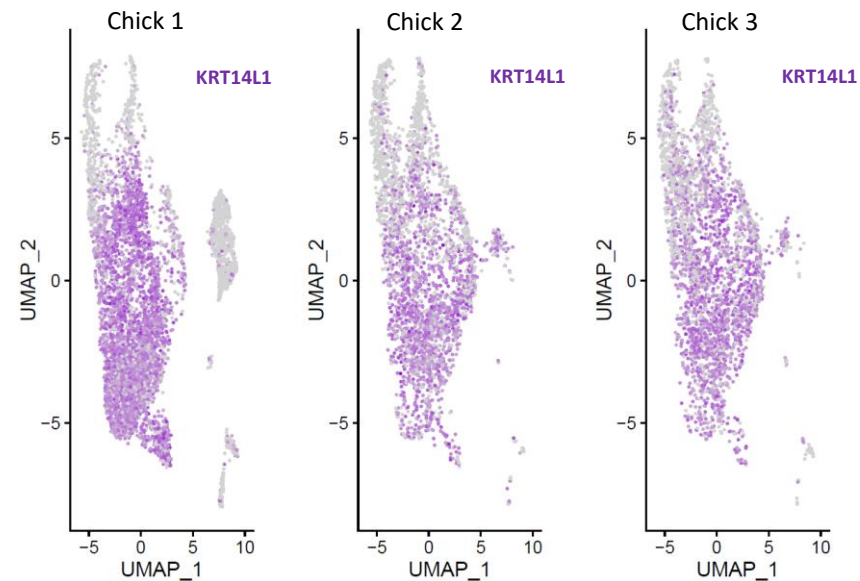**C**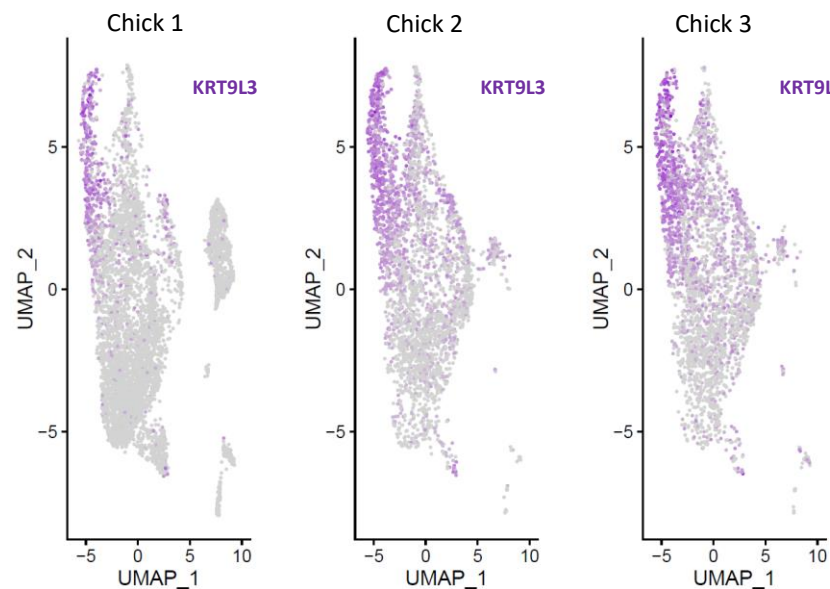**D**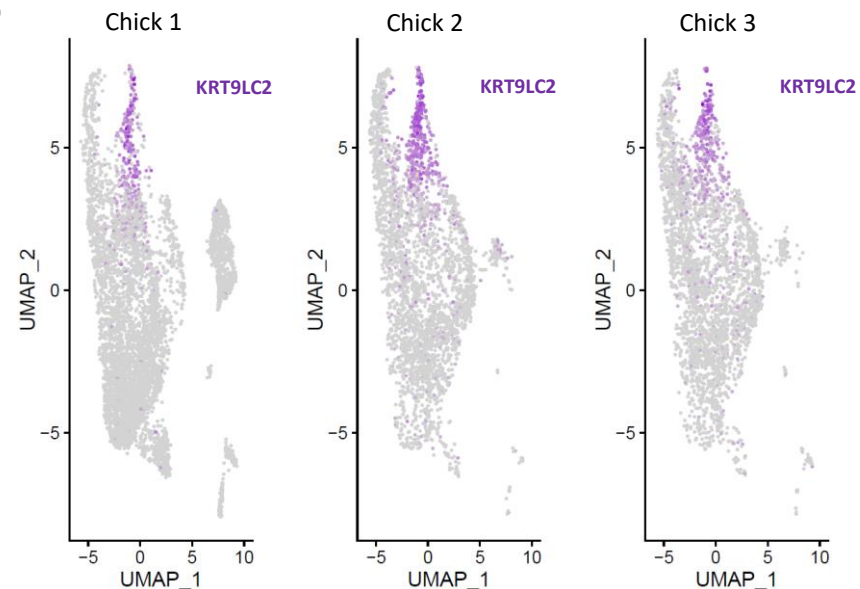

Supplementary Figure S3. scRNA-seq analysis of biological replicates. scRNA-seq was performed on 3 independent biological samples (chick 1, 2 and 3). UMAP plots of unbiased cell clustering (A) and expression levels of KRT14L1 (B), KRT9L3 (C) and KRT9LC2 (D) confirmed a high degree of reproducibility. The color codes are the same as in Figure 2.

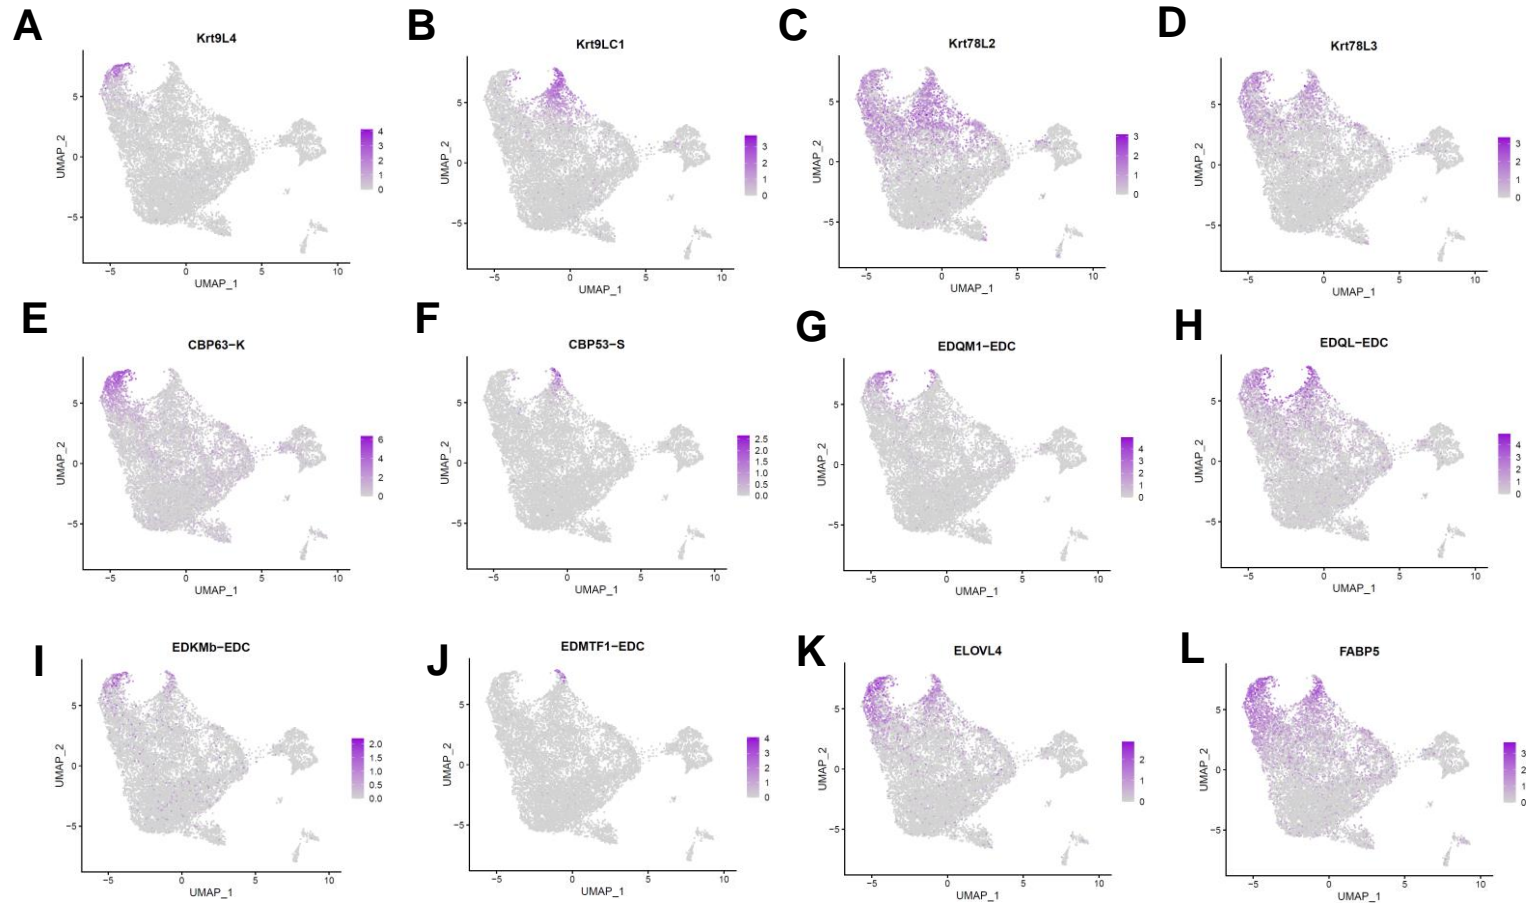

Supplementary Figure S4. Feature plots of keratinocyte differentiation-associated genes in chicken scutate scales. The expression levels of KRT9L4 (A), KRT9LC1 (B), KRT78L2 (C), KRT78L3 (D), CBP63-K (E), CBP53-S (F), EDQM1 (G), EDQL (H), EDKM (I), EDMTF1 (J), ELOVL4 (K), and FABP5 (L) are color-coded from grey (no expression) to purple (high expression level) in each cell depicted in UMAP plots.

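Thinned to 1000 UMIs per cell, FABP5, which binds fatty acids, had a UMI in 81.9 ± 7.78% of KRT9L3-positive, 77.4 ± 5.31% of KRT9LC2-positive and 17.3 ± 2.01% of KRT14L1-positive cells (SD, n = 3 chicks).
The type II keratin KRT78L2 had a UMI in 61.8 ± 18.1%, 54.1 ± 31.0% and 15.0 ± 9.17% of the cells in the same order, and EDQL-EDC in 41.8 ± 6.13%, 58.1 ± 6.90% and 14.2 ± 5.72%.
In the non-keratinocytes of chick 1 the shares were 6.74% for FABP5, 0.518% for KRT78L2 and 1.55% for EDQL-EDC, over 193 cells after 526 cells under 1000 UMIs were left out.
The median depth of the KRT14L1-positive cells of chick 1 that were kept was 1483 UMIs before thinning, and without thinning FABP5 had a UMI in 32.0% of KRT14L1-positive cells.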

A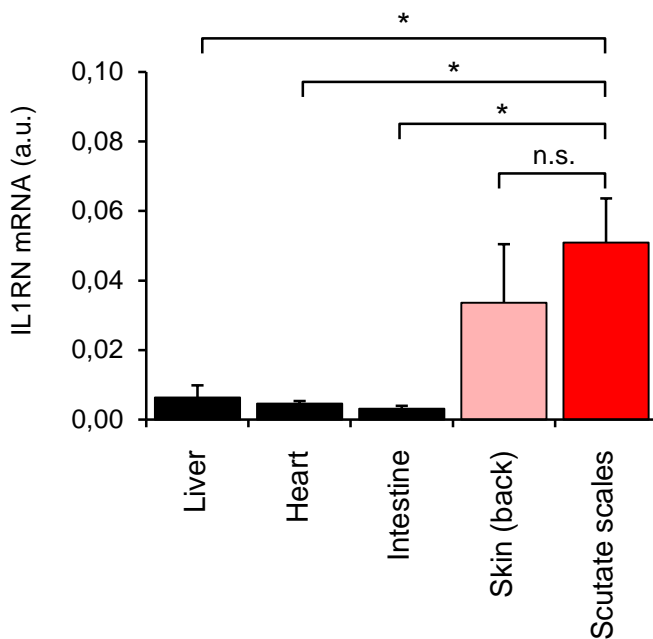**B**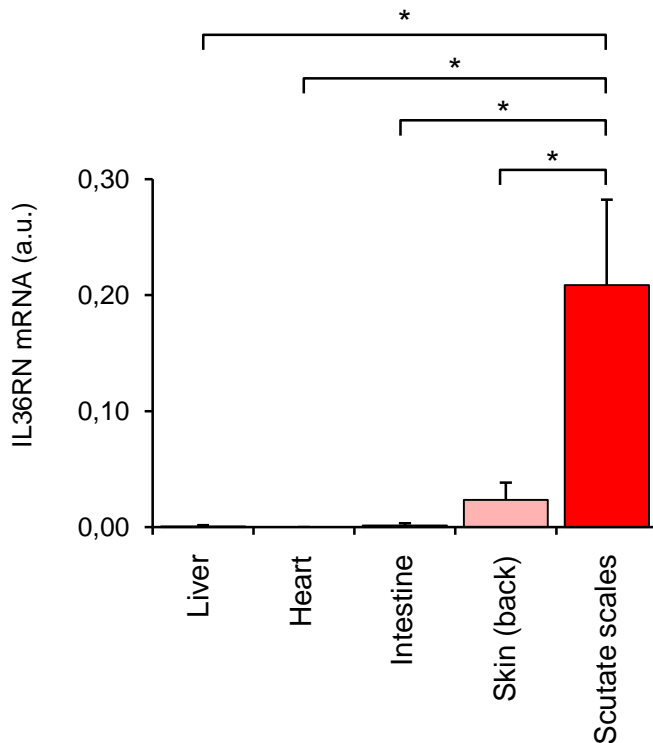

Supplementary Figure S5. RT-PCR analysis of *IL1RN* and *IL36RN* expression in scutate scales in comparison to other tissues of chickens. mRNAs of *IL1RN* (A) and *IL36RN* (B) were quantified by RT-PCR analysis of RNA preparations from tissues of n=3 chickens. The amounts of the target mRNAs are shown relative to mRNA of the house-keeping gene *HMBS*. The expression levels in scutate scales were compared to those in other tissues. Significant differences ($P < 0.05$, 2-sided t-test) are indicated by asterisks. a.u., arbitrary units; n.s., not significant.

Western blots shown in figure 1B

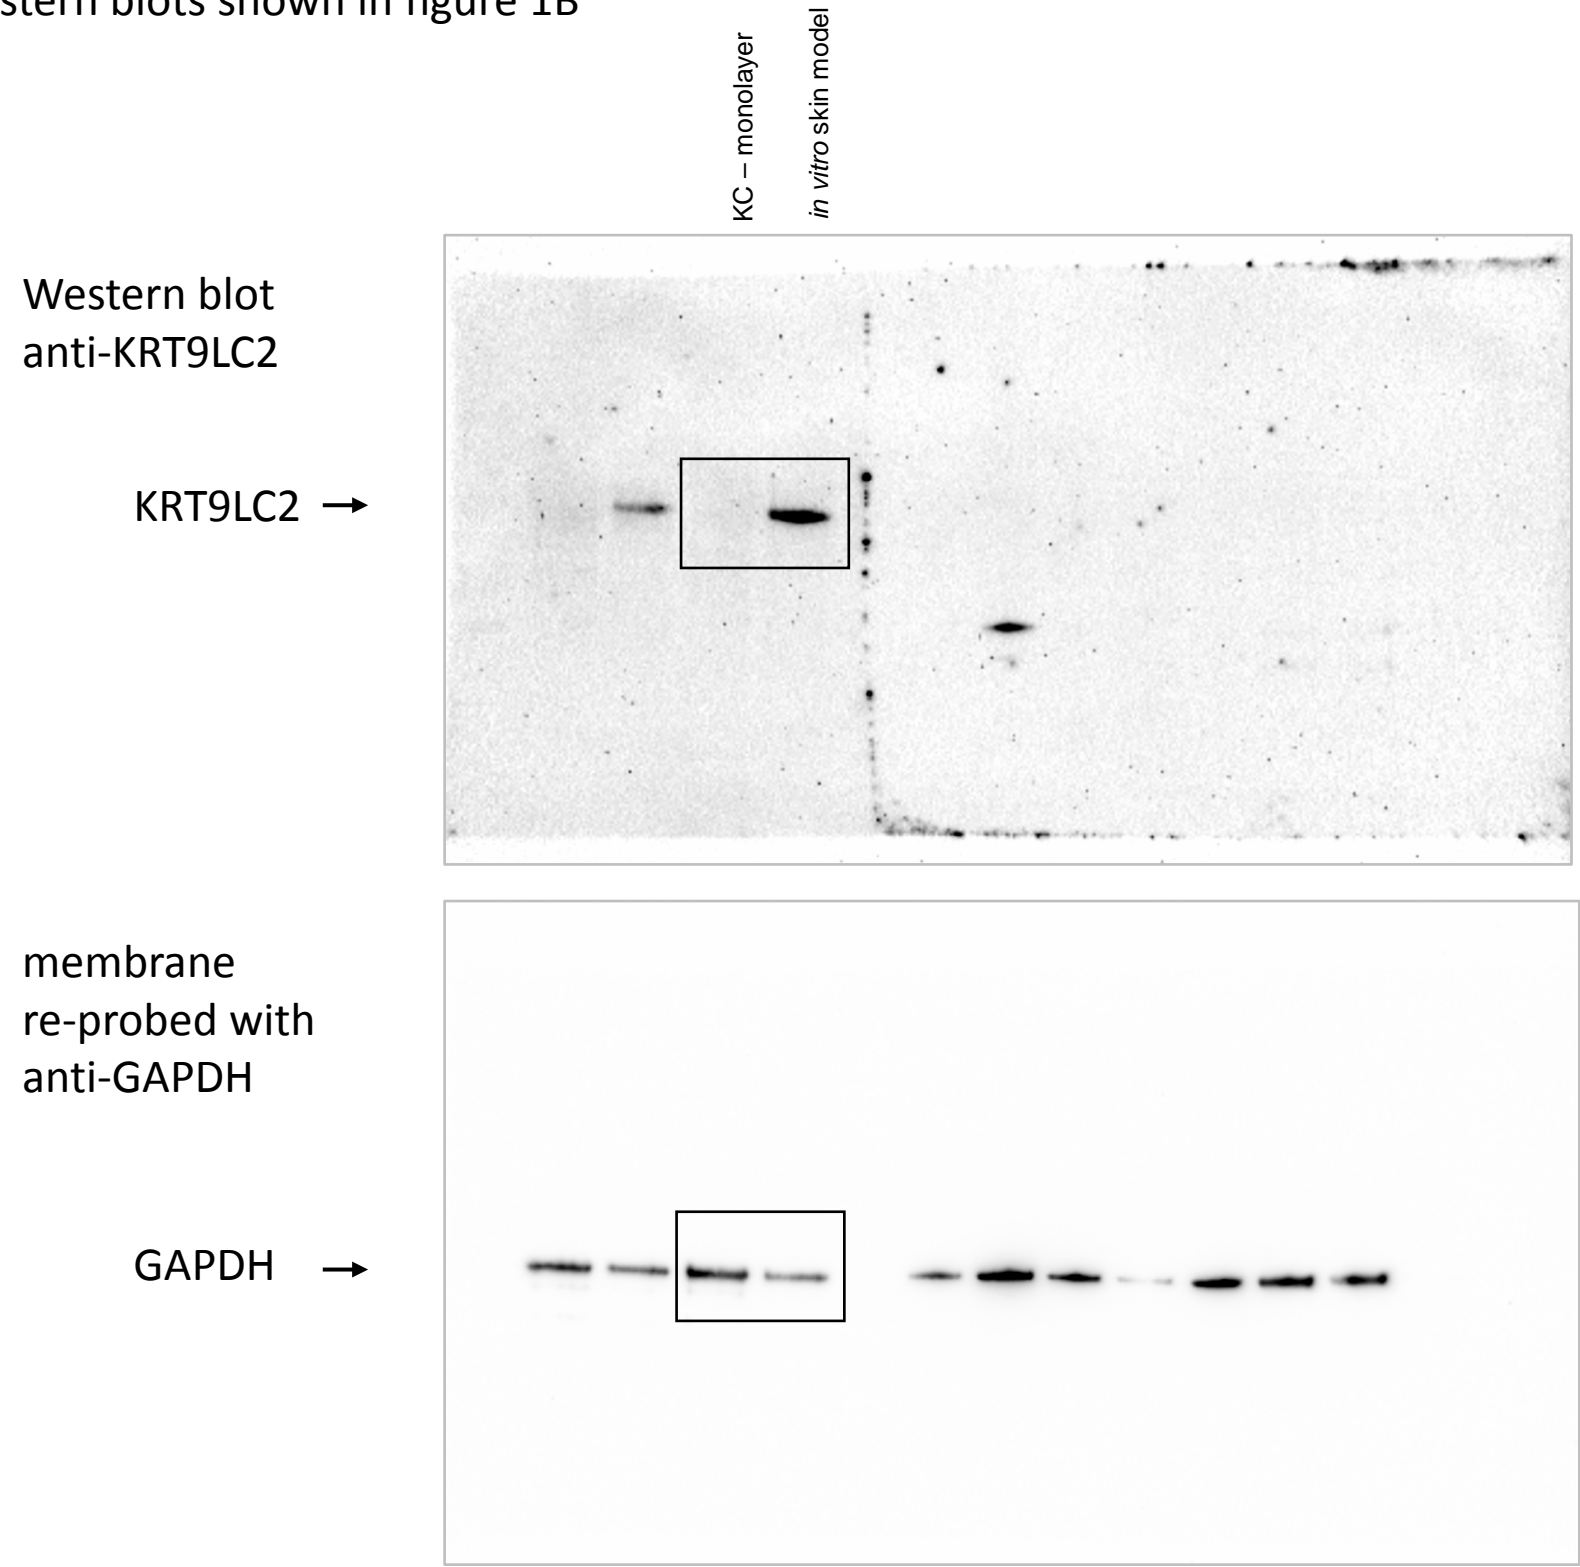

Western blots shown in figure 1C

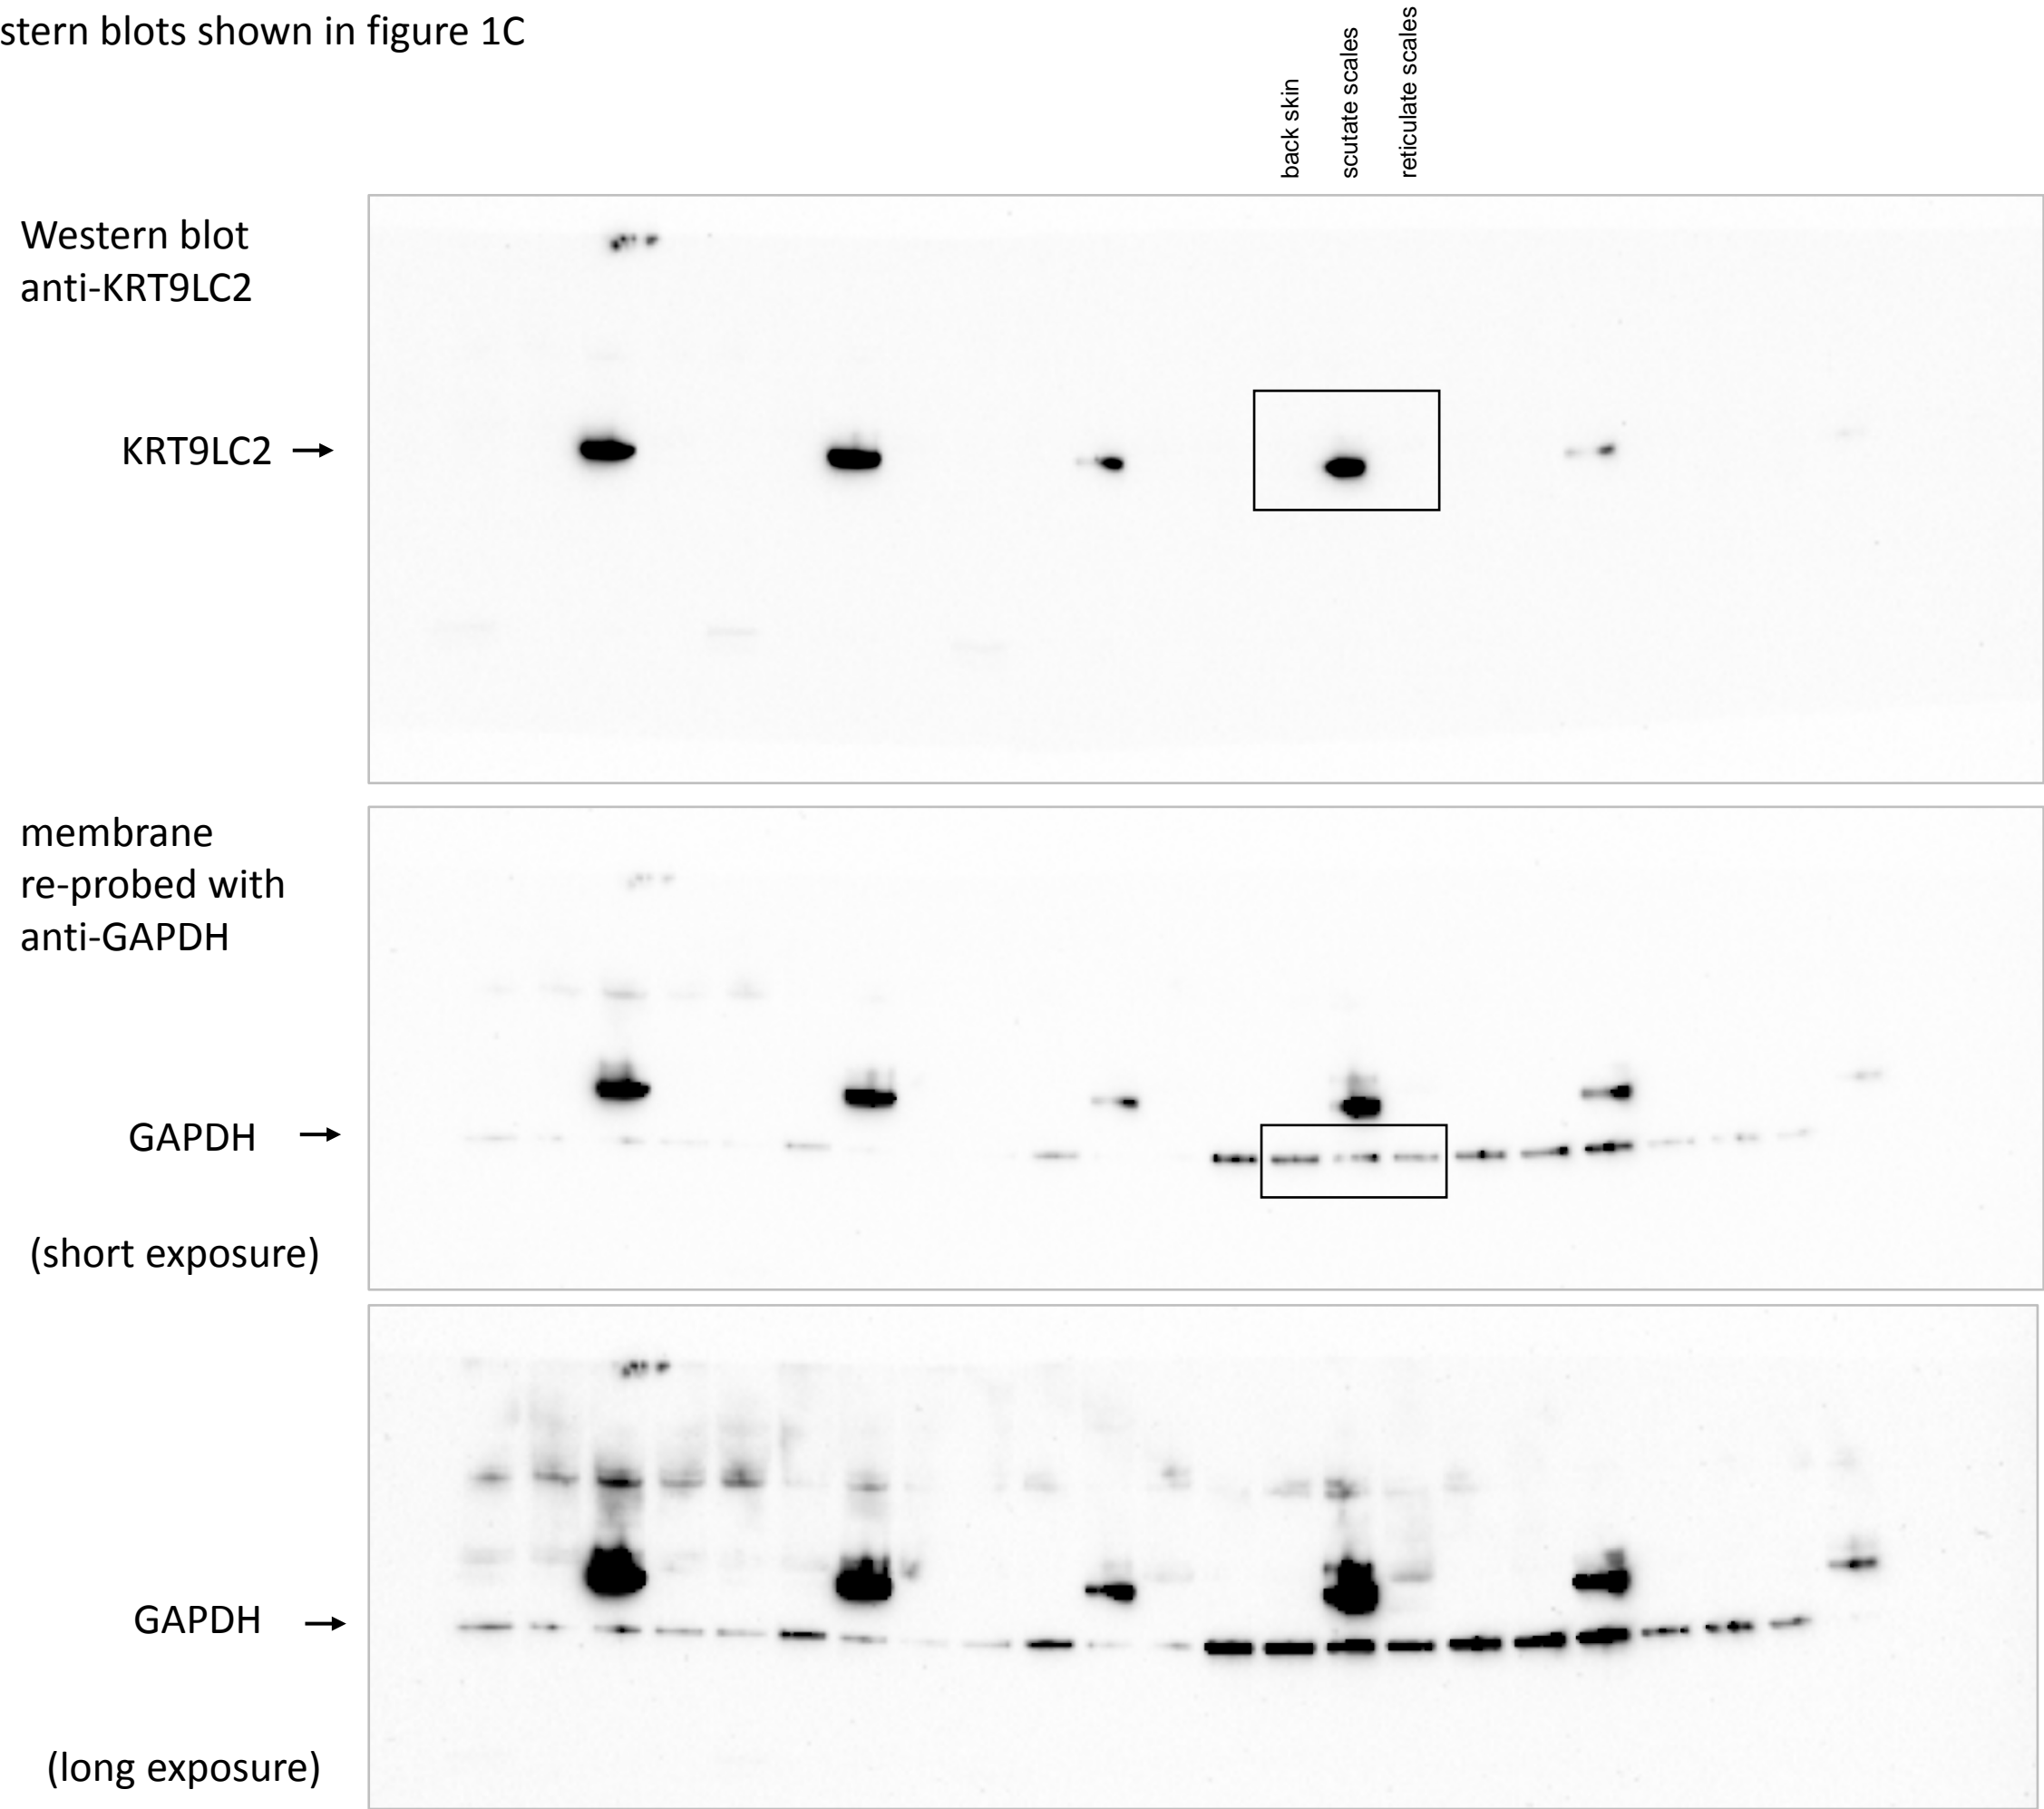

Supplementary Figure S6. Full-size Western blots which are displayed in cropped form in figure 1. Expression of KRT9LC2 was analyzed by Western blot. Subsequently, the membranes were re-probed with an antibody against GAPDH. The recordings of the chemiluminescence signal over the entire blots are shown. The relevant portions of the blots (marked by black rectangles) are displayed in Figure 1C, D.

Supplementary Table S1. Cluster markers

Cell cluster	Gene	P-value<br>(adjusted)	Average<br>Log(e) FC	pct,1	pct,2
KC5	MT4	0,0E+00	0,79	0,519	0,177
KC5	ENSGALG000000028451	0,0E+00	0,78	0,924	0,701
KC5	KRT9LC2	0,0E+00	0,77	0,338	0,049
KC5	DSP	3,8E-253	0,73	0,845	0,623
KC5	KRT14L2	2,5E-247	0,72	0,396	0,132
KC5	ATP6	8,3E-187	0,69	0,954	0,958
KC5	COX3	8,4E-216	0,69	0,993	0,987
KC5	KRT9LC1	0,0E+00	0,66	0,273	0,031
KC5	ENSGALG000000005619	2,4E-296	0,63	0,754	0,413
KC5	ND5	3,1E-176	0,61	0,868	0,829
KC5	EDQL-EDC	6,7E-106	0,60	0,362	0,173
KC5	ENSGALG000000027207	7,5E-250	0,56	0,842	0,581
KC5	ND6	2,2E-104	0,51	0,888	0,878
KC5	KRT78L2	4,8E-238	0,48	0,447	0,158
KC5	RALBP1	1,3E-160	0,47	0,560	0,322
KC5	ENSGALG000000045319	3,0E-55	0,47	0,220	0,106
KC5	JUP	1,4E-197	0,43	0,636	0,368
KC5	ENSGALG000000007153	1,8E-139	0,41	0,636	0,412
KC5	ND1	1,8E-78	0,40	0,868	0,870
KC5	LGALS1	1,7E-293	0,40	0,997	0,914
KC5	ENSGALG000000029833	4,5E-164	0,34	0,337	0,121
KC5	ENSGALG000000046632	1,4E-212	0,33	0,227	0,041
KC5	NFKBIA	2,1E-62	0,31	0,741	0,608
KC5	GJA1	6,4E-133	0,31	0,431	0,212
KC5	ANXA2	2,2E-128	0,30	0,897	0,753
KC5	DBI	4,1E-110	0,30	0,694	0,494
KC5	ENSGALG000000015140	1,2E-109	0,30	0,445	0,248
KC5	ENSGALG000000027536	2,9E-92	0,29	0,555	0,368
KC5	POF1B	2,0E-114	0,28	0,266	0,100
KC5	KLF6	1,3E-52	0,27	0,573	0,436
KC5	CTNNB1	1,6E-105	0,26	0,444	0,245
KC5	CLDN1	1,6E-97	0,26	0,470	0,274
KC5	MAFB	6,3E-86	0,26	0,528	0,343
KC5	DYNLL1	2,4E-111	0,26	0,366	0,170
KC5	FABP5	3,3E-103	0,26	0,486	0,262
KC4	CBP63-K	8,0E-184	1,91	0,511	0,268
KC4	CBP62-K	1,4E-186	1,36	0,373	0,134
KC4	KRT9L3	0,0E+00	1,14	0,719	0,208
KC4	LGALS1	0,0E+00	0,94	0,999	0,920
KC4	FABP5	0,0E+00	0,82	0,647	0,239
KC4	CSTA	0,0E+00	0,77	0,568	0,184
KC4	EDQM1-EDC	1,4E-117	0,58	0,188	0,048
KC4	ENSGALG000000005619	4,4E-234	0,58	0,765	0,435
KC4	DBI	7,6E-228	0,56	0,762	0,493
KC4	KRT9L4	1,1E-191	0,55	0,178	0,024
KC4	S100A6	7,5E-248	0,54	0,990	0,941
KC4	EDQL-EDC	1,5E-110	0,53	0,385	0,181
KC4	ELOVL4	3,3E-264	0,52	0,368	0,091
KC4	EDQM2-EDC	9,9E-115	0,49	0,167	0,038
KC4	ENSGALG000000027207	2,1E-235	0,47	0,867	0,594
KC4	ENSGALG000000045042	0,0E+00	0,46	0,363	0,055
KC4	ENSGALG000000043582	2,1E-174	0,42	0,272	0,069
KC4	ENSGALG000000007153	7,9E-166	0,42	0,684	0,417
KC4	KRT78L3	6,8E-229	0,42	0,356	0,093
KC4	NTM	1,3E-262	0,39	0,386	0,099
KC4	KRT78L2	2,6E-164	0,38	0,450	0,179

Supplementary Table S1 (continued). Cluster markers

Cell cluster	Gene	P-value<br>(adjusted)	Average<br>Log(e) FC	pct,1	pct,2
KC4	CALML3	3,0E-170	0,36	0,897	0,711
KC4	GPX1	1,2E-171	0,36	0,984	0,906
KC4	ENSGALG000000027536	2,3E-147	0,36	0,626	0,365
KC4	ANXA2	3,0E-153	0,34	0,932	0,755
KC4	GAPDH	4,7E-148	0,33	0,966	0,876
KC4	ENSGALG000000007127	1,8E-201	0,33	0,254	0,053
KC4	LDHB	2,4E-115	0,33	0,536	0,320
KC4	RPL22L1	4,0E-94	0,32	0,736	0,580
KC4	GLTP	1,3E-157	0,31	0,373	0,136
KC4	S100A11	9,1E-117	0,31	0,960	0,885
KC4	CD9	9,3E-213	0,31	0,325	0,083
KC4	ENSGALG000000021451	3,2E-166	0,30	0,404	0,154
KC4	TMEM254	2,4E-121	0,30	0,200	0,052
KC4	DYNLL1	3,6E-122	0,29	0,400	0,177
KC4	SCCPDH	1,0E-155	0,28	0,312	0,100
KC4	PRDX1	3,8E-68	0,28	0,556	0,396
KC4	P4HB	1,2E-84	0,27	0,441	0,254
KC4	ENSGALG000000045989	2,1E-119	0,26	0,325	0,128
KC4	KCTD1	2,4E-91	0,25	0,477	0,273
KC4	FDPS	1,1E-135	0,25	0,190	0,042
KC3	TUBA1A	7,2E-96	1,06	0,873	0,526
KC3	ENSGALG000000001475	5,8E-258	1,05	0,683	0,101
KC3	HMGB1	1,3E-111	0,84	0,817	0,346
KC3	H2AFV	1,8E-86	0,77	0,870	0,483
KC3	SMC2	0,0E+00	0,67	0,473	0,018
KC3	HMG2	4,0E-117	0,62	0,701	0,207
KC3	TOP2A	0,0E+00	0,60	0,456	0,022
KC3	PCNA	1,4E-148	0,57	0,544	0,101
KC3	TUBB	3,7E-58	0,55	0,515	0,185
KC3	UBE2C	2,7E-299	0,52	0,361	0,019
KC3	C11orf31	1,3E-70	0,51	0,678	0,273
KC3	MT4	2,4E-30	0,51	0,538	0,256
KC3	ENSGALG000000006326	6,5E-55	0,50	0,825	0,489
KC3	HMGB2	3,3E-92	0,48	0,417	0,088
KC3	ENSGALG000000040586	4,4E-134	0,46	0,349	0,044
KC3	YBX1	8,1E-45	0,43	0,941	0,806
KC3	CHCHD2	1,8E-38	0,43	0,873	0,637
KC3	CDK1	0,0E+00	0,43	0,361	0,018
KC3	ATP5G3	2,6E-38	0,42	0,802	0,505
KC3	ENSGALG000000037167	1,4E-74	0,41	0,257	0,041
KC3	BIRC5	2,9E-232	0,41	0,408	0,034
KC3	NUCKS1	1,1E-34	0,41	0,568	0,271
KC3	SOD1	4,7E-66	0,40	0,556	0,188
KC3	ENSGALG000000014023	8,6E-52	0,38	0,506	0,181
KC3	ENSGALG000000028600	5,5E-48	0,38	1,000	0,980
KC3	ENSGALG000000000137	5,5E-45	0,37	0,660	0,306
KC3	MRPL51	2,0E-55	0,36	0,509	0,175
KC3	PTMA	2,0E-36	0,36	0,607	0,296
KC3	ENSGALG000000016442	0,0E+00	0,35	0,287	0,010
KC2	DST	0,0E+00	0,53	0,594	0,204
KC2	COL14A1	0,0E+00	0,47	0,572	0,185
KC2	ATIC	0,0E+00	0,44	0,608	0,218
KC2	ENSGALG000000004952	8,0E-178	0,37	0,982	0,949
KC2	ENSGALG000000012229	2,6E-65	0,37	0,835	0,832
KC2	KRT14L1	1,0E-243	0,35	0,838	0,487
KC2	TPT1	2,1E-233	0,32	0,998	0,994

Supplementary Table S1 (continued). Cluster markers

Cell cluster	Gene	P-value<br>(adjusted)	Average<br>Log(e) FC	pct,1	pct,2
KC2	ENSGALG000000023818	1,1E-67	0,32	0,865	0,811
KC2	ENSGALG000000016691	2,3E-176	0,32	0,793	0,572
KC2	BSG	3,2E-223	0,31	0,531	0,236
KC2	ZNF593	1,5E-166	0,29	0,753	0,527
KC2	UBC	6,6E-163	0,29	0,871	0,733
KC2	ENSGALG000000001634	7,4E-283	0,28	0,999	0,998
KC2	FAU	1,4E-249	0,28	0,999	0,991
KC2	NPM1	9,3E-134	0,27	0,776	0,563
KC1	ENSGALG000000036119	0,0E+00	1,00	0,700	0,036
KC1	ENSGALG000000033586	0,0E+00	0,92	0,673	0,031
KC1	ENSGALG000000034870	0,0E+00	0,85	0,617	0,028
KC1	ENSGALG000000037942	0,0E+00	0,80	0,571	0,033
KC1	ENSGALG000000043546	0,0E+00	0,65	0,469	0,022
KC1	KRT5L1	1,2E-49	0,62	0,397	0,134
KC1	ENSGALG000000038514	0,0E+00	0,59	0,442	0,030
KC1	FOS	7,3E-33	0,48	0,938	0,737
KC1	KRT14L1	8,0E-28	0,42	0,839	0,617
KC1	ND1	7,4E-39	0,41	0,973	0,866
KC1	UBC	1,3E-29	0,40	0,909	0,783
KC1	ENSGALG000000041527	0,0E+00	0,35	0,298	0,010
KC1	ENSGALG000000034566	6,8E-248	0,34	0,279	0,014
KC1	ATP1B3	8,2E-18	0,32	0,584	0,397
KC1	ND6	2,6E-17	0,32	0,973	0,878
KC1	BSG	1,2E-09	0,26	0,507	0,347
KC1	DUSP1	7,8E-03	0,26	0,614	0,537
KC1	ENSGALG000000041175	5,2E-171	0,26	0,239	0,016
FB	ENSGALG000000036073	0,0E+00	3,54	0,831	0,077
FB	COL1A2	0,0E+00	3,50	0,841	0,123
FB	COL3A1	0,0E+00	2,82	0,827	0,101
FB	APOA1	2,2E-208	2,12	0,379	0,075
FB	MGP	4,0E-76	2,04	0,426	0,206
FB	GSN	0,0E+00	1,75	0,640	0,112
FB	DCN	0,0E+00	1,70	0,840	0,308
FB	ENSGALG000000026613	0,0E+00	1,57	0,631	0,064
FB	ENSGALG000000032220	0,0E+00	1,54	0,601	0,019
FB	COL6A1	0,0E+00	1,50	0,749	0,024
FB	SPARC	0,0E+00	1,48	0,861	0,410
FB	GPX3	0,0E+00	1,37	0,652	0,041
FB	LUM	0,0E+00	1,33	0,657	0,016
FB	S100A10	4,1E-285	1,29	0,740	0,275
FB	COL5A1	0,0E+00	1,23	0,741	0,113
FB	VIM	0,0E+00	1,20	0,702	0,051
FB	COL6A2	0,0E+00	1,18	0,673	0,016
FB	COL6A3	0,0E+00	1,12	0,669	0,014
FB	WIF1	0,0E+00	1,11	0,383	0,013
FB	C2orf40	0,0E+00	1,10	0,603	0,020
FB	ENSGALG000000045199	0,0E+00	1,02	0,646	0,060
FB	SERPINF1	0,0E+00	1,01	0,534	0,016
FB	COL5A2	0,0E+00	0,85	0,599	0,038
FB	TGFB1	0,0E+00	0,84	0,453	0,010
FB	FN1	0,0E+00	0,76	0,468	0,025
FB	CTGF	0,0E+00	0,72	0,308	0,014
FB	ENSGALG000000036847	0,0E+00	0,72	0,429	0,009
FB	ENSGALG000000030886	0,0E+00	0,72	0,272	0,011
FB	SDC2	0,0E+00	0,68	0,487	0,029
FB	PMP22	0,0E+00	0,66	0,516	0,081

Supplementary Table S1 (continued). Cluster markers

Cell cluster	Gene	P-value<br>(adjusted)	Average<br>Log(e) FC	pct,1	pct,2
FB	FSTL1	0,0E+00	0,65	0,460	0,020
FB	COL8A1	0,0E+00	0,64	0,358	0,006
FB	ENSGALG00000041031	0,0E+00	0,58	0,313	0,005
FB	OLFML3	0,0E+00	0,57	0,411	0,007
FB	CCDC80	0,0E+00	0,57	0,397	0,007
ERY	HBAA	0,0E+00	4,11	1,000	0,003
ERY	HBAD	0,0E+00	3,23	1,000	0,002
ERY	H1FO	0,0E+00	2,13	0,964	0,002
ERY	CA2	0,0E+00	1,88	0,857	0,008
ERY	B2M	1,7E-39	1,19	0,786	0,088
ERY	BCL2L1	6,0E-12	0,56	0,464	0,078
ERY	NFE2L2	4,8E-24	0,54	0,429	0,038
ERY	RFESD	0,0E+00	0,50	0,321	0,000
ERY	NCOA4	7,2E-03	0,44	0,321	0,078
ERY	BPGM	7,3E-04	0,43	0,286	0,056
ERY	LAMP1	4,1E-02	0,41	0,393	0,123
ERY	BACH1	4,1E-02	0,36	0,214	0,042
ERY	HBE	0,0E+00	0,25	0,179	0,000
SMC/SC/EC	C11orf96	1,8E-144	1,45	0,570	0,094
SMC/SC/EC	COL4A1	0,0E+00	1,44	0,744	0,027
SMC/SC/EC	TAGLN	3,8E-292	1,21	0,260	0,006
SMC/SC/EC	VIM	2,0E-259	1,13	0,752	0,087
SMC/SC/EC	S100A10	2,4E-92	1,13	0,810	0,301
SMC/SC/EC	TPM2	4,3E-73	0,99	0,541	0,148
SMC/SC/EC	MYL6	1,6E-37	0,86	0,764	0,558
SMC/SC/EC	CSR1P1	8,5E-293	0,85	0,430	0,022
SMC/SC/EC	PMP22	2,5E-55	0,79	0,430	0,107
SMC/SC/EC	ACTG2	0,0E+00	0,78	0,223	0,003
SMC/SC/EC	GADD45B	6,9E-14	0,77	0,566	0,413
SMC/SC/EC	ADIPOQ	0,0E+00	0,77	0,364	0,006
SMC/SC/EC	ENSGALG00000005209	2,2E-184	0,76	0,227	0,009
SMC/SC/EC	TIMP3	4,0E-120	0,75	0,521	0,087
SMC/SC/EC	ACTA1	5,5E-102	0,67	0,169	0,010
SMC/SC/EC	ACTB	1,6E-28	0,64	0,967	0,906
SMC/SC/EC	RGS4	0,0E+00	0,63	0,269	0,004
SMC/SC/EC	FN1	1,1E-98	0,62	0,376	0,052
SMC/SC/EC	RGS2	5,8E-48	0,60	0,355	0,084
SMC/SC/EC	MYH11	0,0E+00	0,60	0,236	0,001
SMC/SC/EC	FABP4	2,3E-115	0,59	0,140	0,005
SMC/SC/EC	HSPA2	1,6E-04	0,57	0,632	0,574
SMC/SC/EC	RAMP2	1,1E-176	0,56	0,256	0,013
SMC/SC/EC	MID1IP1	2,0E-26	0,54	0,471	0,210
SMC/SC/EC	RASD1	1,3E-72	0,54	0,285	0,040
SMC/SC/EC	ENSGALG00000042108	3,2E-220	0,53	0,136	0,001
SMC/SC/EC	KLF2	7,4E-14	0,53	0,459	0,259
SMC/SC/EC	CALM	6,3E-20	0,50	0,574	0,338
SMC/SC/EC	FKBP12	1,4E-12	0,49	0,579	0,409
SMC/SC/EC	CYR61	1,8E-17	0,47	0,273	0,095
SMC/SC/EC	MYLK	3,3E-293	0,46	0,207	0,003
SMC/SC/EC	VWF	9,1E-225	0,25	0,136	0,001

Abbreviations: pct, percent; KC, keratinocytes; FB, fibroblasts

ERY, erythrocytes; EC, endothelial cells; SC, Schwann cells; SMC, smooth muscle cells

Supplementary Table S2. Gene expression levels in KRT9L3-positive (differentiated, interscale epidermis) versus KRT14L1-positive (non-differentiated) KC

Gene	P-value (adjusted)	Average Log(e) FC	pct.1	pct.2
CBP63-K	2,44E-82	2,83	0,633	0,273
KRT9L3	0,00E+00	2,27	1,000	0,156
CBP62-K	3,68E-101	2,17	0,523	0,122
FABP5	2,82E-227	1,51	0,881	0,204
EDQL-EDC	7,13E-105	1,44	0,556	0,129
LGALS1	1,93E-184	1,30	0,998	0,938
CSTA	2,70E-190	1,25	0,770	0,159
DSP	3,81E-148	1,23	0,953	0,600
KRT78L2	1,20E-273	1,19	0,867	0,117
ELOVL4	0,00E+00	1,18	0,757	0,044
KRT78L3	0,00E+00	1,16	0,809	0,048
KRT9L4	2,50E-168	1,14	0,403	0,015
EDQM1-EDC	1,07E-129	1,12	0,387	0,030
ENSGALG00000043582	9,69E-185	0,98	0,529	0,041
ENSGALG00000005619	1,06E-124	0,91	0,944	0,447
ENSGALG00000007153	4,64E-136	0,90	0,899	0,419
DBI	6,38E-112	0,86	0,917	0,519
ENSGALG00000027207	1,09E-134	0,86	0,977	0,642
EDQM2-EDC	1,03E-117	0,84	0,351	0,026
ENSGALG00000045042	8,64E-242	0,84	0,633	0,042
NTM	1,14E-258	0,81	0,714	0,057
ENSGALG00000007127	3,75E-222	0,79	0,570	0,033
GLTP	3,38E-204	0,77	0,712	0,098
ENSGALG00000028520	9,97E-33	0,75	0,770	0,638
POF1B	3,10E-184	0,71	0,615	0,069
DYNLL1	1,59E-126	0,70	0,669	0,163
RALBP1	1,56E-69	0,65	0,707	0,319
ENSGALG00000025772	2,49E-194	0,65	0,466	0,018
ENSGALG00000027536	3,21E-92	0,63	0,836	0,404
ENSGALG00000045319	3,88E-83	0,63	0,419	0,079
ELOVL7	3,77E-165	0,63	0,588	0,074
ENSGALG00000029833	1,60E-160	0,62	0,615	0,086
FDP5	9,84E-132	0,62	0,399	0,031
CD9	4,00E-192	0,62	0,590	0,054
TMEM254	4,02E-112	0,61	0,390	0,041
ABHD12B	9,09E-150	0,60	0,525	0,062
GJA1	1,40E-92	0,59	0,682	0,224
CYSTM1	1,46E-156	0,55	0,450	0,032
SCCPDH	1,38E-118	0,54	0,532	0,092
JUP	7,49E-73	0,53	0,833	0,443
ND5	5,13E-23	0,51	0,890	0,780
ATP6	1,88E-24	0,51	0,955	0,937
P4HB	6,82E-80	0,50	0,691	0,257
CLDN1	7,81E-61	0,48	0,646	0,269
ENSGALG00000015140	3,12E-72	0,47	0,664	0,247
LDHB	1,98E-58	0,47	0,732	0,371
KCTD1	2,00E-72	0,47	0,709	0,290
CALD1	7,63E-43	0,46	0,685	0,358
ERP29	1,20E-121	0,46	0,523	0,081
ANXA2	3,16E-58	0,46	0,959	0,786
ENSGALG00000013742	4,28E-118	0,45	0,455	0,058
ENSGALG00000021451	6,42E-73	0,45	0,579	0,181
S100A6	4,07E-25	0,44	0,966	0,951
CKB	1,43E-77	0,44	0,480	0,114
EPPKL1	1,39E-122	0,44	0,293	0,009
ENSGALG00000045989	8,44E-62	0,43	0,489	0,146
SCP2	3,44E-48	0,42	0,493	0,178
ENSGALG00000011483	2,42E-107	0,42	0,441	0,062
ENSGALG00000044652	2,07E-85	0,41	0,225	0,010
ENSGALG00000027494	1,17E-153	0,41	0,399	0,019
DYNLL2	1,74E-67	0,41	0,455	0,114
SPTAN1	9,53E-87	0,41	0,453	0,087
AFDN	2,00E-79	0,40	0,477	0,108
COX3	3,68E-22	0,39	0,973	0,987
ENSGALG00000003521	7,62E-55	0,39	0,583	0,224
ZNF706	2,27E-32	0,38	0,725	0,450
MTDH	3,95E-58	0,38	0,525	0,174
ENSGALG00000006723	7,15E-100	0,38	0,342	0,033
DSG1	1,54E-89	0,37	0,480	0,093
EDKMB-EDC	9,36E-74	0,37	0,297	0,037
ACLY	2,97E-88	0,37	0,376	0,054
SLC25A17	4,41E-78	0,36	0,448	0,094
SPTBN1	9,36E-56	0,36	0,507	0,166
MID1IP1	2,23E-33	0,36	0,441	0,178
HSP90AA1	5,85E-33	0,36	0,849	0,612
DUSP14	1,34E-71	0,35	0,408	0,084
ENSGALG00000015271	9,74E-76	0,35	0,396	0,073
ARF6	8,95E-51	0,34	0,565	0,206
BZW1	5,21E-55	0,34	0,534	0,182
CALML3	2,46E-41	0,34	0,946	0,790
ENSGALG00000007519	3,12E-78	0,34	0,381	0,064
HACD2	4,79E-109	0,33	0,403	0,045
ACTR3	1,71E-49	0,33	0,541	0,202
RPL22L1	9,63E-21	0,33	0,795	0,632
CD44	1,62E-22	0,33	0,462	0,234
MANF	1,09E-41	0,33	0,507	0,199
ENSGALG00000045170	9,07E-78	0,33	0,200	0,008
EPCAM	3,20E-36	0,33	0,689	0,366
RPS10-NUDT3	6,17E-43	0,33	0,989	0,928
SH3BGR13	2,51E-37	0,32	0,477	0,193

Supplementary Table S2 (continued). Gene expression levels in KRT9L3-positive (differentiated, interscale epidermis) versus KRT14L1-positive (non-differentiated) KC

Gene	P-value (adjusted)	Average Log(e) FC	pct.1	pct.2
MSMO1	8,01E-60	0,32	0,342	0,069
CDH1	2,85E-32	0,32	0,547	0,263
KIF21A	4,82E-69	0,32	0,342	0,057
PHLDA2	5,99E-23	0,31	0,775	0,505
HEXB	4,95E-57	0,31	0,428	0,114
DSTN	5,33E-33	0,31	0,930	0,739
ACTB	2,31E-17	0,31	0,966	0,909
ACAT2	4,75E-58	0,30	0,347	0,072
FDFT1	5,42E-69	0,30	0,239	0,022
ARL8B	7,30E-92	0,30	0,347	0,039
KRT9LC2	2,04E-02	0,30	0,142	0,075
NUS1	1,47E-60	0,29	0,410	0,098
ENSGALG00000032438	2,01E-31	0,29	0,545	0,260
ENSGALG00000011324	5,03E-45	0,29	0,446	0,144
ATP5D	1,23E-29	0,29	0,820	0,557
ASAH1	2,87E-31	0,29	0,565	0,267
RG52	7,55E-41	0,29	0,245	0,048
ST13	8,14E-43	0,28	0,450	0,154
KLF6	8,65E-16	0,28	0,667	0,452
ENSGALG00000044962	4,48E-69	0,28	0,212	0,014
GPX1	3,19E-25	0,28	0,998	0,934
LAMTOR2	2,04E-46	0,28	0,437	0,138
TMEM41A	6,05E-55	0,28	0,378	0,090
HSP90B1	2,96E-32	0,28	0,450	0,182
ENSGALG00000007840	1,44E-78	0,28	0,239	0,016
TMEM79	4,74E-49	0,28	0,381	0,102
PSMA3	8,02E-37	0,27	0,523	0,218
MYCBP2	4,32E-42	0,27	0,414	0,130
NDUFA12	3,92E-26	0,27	0,536	0,272
GOLGA4	1,87E-51	0,26	0,309	0,062
FKBP12	5,79E-24	0,26	0,678	0,413
ENSGALG00000039191	2,47E-47	0,26	0,385	0,104
RTN4	2,68E-27	0,26	0,565	0,285
ABCA12	2,10E-111	0,26	0,284	0,011
CNN2	3,15E-30	0,26	0,426	0,172
HSD17B12	1,18E-46	0,26	0,349	0,088
ANK3	5,69E-48	0,25	0,338	0,080
HOPX	4,62E-36	0,25	0,349	0,107
KRT9LC1	5,32E-08	0,25	0,108	0,034
GCAT	8,85E-37	0,25	0,426	0,149
CAST	6,48E-41	0,25	0,403	0,127
EVPL	9,23E-74	0,25	0,279	0,030
ENSGALG00000008439	2,39E-98	0,24	0,230	0,005
ALDH3A1	4,18E-41	0,24	0,363	0,105
IL13RA2	9,83E-54	0,24	0,284	0,049
ENSGALG00000020485	7,76E-53	0,24	0,302	0,057
PPL	6,79E-72	0,24	0,286	0,033
PPDPF	6,92E-15	0,24	0,651	0,453
Galphai3	2,58E-26	0,24	0,509	0,242
NT5DC2	1,03E-34	0,23	0,313	0,091
KANK1	6,76E-46	0,23	0,302	0,066
FASN	9,40E-61	0,23	0,259	0,033
CAPNS2	1,22E-18	0,23	0,536	0,297
ENSGALG00000015345	5,89E-50	0,23	0,275	0,049
MVD	1,15E-64	0,23	0,248	0,027
ENSGALG00000015437	2,34E-26	0,23	0,360	0,139
ENSGALG00000046632	9,45E-22	0,23	0,164	0,038
SYNE2	7,84E-24	0,23	0,390	0,160
PRELID1	1,02E-14	0,23	0,757	0,556
HACD3	1,15E-40	0,22	0,322	0,083
PLS3	1,07E-22	0,22	0,374	0,156
TPM3	2,48E-14	0,22	0,489	0,292
ZDHHC6	1,84E-42	0,22	0,282	0,061
COX6A1	2,75E-12	0,22	0,813	0,684
IFRD1	1,80E-14	0,22	0,399	0,210
PGD	2,02E-24	0,22	0,392	0,162
HAGH	1,16E-45	0,22	0,257	0,047
PSMA7	2,61E-18	0,22	0,502	0,275
SDC1	2,52E-25	0,22	0,363	0,139
MDH2	2,55E-17	0,22	0,444	0,234
ANXA1	1,77E-05	0,22	0,455	0,318
PKP1	1,50E-49	0,21	0,277	0,051
SARS	2,27E-32	0,21	0,315	0,095
HOMER2	8,55E-42	0,21	0,277	0,060
CMPK1	1,10E-48	0,21	0,257	0,043
PEX11G	2,02E-56	0,21	0,250	0,034
PABPC1	3,74E-11	0,21	0,887	0,743
OAZ1	5,69E-14	0,21	0,802	0,604
MOGAT1	1,10E-88	0,21	0,194	0,002
RAB18	1,03E-20	0,20	0,349	0,147
BCAP29	3,17E-26	0,20	0,329	0,117
BARX2B	1,74E-32	0,20	0,203	0,039
NAP1L1	6,32E-17	0,20	0,520	0,287
IL36RN	7,33E-57	0,20	0,167	0,009
IL1RN	2,08E-58	0,20	0,218	0,022
CHD7	5,44E-25	0,20	0,261	0,080
SEPT5	2,26E-73	0,20	0,203	0,010
EPRS	1,33E-34	0,20	0,322	0,093
ENSGALG00000001000	1,53E-14	0,20	0,455	0,249
PHYH	8,19E-30	0,20	0,124	0,014

Supplementary Table S2 (continued). Gene expression levels in KRT9L3-positive (differentiated, interscale epidermis) versus KRT14L1-positive (non-differentiated) KC

Gene	P-value (adjusted)	Average Log(e) FC	pct.1	pct.2
PXMP4	1,67E-39	0,20	0,255	0,053
TRIP11	3,57E-38	0,20	0,259	0,056
ENSGALG00000013512	6,32E-15	0,19	0,615	0,382
RIOK1	6,31E-29	0,19	0,236	0,060
ELOVL6	4,73E-44	0,19	0,205	0,029
KTN1	5,46E-22	0,19	0,320	0,122
MAFB	1,15E-09	0,19	0,577	0,389
CLIC3	1,30E-23	0,19	0,315	0,114
LSS	3,04E-60	0,19	0,194	0,014
LANCL1	1,21E-23	0,19	0,309	0,110
EIF2B2	1,40E-34	0,19	0,270	0,067
ENSGALG00000011930	1,67E-62	0,19	0,155	0,004
GK5	2,82E-49	0,19	0,218	0,029
GAPDH	5,69E-09	0,19	0,948	0,922
OLAH	5,86E-81	0,19	0,187	0,004
NDUFA4	5,56E-10	0,19	0,604	0,422
HYPK	9,37E-12	0,19	0,399	0,226
ARPC3	5,51E-19	0,19	0,387	0,177
ENSGALG00000029002	2,56E-45	0,19	0,230	0,036
ENSGALG00000011687	3,40E-05	0,19	0,547	0,397
ESRP2	3,29E-22	0,19	0,349	0,138
LPCAT3	9,77E-40	0,18	0,236	0,045
ATP6V1G1	5,22E-15	0,18	0,527	0,303
YBX3	7,30E-12	0,18	0,489	0,298
PDLIM5	3,03E-54	0,18	0,205	0,021
CHL1	3,97E-24	0,18	0,291	0,098
C19orf24	3,32E-31	0,18	0,297	0,086
LGALS1	4,13E-20	0,18	0,329	0,132
LOR1-EDC	5,16E-38	0,18	0,104	0,004
KRT9L1	4,86E-54	0,18	0,153	0,008
ARPC4	3,24E-14	0,18	0,507	0,288
NEU2	5,98E-39	0,18	0,173	0,022
CHD4	2,99E-20	0,18	0,333	0,135
IDH1	1,21E-18	0,18	0,268	0,101
PSMD7	2,21E-14	0,18	0,365	0,183
IRAK2	3,50E-31	0,18	0,218	0,048
CLTB	5,24E-18	0,18	0,338	0,146
ORMDL2	6,86E-16	0,18	0,333	0,152
CYP51	5,43E-49	0,17	0,191	0,020
HSBP1L1	5,05E-32	0,17	0,236	0,055
PSMB1	1,25E-15	0,17	0,529	0,294
BDH1	3,10E-40	0,17	0,232	0,042
CHMP4B	7,34E-12	0,17	0,473	0,278
AACS	9,24E-47	0,17	0,189	0,021
cRac1A	1,92E-12	0,17	0,466	0,268
RCAN1	4,87E-33	0,17	0,194	0,035
PPA1	1,76E-20	0,17	0,297	0,112
DNAJA2	8,25E-18	0,17	0,313	0,130
EIF5B	9,83E-13	0,17	0,383	0,199
TSPO	8,14E-09	0,17	0,617	0,432
TPMT	4,93E-29	0,17	0,245	0,064
ENSGALG00000001986	5,53E-22	0,17	0,255	0,083
RAB10	5,00E-16	0,17	0,320	0,142
STUB1	3,32E-32	0,17	0,225	0,050
SLK	7,42E-15	0,17	0,349	0,163
PSMB2	1,33E-10	0,17	0,432	0,258
RPS27A	9,74E-04	0,17	0,986	0,992
ENSGALG00000029109	8,87E-32	0,17	0,214	0,045
GM2A	9,95E-24	0,17	0,248	0,075
TRIM35	5,44E-20	0,16	0,300	0,113
SFN	2,72E-32	0,16	0,198	0,038
GARS	1,38E-26	0,16	0,245	0,068
HMGCR	6,32E-31	0,16	0,212	0,045
HDLBP	5,77E-19	0,16	0,304	0,120
PARD3	5,28E-19	0,16	0,291	0,110
PSMA4	8,15E-11	0,16	0,421	0,244
PLK3	4,25E-41	0,16	0,203	0,030
LMO7	4,36E-21	0,16	0,223	0,067
ENSGALG00000006613	2,05E-46	0,16	0,196	0,024
NDUFA8	4,27E-13	0,16	0,414	0,223
SERPINB5	5,43E-26	0,16	0,245	0,069
RPIA	9,63E-31	0,16	0,225	0,051
RAB1A	2,82E-09	0,16	0,509	0,327
CAT	1,68E-20	0,16	0,214	0,064
DIAPH1	2,95E-17	0,16	0,297	0,121
TRIM29	7,54E-16	0,16	0,322	0,142
PDIA3	8,09E-13	0,16	0,394	0,207
ENSGALG00000028598	4,49E-49	0,16	0,126	0,004
RPL28	2,96E-08	0,16	0,980	0,988
EIF4G2	2,81E-06	0,16	0,509	0,354
TALDO1	4,72E-13	0,16	0,342	0,169
IL20RA	1,71E-40	0,15	0,189	0,026
LAMTOR5	8,30E-19	0,15	0,266	0,097
CSNK1A1	1,08E-13	0,15	0,336	0,159
HSDL1	9,93E-43	0,15	0,144	0,011
MEMO1	3,24E-32	0,15	0,203	0,039
CTNNB1	3,59E-06	0,15	0,428	0,283
ENSGALG00000015805	9,15E-17	0,15	0,270	0,105
B3GNT2	1,43E-20	0,15	0,227	0,070
EIF2B	3,14E-11	0,15	0,351	0,184

Supplementary Table S2 (continued). Gene expression levels in KRT9L3-positive (differentiated, interscale epidermis) versus KRT14L1-positive (non-differentiated) KC

Gene	P-value (adjusted)	Average Log(e) FC	pct.1	pct.2
WAPL	4,90E-17	0,15	0,236	0,084
DAAM1	3,91E-16	0,15	0,275	0,109
HSPBP1	1,20E-20	0,15	0,275	0,096
PDAP1	2,98E-17	0,15	0,275	0,106
SERPINE2	4,02E-16	0,15	0,218	0,076
ENSGALG00000043352	4,65E-48	0,15	0,164	0,013
CD109	6,96E-20	0,15	0,209	0,062
DYNLT3	1,17E-24	0,15	0,209	0,053
RPS24	1,44E-05	0,15	0,980	0,988
BAG3	4,80E-09	0,15	0,403	0,233
ENSGALG00000008105	4,59E-51	0,15	0,164	0,012
ARHGEF9	5,39E-39	0,15	0,173	0,022
PMVK	3,40E-13	0,15	0,241	0,099
ERP44	1,85E-25	0,14	0,196	0,046
PLIN2	3,95E-10	0,14	0,232	0,103
TAF10	3,70E-24	0,14	0,218	0,059
ENSGALG00000039500	3,27E-18	0,14	0,252	0,090
PANK1	1,08E-32	0,14	0,169	0,026
RPLP2	5,12E-04	0,14	1,000	0,997
CDKN1A	1,95E-09	0,14	0,295	0,150
FNIP2	1,62E-21	0,14	0,182	0,046
CCT5	1,30E-09	0,14	0,313	0,163
ABHD5	2,56E-17	0,14	0,187	0,056
PSMA6	5,49E-09	0,14	0,509	0,321
PCYOX1L	3,65E-22	0,14	0,209	0,058
DUSP4	7,83E-33	0,14	0,155	0,021
TXNDC17	1,07E-07	0,14	0,417	0,254
PSMC5	5,75E-09	0,14	0,385	0,221
SQLE	5,80E-46	0,14	0,144	0,009
INSIG1	2,97E-23	0,14	0,155	0,031
UBTD1	3,36E-18	0,14	0,212	0,067
ATP2A2	4,75E-11	0,14	0,241	0,105
ABCA3	1,20E-21	0,14	0,180	0,044
SERBP1	7,67E-06	0,14	0,759	0,614
LPAR2	4,00E-14	0,14	0,230	0,088
ENSGALG00000039156	2,43E-62	0,14	0,137	0,001
EDF1	8,29E-07	0,14	0,466	0,307
PDZK1IP1	2,46E-48	0,14	0,113	0,002
KLHL12	4,07E-10	0,14	0,264	0,125
PSAT1	2,46E-25	0,14	0,167	0,033
BCAS2	3,31E-11	0,13	0,277	0,129
SMDT1	1,49E-11	0,13	0,291	0,137
SREBF2	6,27E-15	0,13	0,227	0,084
VPS29	1,27E-13	0,13	0,230	0,090
RNF11	1,34E-17	0,13	0,212	0,068
DEGS1	6,97E-12	0,13	0,239	0,101
TUBB	1,99E-09	0,13	0,372	0,205
ENSGALG00000013232	7,11E-30	0,13	0,167	0,028
ATP6V0C	3,60E-04	0,13	0,523	0,379
WIP1	4,70E-12	0,13	0,236	0,098
SBD5	3,51E-12	0,13	0,227	0,092
UQCRB	4,38E-08	0,13	0,367	0,209
ACAA2	3,54E-11	0,13	0,250	0,110
BLMH	1,63E-12	0,13	0,180	0,063
APMAP	3,00E-18	0,13	0,200	0,060
MRPL27	1,79E-15	0,13	0,216	0,076
RAB24	7,28E-25	0,13	0,173	0,036
RHOB	6,73E-13	0,13	0,270	0,115
SEPT8	4,40E-21	0,13	0,169	0,040
WDR53	4,76E-15	0,13	0,205	0,071
TOM1	4,08E-23	0,13	0,162	0,034
SCIN	3,68E-35	0,12	0,137	0,014
MAPKAPK3	3,76E-14	0,12	0,236	0,091
SMPD1	2,80E-13	0,12	0,234	0,092
ENSGALG00000004725	1,09E-08	0,12	0,255	0,124
PSMD1	2,70E-10	0,12	0,212	0,089
ENSGALG00000015702	9,52E-07	0,12	0,207	0,099
MICALL1	2,58E-11	0,12	0,218	0,089
ATP5H	1,14E-04	0,12	0,547	0,398
ENSGALG00000035774	2,83E-15	0,12	0,216	0,075
RAB11A	2,35E-08	0,12	0,261	0,129
CAPZB	7,26E-09	0,12	0,313	0,163
CGNL1	5,01E-20	0,12	0,164	0,039
ATP6V0B	1,10E-10	0,12	0,230	0,098
SPTY2D1	2,24E-08	0,12	0,207	0,093
DHCR7	8,08E-31	0,12	0,124	0,013
FRMD4B	4,36E-30	0,12	0,124	0,013
SYNGR2	8,83E-08	0,12	0,277	0,142
ENSGALG00000038876	5,65E-13	0,12	0,200	0,073
MACF1	3,20E-05	0,12	0,284	0,163
KLF2	4,40E-06	0,12	0,403	0,249
IQGAP1	2,08E-21	0,12	0,169	0,039
NDUFS3	1,27E-06	0,12	0,273	0,148
SCARB2	1,29E-09	0,12	0,232	0,104
ENSGALG00000032847	1,30E-03	0,12	0,381	0,258
C1orf21	8,40E-07	0,11	0,236	0,119
SS18	3,00E-08	0,11	0,230	0,108
ENSGALG00000044641	2,11E-08	0,11	0,212	0,095
ACAD9	1,64E-05	0,11	0,345	0,209
GLRX3	4,12E-10	0,11	0,223	0,096

Supplementary Table S2 (continued). Gene expression levels in KRT9L3-positive (differentiated, interscale epidermis) versus KRT14L1-positive (non-differentiated) KC

Gene	P-value (adjusted)	Average Log(e) FC	pct.1	pct.2
PGLS	7,31E-03	0,11	0,480	0,358
ENSGALG00000009325	3,97E-10	0,11	0,191	0,076
HYOU1	3,34E-19	0,11	0,169	0,043
ANXA4	6,78E-10	0,11	0,236	0,105
PTTG1IP	3,49E-09	0,11	0,205	0,088
THOC2	1,04E-12	0,11	0,178	0,060
DYNC1H1	2,81E-10	0,11	0,223	0,095
CACYBP	2,44E-11	0,11	0,216	0,087
KIF5B	1,54E-10	0,11	0,191	0,075
FLNB	2,01E-12	0,11	0,173	0,059
POLR2E	1,05E-07	0,11	0,282	0,146
ENSGALG00000021636	3,73E-10	0,11	0,187	0,073
CTSA	2,87E-06	0,11	0,187	0,087
GBF1	1,42E-15	0,11	0,173	0,051
BLCAP	1,07E-05	0,11	0,234	0,123
CLPX	1,47E-11	0,11	0,200	0,077
ENSGALG00000039257	7,63E-30	0,11	0,131	0,016
PSMD3	4,45E-08	0,11	0,248	0,121
ACAT1	1,37E-08	0,11	0,239	0,112
HDAC7	2,47E-16	0,11	0,158	0,042
ENSGALG00000045194	3,80E-45	0,11	0,104	0,001
RAB21	2,56E-11	0,11	0,200	0,077
UBXN4	8,33E-06	0,11	0,282	0,158
CNBP	4,76E-02	0,11	0,640	0,518
TMCO1	1,68E-08	0,11	0,266	0,130
AR	1,74E-10	0,11	0,187	0,072
BZW2	4,09E-06	0,11	0,257	0,137
AGPS	8,73E-21	0,11	0,135	0,026
CORO1C	7,46E-06	0,11	0,275	0,152
ENSGALG00000033993	2,24E-05	0,11	0,311	0,183
ERC1	1,34E-07	0,11	0,200	0,091
NADK	4,26E-16	0,11	0,146	0,037
MXD1	6,10E-17	0,11	0,140	0,033
AIG1	8,24E-14	0,11	0,171	0,054
EMC6	2,05E-05	0,11	0,227	0,121
MFS2A	7,38E-06	0,11	0,191	0,093
UHMK1	1,70E-19	0,11	0,146	0,032
ENSGALG00000038671	9,87E-08	0,11	0,191	0,084
ACSL1	9,24E-09	0,11	0,178	0,072
HABP4	1,63E-23	0,11	0,135	0,023
RBX1	3,46E-04	0,11	0,291	0,176
HSPA4L	1,32E-08	0,11	0,218	0,098
ADK	2,89E-13	0,11	0,167	0,053
MED19	4,40E-15	0,11	0,137	0,035
CHP1	3,38E-09	0,10	0,198	0,083
SEPT7	3,54E-02	0,10	0,313	0,213
PSMC1	8,11E-06	0,10	0,241	0,127
EIF2S1	1,09E-05	0,10	0,268	0,147
FAM195B	9,16E-05	0,10	0,291	0,172
SCEL	1,08E-12	0,10	0,160	0,051
ARPC2	2,23E-03	0,10	0,414	0,283
NAA15	3,09E-13	0,10	0,140	0,039
GNL3	5,89E-06	0,10	0,218	0,110
MAP7	4,69E-14	0,10	0,153	0,044
RRS1	4,50E-06	0,10	0,277	0,151
ENSGALG00000037860	4,46E-13	0,10	0,155	0,047
RPS13	1,65E-03	0,10	0,982	0,974
COPE	1,23E-06	0,10	0,230	0,115
UPF3B	2,36E-07	0,10	0,169	0,071
TGS1	1,55E-13	0,10	0,135	0,036
UBE2V2	1,08E-07	0,10	0,187	0,081
KIF1B	1,06E-14	0,10	0,144	0,039
ZC3H15	4,63E-06	0,10	0,329	0,189
GATAD1	8,87E-18	0,10	0,142	0,032
DER	5,92E-10	0,10	0,173	0,065
GDI2	6,19E-06	0,10	0,275	0,150
ENSGALG00000009879	2,19E-12	0,10	0,169	0,056
PTPRF	4,55E-05	0,10	0,297	0,173
ACOT7	4,70E-10	0,10	0,173	0,065
ENSGALG00000038092	2,87E-09	0,10	0,185	0,074
ENSGALG00000043415	4,41E-25	0,10	0,122	0,016
DHCR24	7,57E-18	0,10	0,131	0,028
RASSF3	5,35E-16	0,10	0,140	0,034
SCNN1B	2,31E-08	0,10	0,216	0,097
SMARCA5	9,39E-06	0,10	0,223	0,114
FGFBP1	4,87E-09	0,10	0,164	0,063
JPT1	5,86E-06	0,10	0,212	0,106
SFT2D1	2,48E-10	0,10	0,176	0,065
WNT5A	2,11E-06	0,10	0,169	0,075
EVL	6,12E-14	0,10	0,140	0,038
NDUFV1	6,12E-04	0,10	0,358	0,232
RAB14	2,89E-07	0,10	0,214	0,101
MVK	5,73E-11	0,10	0,151	0,050
CLIP1	2,96E-08	0,10	0,158	0,061
SNX1	1,61E-10	0,10	0,146	0,048
ENSGALG00000021450	2,77E-21	0,10	0,122	0,020
CPM	2,52E-17	0,10	0,108	0,019
CCT2	1,34E-04	0,10	0,293	0,173
SDF2	1,04E-09	0,10	0,173	0,066
Mtch2	1,96E-05	0,10	0,261	0,143

Supplementary Table S2 (continued). Gene expression levels in KRT9L3-positive (differentiated, interscale epidermis) versus KRT14L1-positive (non-differentiated) KC

Gene	P-value (adjusted)	Average Log(e) FC	pct.1	pct.2
TTLL5	3,29E-19	0,10	0,122	0,022
CDC42BPB	7,51E-05	0,10	0,248	0,137
CTNND1	4,39E-04	0,10	0,291	0,175
SRP72	1,32E-07	0,10	0,191	0,084
NTMT1	3,25E-05	0,10	0,252	0,138
CLSTN1	2,24E-04	0,10	0,255	0,145
ENSGALG00000014846	2,96E-07	0,10	0,185	0,081
IDH2	6,97E-06	0,10	0,214	0,107
TCIM	5,25E-06	0,10	0,198	0,095
GNPAT	9,48E-20	0,10	0,104	0,015
PDCL3	1,24E-06	0,10	0,205	0,097
TEC	4,56E-32	0,10	0,104	0,007
ENSGALG00000006326	8,34E-03	0,10	0,703	0,549
ENSGALG00000012610	2,80E-05	0,10	0,171	0,080
EMC3	1,78E-08	0,10	0,142	0,051
APPL2	3,66E-24	0,10	0,119	0,016
CITED4	4,44E-17	0,10	0,128	0,028
ENSGALG00000027704	2,14E-12	0,09	0,131	0,036
NDUFB10	9,48E-03	0,09	0,471	0,339
GADD45A	3,65E-04	0,09	0,309	0,187
KPNA4	4,68E-04	0,09	0,273	0,161
INPP5A	2,01E-05	0,09	0,209	0,106
ENSGALG00000017136	9,31E-16	0,09	0,126	0,028
ENSGALG00000005956	1,99E-11	0,09	0,119	0,032
PSMD12	8,34E-04	0,09	0,286	0,173
DAAM2	3,44E-21	0,09	0,104	0,014
ERO1A	4,94E-18	0,09	0,126	0,025
ENSGALG00000016410	1,24E-04	0,09	0,354	0,219
TMF1	3,01E-07	0,09	0,164	0,068
SEC11C	4,19E-03	0,09	0,230	0,135
RPS19	1,26E-03	0,09	0,998	0,999
EPB41L1	5,18E-12	0,09	0,135	0,039
FAM83H	1,97E-09	0,09	0,160	0,059
PDCD6IP	5,70E-03	0,09	0,284	0,178
MARK1	6,41E-16	0,09	0,122	0,026
ENSGALG00000041471	2,65E-07	0,09	0,182	0,079
ACO1	2,99E-15	0,09	0,128	0,030
RAB11B	1,45E-11	0,09	0,153	0,049
CDKN1B	1,27E-03	0,09	0,239	0,138
ARHGDIA	8,07E-04	0,09	0,257	0,150
ACSBG2	4,46E-10	0,09	0,155	0,054
GRPEL1	8,01E-09	0,09	0,162	0,062
CIB1	6,34E-06	0,09	0,205	0,100
PGRMC1	4,68E-09	0,09	0,169	0,065
MFN1	1,92E-12	0,09	0,122	0,031
ENSGALG00000000433	1,83E-23	0,09	0,104	0,012
EI24	1,39E-06	0,09	0,180	0,081
PPFIBP2	9,74E-05	0,09	0,187	0,094
CUL3	4,68E-15	0,09	0,110	0,023
BACH1	7,76E-17	0,09	0,117	0,023
CS	1,29E-19	0,09	0,117	0,020
AVPI1	3,47E-05	0,09	0,216	0,112
TIMP3	7,72E-05	0,09	0,160	0,074
IDNK	1,11E-18	0,09	0,106	0,017
ENSGALG00000001099	5,12E-05	0,09	0,196	0,098
FAM210B	5,04E-15	0,09	0,122	0,028
BTG2	2,01E-03	0,09	0,225	0,128
PLEKHA5	3,94E-15	0,09	0,115	0,024
CDV3	1,68E-03	0,09	0,250	0,147
ENSGALG00000044628	5,60E-05	0,09	0,205	0,105
ACP6	1,58E-13	0,09	0,128	0,033
UNC45A	9,95E-05	0,09	0,153	0,071
ACAA1	4,02E-15	0,09	0,128	0,030
RBBP6	6,65E-05	0,09	0,218	0,114
PSMC6	2,15E-04	0,09	0,230	0,126
PSMG3	7,56E-10	0,09	0,135	0,043
ARID4B	1,82E-02	0,09	0,221	0,132
EIF3A	2,21E-07	0,09	0,171	0,071
ENSGALG00000009475	2,70E-08	0,09	0,153	0,058
Rchy1	3,21E-04	0,09	0,198	0,104
ACBD7	1,79E-14	0,09	0,113	0,024
VPS26B	3,12E-19	0,09	0,113	0,019
NPC2	6,49E-06	0,09	0,196	0,094
UCHL3	5,36E-04	0,09	0,218	0,120
ENSGALG00000006477	3,06E-03	0,09	0,230	0,134
FAM84A	4,67E-19	0,09	0,106	0,016
PSMD6	1,05E-03	0,09	0,205	0,112
TAX1BP1	2,78E-03	0,09	0,245	0,145
SURF4	1,13E-05	0,09	0,171	0,079
USP7	5,73E-07	0,09	0,167	0,070
ENSGALG00000031002	1,15E-10	0,09	0,106	0,027
GAPVD1	8,59E-07	0,09	0,176	0,076
ABHD1	1,25E-04	0,09	0,167	0,080
DCTN2	4,02E-05	0,09	0,196	0,098
UBAC1	6,71E-15	0,09	0,122	0,028
WSB2	1,80E-04	0,08	0,189	0,096
PSMC3	4,25E-02	0,08	0,232	0,144
UGP2	1,70E-03	0,08	0,198	0,108
NIPA1	2,30E-13	0,08	0,108	0,024
ECI2	2,64E-09	0,08	0,133	0,043

Supplementary Table S2 (continued). Gene expression levels in KRT9L3-positive (differentiated, interscale epidermis) versus KRT14L1-positive (non-differentiated) KC

How the deposited data were processed for this re-analysis (not part of the article)

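RNA of single cells from the leg skin of 3 chicks, each 1 day old, was measured in droplets, with 1 library per chick. The authors made the count matrices with Cell Ranger 3.0.2 against the Gallus_gallus-5.0 annotation, and the deposited values are counts of UMIs per gene and barcode, neither normalized nor corrected. Each library comes as a matrix of all barcodes and a matrix of those that Cell Ranger took for cells, over 23022 genes, 11710 of them with a symbol and the others with an Ensembl identifier only. Identifiers were given a name where the paper's tables give one. The reference at hand is of a later genome build, so no positions of genes are given. How reads shared by near-identical genes were counted is not stated in the paper's text.

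Barcodes of the filtered matrices were kept at a mitochondrial share of at most 15% of UMIs, as in the methods, counted over 13 mitochondrial genes, of which 8 have a symbol that starts with MT-. Doublets were scored against 2 simulated doublets per cell on 30 principal components, and 0.8% of the cells per 1000 barcodes were removed in each chick. This score stands in for the one of the methods, and the package they name for batch correction was not at hand, so Harmony was written anew with a penalty of 2 and 50 soft clusters. For clustering, counts were log-normalized, and 2000 variable genes, 15 principal components, a graph of 20 neighbours and Leiden clustering at a resolution of 0.2 were used. A cluster was named after the class with most markers among its genes at a log2 fold of at least 1 and in at least 10% of its cells, with at least 3 such markers. Clusters without such a class were left unnamed. emptyDrops was also written anew and run on the unfiltered matrices with 2000 draws. Its lower bound was set to 1.5 times the median total of droplets over 20 UMIs after the droplet totals had been seen.

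Keratinocytes were grouped on the log of counts corrected with sctransform, at the thresholds of the methods (KRT9L3 over 2, KRT9LC2 and KRT14L1 over 1.5). Counts were summed per chick and group over at least 10 cells, and each pair of groups was fitted with edgeR's quasi-likelihood test with TMM normalization, its filter on low counts and the chick as block, with Benjamini-Hochberg adjusted p-values. The 3 genes that define the groups were left out of the counts of genes. Groups of the same chick are paired by the animal, and their deviations from the group means correlated at 0.283 to 0.536, against -0.471 to 0.276 between chicks. Deviations from a mean of 3 chicks cancel out, which by itself lowers the values between chicks. Between chicks 2 and 3 the correlations were 0.177 to 0.276, so the contrast in part sets chick 1 apart. It is no test of the pairing. Lists of genes were compared with the other genes by limma's camera at a preset correlation of 0.01 and again with the correlation estimated. None of 36 calls of lists at the preset correlation held with the estimated one. Lists of keratins, CBPs and EDC genes hold genes that the study reports from these samples. So do other lists, among them those of lipid synthesis, lipid transport and antioxidant enzymes. The same holds for the lists of desmosomes, the interleukin 1 family, the basal layer and the cell cycle.

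The genes named for a comparison are those that the results and discussion name for it, the 10 largest changes in each direction among genes with a symbol, at least 50 CPM and the same direction in all 3 chicks, and up to 4 members of each list with the smallest adjusted p. Shares of cells with a UMI were taken after each cell was thinned to 1000 UMIs, with cells under that total left out. Non-keratinocytes are the fibroblast-like, smooth muscle-like and endothelial-like cells. Free RNA was taken from the empty droplets of each library.

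On simulated counts at the depth of the sums, edgeR recovered 92.4, 95.5 and 90.9% of genes changed 4-fold in the comparisons of KRT9L3-positive with KRT14L1-positive, KRT9LC2-positive with KRT14L1-positive and KRT9LC2-positive with KRT9L3-positive cells, 49.3, 46.3 and 47.8% of those changed 2-fold and 8.96, 16.4 and 11.9% of those changed 1.5-fold. Unchanged genes made up 0.990, 3.67 and 0% of its calls. In simulated cells the doublet score ranked 71.7% of added doublets among as many top scores, and emptyDrops called 1.58% of the empty droplets over its bound.

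Alternatives were DESeq2, no filter on low counts, no block, each chick left out in turn, thresholds on log-normalized counts, cells past 2 thresholds kept, no doublet removal, a mitochondrial share of at most 10%, emptyDrops cells, clusters as groups, cells thinned to 1000 UMIs, other resolutions, no Harmony, clustering without keratin, CBP and EDC genes, and a Wilcoxon test over cells. Chosen after seeing the data were a mitochondrial share over the genes named MT- only, subtraction of free RNA, only cells past 1 of the 3 thresholds, and the use of the clustering without keratin, CBP and EDC genes for the shares of cell classes. Python 3.11.15 with scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9 and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sctransform 0.4.2 were used. In situ stainings of the paper have no deposited counts and were left out.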

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

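The tests of the genes of Supplementary Table S2, of the 4 ribosomal genes and after subtraction of free RNA were chosen only after the result was seen.

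CCL20, a chemokine, was expressed at higher levels in KRT9L3-positive than in KRT14L1-positive cells, and the paper does not discuss it. Its log2 fold change was 5.90 (standard error 0.39, adjusted p = 1.75e-48) by edgeR, higher in 3 of 3 chicks, at 228 ± 224 against 4.84 ± 3.10 CPM. Against KRT14L1-positive cells it was also higher in KRT9LC2-positive cells (5.04, adjusted p = 7.91e-40). No explanation of it was tested.

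The EDC genes EDMTF2-EDC, EDMTF3-EDC and EDYM1-EDC, which the paper does not discuss, were higher in KRT9LC2-positive than in KRT14L1-positive cells in 3 of 3 chicks. Their fitted log2 fold changes were 7.16, 6.27 and 8.21 (adjusted p = 1.39e-39, 4.21e-36 and 5.46e-70 from edgeR). KRT14L1-positive cells held 2 UMIs of EDMTF2-EDC and 3 of EDYM1-EDC, and the ratios of levels were 169.8 (counting interval 46.1 to 1416) and 191 (counting interval 64.6 to 934). Reads shared between near-identical EDC genes were not tested as an explanation.

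Of the genes that Supplementary Table S2 lists as lower in KRT9L3-positive than in KRT14L1-positive cells, 202 were tested, and chick 1 gave most KRT14L1-positive but few KRT9L3-positive cells. Unequal shares of the chicks, with no change within chicks, would leave a median near 0 within chicks. With the chick as block the median log2 fold change was -0.57 (quartiles -1.65 and -0.29) and 103 genes were called lower, which argues against that as the whole cause. In KRT14L1-positive cells 150 of them stood higher in chick 1 than in the mean of chicks 2 and 3, with a median log2 ratio of 0.29. For RPL37, RPL29, RPS21 and ENSGALG00000012229, the lowest genes of that table, the median was -0.26 within chicks and -1.60 over cells, and their log2 ratio between chick 1 and the others was 1.79. Within chicks the 4 genes changed by -0.42 to -0.05 (standard error 0.21 each), against -2.25 to -1.47 over cells. This argues against a change within chicks as large as that over cells. Whether a smaller change within chicks adds to a shift between them cannot be told. The median lies between the bounds set for either, and none of the 4 passed edgeR's test (1 at an unadjusted p under 0.05).

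DCN and MGP, genes known from the matrix of fibroblasts, were lower in KRT9L3-positive than in KRT14L1-positive cells, DCN by -3.58 (adjusted p = 4.23e-45 from edgeR) and MGP by -5.14 (adjusted p = 1.80e-10), in 3 of 3 chicks. RNA of whole fibroblasts in KRT14L1-positive cells would bring the other markers of fibroblasts along. In KRT14L1-positive cells of chick 1 DCN stood at 5.91% of its level in fibroblast-like cells and MGP at 3.00%, while the median of the 9 other markers was 0.634% (range 0.465 to 5.16%), and COL1A2, the most abundant, stood at 0.465%, which argues against fibroblasts as the source of DCN. After subtraction of free RNA the log2 fold changes were -4.19 for DCN and -6.81 for MGP, which argues against free RNA. Expression of DCN and MGP by non-differentiated keratinocytes may explain the difference and stays open as a hypothesis found on the same data.

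CBP63-K, a corneous beta protein of differentiated cells, had UMIs in KRT14L1-positive cells. At 1000 UMIs per cell 17.6% of the KRT14L1-positive cells of chick 1 had a UMI of it, 1.10 times the share in the non-keratinocytes of that chick, the only chick with enough of them. Empty droplets of chick 1 held CBP63-K at 5001 CPM. These values are consistent with free RNA as their source in chick 1, and in chicks 2 and 3 the comparison could not be made. No biological explanation was tested.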

How the results depend on the processing

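The mitochondrial share over the genes named MT- only, the subtraction of free RNA, the groups of cells past 1 threshold only and the shares of classes from the clustering without keratin, CBP and EDC genes, and the tracing of cells between the clusters of different settings, were chosen only after the result was seen.

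By edgeR there were 557 genes higher and 659 lower in KRT9L3-positive and 694 and 721 in KRT9LC2-positive than in KRT14L1-positive cells, 302 and 198 in KRT9LC2-positive than in KRT9L3-positive cells and 368 higher in both, with 289, 390 and 198 at the thresholds of the paper. With DESeq2 there were 287 genes higher and 317 lower in KRT9L3-positive and 383 and 368 in KRT9LC2-positive than in KRT14L1-positive cells, 77 and 74 in KRT9LC2-positive than in KRT9L3-positive cells and 189 higher in both, with 155, 210 and 101 at the thresholds of the paper. Without the block there were 298 genes higher and 322 lower in KRT9L3-positive and 338 and 359 in KRT9LC2-positive than in KRT14L1-positive cells, 53 and 52 in KRT9LC2-positive than in KRT9L3-positive cells and 180 higher in both, with 47, 74 and 27 at the thresholds of the paper. Thresholds on log-normalized counts gave 1237 genes higher and 1285 lower in KRT9L3-positive and 1122 and 1238 in KRT9LC2-positive than in KRT14L1-positive cells, 364 and 236 in KRT9LC2-positive than in KRT9L3-positive cells and 767 higher in both, with 637, 664 and 403 at the thresholds of the paper. In emptyDrops cells, with 5 sums in a pair of the comparisons, the numbers were 297 genes higher and 289 lower in KRT9L3-positive and 336 and 276 in KRT9LC2-positive than in KRT14L1-positive cells, 275 and 172 in KRT9LC2-positive than in KRT9L3-positive cells and 160 higher in both, with 139, 171 and 83 at the thresholds of the paper. Clusters as groups gave 945 genes higher and 1263 lower in KRT9L3-positive and 965 and 1082 in KRT9LC2-positive than in KRT14L1-positive cells, 235 and 202 in KRT9LC2-positive than in KRT9L3-positive cells and 620 higher in both, with 573, 554 and 346 at the thresholds of the paper. Cells thinned to 1000 UMIs gave 178 genes higher and 157 lower in KRT9L3-positive and 161 and 140 in KRT9LC2-positive than in KRT14L1-positive cells, 65 and 73 in KRT9LC2-positive than in KRT9L3-positive cells and 89 higher in both, with 91, 70 and 45 at the thresholds of the paper, with 1537, 1470 and 1088 genes tested, and moved the share of higher among called genes between the differentiated groups from 60.4 to 47.1%. With a Wilcoxon test over cells 225 genes were higher in KRT9LC2-positive cells at the thresholds of the paper.

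With 1 of the 3 chicks left out, 273 to 723 genes were higher and 314 to 758 lower in KRT9L3-positive cells, 489 to 715 and 483 to 722 in KRT9LC2-positive cells, 59 to 475 and 60 to 343 between the differentiated groups, 184 to 441 were higher in both, and 139 to 368, 243 to 381 and 95 to 223 passed the thresholds of the paper. The low ends come from leaving out chick 2 or chick 3, and fewer sums enter these fits. With no filter on low counts, cells past 2 thresholds kept, no doublet removal, a mitochondrial share of at most 10%, the genes named MT- only, free RNA subtracted or only cells past 1 threshold, each of these counts stayed within 1.5 times its value. For the other changes the cause was not tested.

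Of 230 called genes by comparison among 251 named, 76 were not called without the block, 2, 40 and 43 without chicks 1, 2 and 3, 34 with DESeq2, 27 without the filter, 22 with thinned cells, where 165 of the called ones had enough counts, 19 of 221 tested in emptyDrops cells and 5 of 228 with only cells past 1 threshold. Without chicks 2 and 3, 225 and 228 of the called ones were tested. Of the gene lists, without the block camera no longer called the cysteine-poor differentiation keratins in KRT9LC2-positive against KRT14L1-positive cells (adjusted p = 0.0617 in place of 0.00934) and nuclear genes of oxidative phosphorylation in KRT9L3-positive against KRT14L1-positive cells (0.109 in place of 0.0353), and called keratinocyte transcription factors higher in KRT9LC2-positive against KRT14L1-positive cells (0.0347 in place of 0.0648) and keratinocyte-type CBPs lower in KRT9LC2-positive against KRT9L3-positive cells (0.0320 in place of 0.123). It changed no other call of a gene list. The sign of APCDD1, a Wnt inhibitor, changed from 1.25 in KRT9L3-positive cells to -1.06 with thinned cells, and from 2.37 in KRT9LC2-positive cells to -2.12 with thinned cells and -1.47 in emptyDrops cells. That of PRDX1 changed from -0.01 in KRT9L3-positive cells, where it was not called, to 0.30 with thresholds on log-normalized counts. The cause was not tested. Of 36 gene lists called by camera, 0 were called with an estimated correlation (9 at an unadjusted p under 0.05, lowest adjusted p = 0.203).

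Non-differentiated keratinocytes, 42.0% of cells, made up 40.0% at a resolution of 0.4, 50.6% without Harmony, 40.3% without keratin, CBP and EDC genes, 40.1% without doublet removal, 28.7% of emptyDrops cells and 25.5% with the genes named MT- only. The interscale class, 1.74%, held 36.1% at a resolution of 0.1, 20.9% at 0.4, 11.4% without Harmony, 34.6% without keratin, CBP and EDC genes and 13.8% at a mitochondrial share of at most 10%. The scale class, 2.22%, held 17.2% at a resolution of 0.4, 3.37% without Harmony, 20.2% at a mitochondrial share of at most 10%, 22.9% of emptyDrops cells and 17.4% with the genes named MT- only, and was not named at a resolution of 0.1 or without keratin, CBP and EDC genes. The unnamed clusters, 44.7%, held 12.5% at resolutions of 0.1 and 0.4, 25.5% without Harmony, 16.2% without keratin, CBP and EDC genes, 15.2% at a mitochondrial share of at most 10% and 29.5% of emptyDrops cells. Cells were traced between settings by their barcodes. The interscale class at a resolution of 0.1 was a cluster of 2734 cells with 9 interscale and 6 scale markers, which held 2456 cells of the larger unnamed cluster, all 158 of the scale cluster and all 120 of the interscale cluster. Without keratin, CBP and EDC genes it was a cluster of 2552 cells with as many markers of each, from 2069, 149 and 117 cells of the same clusters. Both are merged clusters, and the scale class was part of them. From the larger unnamed cluster 1491 cells went to the interscale and 965 to the scale class at a resolution of 0.4, 738 and 1069 at a mitochondrial share of at most 10%, and 1326 and 1490 to the scale class in emptyDrops cells and with the genes named MT- only. Without Harmony 542 of the 679 interscale cells came from the smaller unnamed cluster. Cycling keratinocytes, 4.29%, made up 4.02% without keratin, CBP and EDC genes, 4.68% without doublet removal, 3.24% of emptyDrops cells and 3.49% with the genes named MT- only. In emptyDrops cells fibroblast-like cells made up 11.0% in place of 3.65% and all non-keratinocytes 14.4% in place of 5.04%, and endothelial-like cells 1.53% in place of 0.823%. Smooth muscle-like cells went from 0.569 to 1.16% in emptyDrops cells and 1.42% with the genes named MT- only, and the endothelial-like class was found neither with these genes only nor without doublet removal. With the genes named MT- only, 87 of the 105 endothelial-like cells lay in the smooth muscle-like cluster, and without doublet removal 98 lay in the fibroblast-like cluster. For the other changes of these shares the cause was not tested.

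In the interscale class KRT9L3, at 6093 CPM, stood at 1882 CPM at a resolution of 0.1, 2586 at 0.4, 3839.7 without Harmony, 1845 without keratin, CBP and EDC genes and 3037 at a mitochondrial share of at most 10%, and CBP63-K, at 57860.1 CPM, at 4252, 7386, 4305 and 9573 CPM at resolutions of 0.1 and 0.4, without keratin, CBP and EDC genes and at a mitochondrial share of at most 10%. In the scale class KRT9LC2, at 3643 CPM, stood at 1510.1 CPM at a resolution of 0.4, 1321 at a mitochondrial share of at most 10%, 882 in emptyDrops cells and 838 with the genes named MT- only. In each of these settings the class took in cells that lay in the unnamed clusters, and the interscale class at a resolution of 0.1 and without keratin, CBP and EDC genes also took in cells of the scale cluster, so these are levels of wider classes.

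Shares of cells with a UMI depended on depth, and most but not all of them rose with it. Without thinning and at 2000 UMIs, KRT9LC1 had a UMI in 93.0 and 92.3% of KRT9LC2-positive cells in place of 80.1%, and in 15.7 and 14.3% of KRT9L3-positive cells in place of 9.53%. CBP53-S had a UMI in 45.1 and 31.4% of KRT9LC2-positive cells in place of 20.5%, KRT9L4 in 44.6 and 46.4% of KRT9L3-positive cells in place of 26.6%, and CBP55-S in 19.2 and 12.3% of KRT9LC2-positive cells in place of 5.86%. CBP63-K had a UMI in 38.9% of KRT14L1-positive cells without thinning in place of 20.1%. In KRT9L3-positive cells, EDMTF1-EDC and CBP54-S had a UMI in 0.227 and 0.309% at 2000 UMIs in place of 0.478 and 0.414%. Cells under the set total are left out, so the cells compared differ between depths. With only cells past 1 threshold, KRT9LC1 had a UMI in 6.62% of KRT9L3-positive cells in place of 9.53%.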

Differences from the paper's values

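The values with the genes named MT- only, with free RNA subtracted and with only cells past 1 threshold were chosen only after the result was seen, and the other alternatives here were set before the data were examined.

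The paper counts 213 genes as upregulated in KRT9LC2-positive against KRT14L1-positive cells at a log2 fold change over 0.25 and a p under 0.001, and 390 passed these thresholds here with chicks as replicates, where the paper's test took cells as replicates. The fold changes differ in measure too. For genes that Supplementary Table S3 lists as higher, the median on the log2 scale was 0.188 there and 0.923 here. A limit of 0.25 is thus easier to pass in edgeR's fit. The value does not differ by over 1.5 times with DESeq2 (210), without chick 2 (276), without chick 3 (243), at a mitochondrial share of at most 10% (297), in emptyDrops cells (171) and with a Wilcoxon test over cells (225). It differs with no filter on low counts (326), without the block (74), without chick 1 (381), with thresholds on log-normalized counts (664), with cells past 2 thresholds kept (388), without doublet removal (389), with clusters as groups (554) and with thinned cells (70), as it does with the genes named MT- only (422), with free RNA subtracted (348) and with only cells past 1 threshold (360).

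The paper's shares of cells with a transcript were set beside shares after thinning to 1000 UMIs per cell, over groups of cells defined by the same thresholds. A share is said to differ where it lies further from the paper's than the SD between chicks and by over 1.5 times. For CBP53-S the paper's share of KRT9L3-positive cells is 3% and KRT9LC2-positive cells is 37%, and here it was 1.02% and 20.5% in the same order. The values were 4.17% and 45.1% without thinning and 1.75% and 31.4% at 2000 UMIs, which do not differ. For LGALSL the paper's share of KRT9L3-positive cells is 33% and KRT9LC2-positive cells is 65%, and here it was 20.1% and 40.8% in the same order. The values were 51.7% and 76.2% without thinning and 30.3% and 60.0% at 2000 UMIs, which do not differ. For HOPX the paper's share of KRT9L3-positive cells is 35% and KRT9LC2-positive cells is 60%, and here it was 19.8% and 39.1% in the same order. The values were 55.5% and 69.6% without thinning (differs in KRT9L3-positive cells and does not differ in KRT9LC2-positive cells) and 43.3% and 54.1% at 2000 UMIs (do not differ). For KRT9L4 the paper's share of KRT9L3-positive cells is 40% and KRT9LC2-positive cells is 6%, and here it was 26.6% and 1.55% in the same order. The values were 44.6% and 6.22% without thinning and 46.4% and 3.39% at 2000 UMIs, which do not differ. For CBP62-K the paper's share of KRT9LC2-positive cells is 16%, and here it was 4.98%. The values were 24.9% without thinning (differs) and 12.4% at 2000 UMIs (does not differ). For CBP63-K the paper's share of KRT9LC2-positive cells is 26%, and here it was 17.0%. The values were 44.5% without thinning (differs) and 26.0% at 2000 UMIs (does not differ). For CBP54-S the paper's share of KRT9LC2-positive cells is 11%, and here it was 6.77%. The values were 12.9% without thinning and 8.98% at 2000 UMIs, which do not differ. For CBP55-S the paper's share of KRT9L3-positive cells is 1% and KRT9LC2-positive cells is 15%, and here it was 0.271% and 5.86% in the same order. The values were 0.473% and 19.2% without thinning and 0.617% and 12.3% at 2000 UMIs, which do not differ. For EDMTF1-EDC the paper's share of KRT9L3-positive cells is 1% and KRT9LC2-positive cells is 12%, and here it was 0.478% and 6.82% in the same order. The values were 1.75% and 17.2% without thinning (do not differ) and 0.227% and 13.4% at 2000 UMIs (differs in KRT9L3-positive cells and does not differ in KRT9LC2-positive cells). Other shares differed only away from 1000 UMIs. The paper's 21% for PRDX1 in KRT9LC2-positive cells stands against 57.6% without thinning and 38.8% at 2000 UMIs. Its 43% for CTNNB1 in KRT9L3-positive cells stands against 66.8% without thinning, and its 1% for CBP54-S in these cells against 0.309% at 2000 UMIs.

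RPL4 is among the paper's genes of Table 1 and was not called here at 0.42 with an adjusted p of 0.0632, while it was called without chick 1, with thresholds on log-normalized counts, in emptyDrops cells, with clusters as groups and with cells thinned to 1000 UMIs. Of the paper's genes of Table 2, whose test took cells as replicates, CBP63-K, CBP62-K and EDQM1-EDC were lower in 3 of 3 chicks but not called by edgeR. CBP63-K was called with DESeq2, without the block, without chick 1, without chick 2, without chick 3, with thresholds on log-normalized counts, in emptyDrops cells, with clusters as groups and with only cells past 1 threshold. CBP62-K was called with DESeq2, without the filter on low counts, without the block, without chick 1, without chick 2, without chick 3, in emptyDrops cells, with clusters as groups, with cells thinned to 1000 UMIs, with only the genes named MT- counted as mitochondrial and with only cells past 1 threshold. EDQM1-EDC was called without chick 1, without doublet removal, in emptyDrops cells, with clusters as groups, with only the genes named MT- counted as mitochondrial and with only cells past 1 threshold. MOGAT1 and LIPM-like 2 (ENSGALG00000045194) of Table 2 had too few counts for the test and were called under no setting run. The settings with the genes named MT- only and with only cells past 1 threshold were chosen after the values were seen.

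Of the genes that the paper lists as higher in KRT9LC2-positive than in KRT14L1-positive cells in Supplementary Table S3, 560 of 584 were higher here, and 1, COX3, was called lower. Of those it lists as lower, 172 of 218 were lower here and 10 were called higher, among them RPL26, RPL31, RPL36, RPLP0, RPLP1, RPS12 and RPS15. In Supplementary Table S2, 625 of 679 genes listed as higher were higher here, 363 of them called, and 2, BTG2 and ENSGALG00000011687, were called lower. Of those listed as lower, 188 of 202 were lower here.

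The fold changes of Supplementary Tables S2 and S3 are headed as natural logarithms in the supplement, while the paper's text gives the threshold in log2 and counts 219 higher genes in KRT9L3-positive cells, 213 in KRT9LC2-positive cells and 133 in both. At 0.25 on the log2 scale they hold 217 higher genes in Table S2, 209 in Table S3 and 125 in both, and at 0.25 on the natural logarithm 125, 116 and 67.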

Other observations

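The counts over other splits of the sums were chosen only after the result was seen.

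The 6 sums of each comparison can be divided into groups of 3 in 10 ways, which are too few for a share under 0.05. Only the real split, 1 of 10 in each comparison, called as many genes by edgeR: 1216 in KRT9L3-positive against KRT14L1-positive cells, 1415 in KRT9LC2-positive against KRT14L1-positive cells and 500 in KRT9LC2-positive against KRT9L3-positive cells. The highest of the other splits called 0 genes by edgeR in each. In those splits the real difference stays within the groups and raises their spread. Few calls were thus to be expected, and no conclusion is drawn from them. At an unadjusted p under 0.05 the other splits held 1 to 505, 1 to 170 and 5 to 311 genes, and the real ones 1659, 1800 and 925. Of the 10 splits, 4, the real one included, part the 2 sums of every chick, and the others set both sums of a chick in the same group.

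Fold changes of the comparisons with KRT14L1-positive cells correlated at 0.839, with a covariance of 0.993. Sharing the same KRT14L1-positive sums gave simulated unchanged groups a correlation of 0.468 and a covariance of 0.0433. With KRT14L1-positive cells divided so that the comparisons shared none of them, the values were 0.801 and 0.925. The 17 cells past the thresholds of both KRT9L3 and KRT9LC2 still entered both comparisons. Of 4216 genes tested in both, 477 were lower in both and 11 were called in opposite directions.

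Among ribosomal proteins edgeR called 2 higher of 65 (1 adjusted over the list alone, camera toward lower values, adjusted p = 0.0543) in KRT9L3-positive against KRT14L1-positive cells, 17 higher of 65 (15 adjusted over the list alone, camera toward higher values, adjusted p = 0.00934) in KRT9LC2-positive against KRT14L1-positive cells and 25 higher of 65 (47 adjusted over the list alone, camera toward higher values, adjusted p = 5.30e-08) in KRT9LC2-positive against KRT9L3-positive cells, and with an estimated correlation the adjusted p was 0.743 in the second and 0.546 in the last. Among nuclear genes of oxidative phosphorylation it called 8 higher of 54 (6 adjusted over the list alone, camera toward higher values, adjusted p = 0.0353) in KRT9L3-positive against KRT14L1-positive cells, 5 higher and 10 lower of 54 (4 and 10 adjusted over the list alone, camera toward lower values, adjusted p = 0.896) in KRT9LC2-positive against KRT14L1-positive cells and 8 lower of 54 (8 adjusted over the list alone, camera toward lower values, adjusted p = 6.70e-04) in KRT9LC2-positive against KRT9L3-positive cells, with an adjusted p of 0.620 in the first and 0.474 in the last with an estimated correlation, and of 0.109 in the first without the block. Among keratinocyte transcription factors it called 2 higher and 2 lower of 10 (2 and 2 adjusted over the list alone, camera toward higher values, adjusted p = 0.985) in KRT9L3-positive against KRT14L1-positive cells, 6 higher and 1 lower of 10 (6 and 1 adjusted over the list alone, camera toward higher values, adjusted p = 0.0648) in KRT9LC2-positive against KRT14L1-positive cells and 5 higher and 1 lower of 10 (6 and 1 adjusted over the list alone, camera toward higher values, adjusted p = 0.0415) in KRT9LC2-positive against KRT9L3-positive cells, with an adjusted p of 0.474 in the last with an estimated correlation and of 0.0347 in the second without the block. Among immediate early and heat shock genes it called 6 lower of 19 (6 adjusted over the list alone, camera toward lower values, adjusted p = 0.0691) in KRT9L3-positive against KRT14L1-positive cells, 1 higher and 4 lower of 17 (1 and 4 adjusted over the list alone, camera toward lower values, adjusted p = 0.617) in KRT9LC2-positive against KRT14L1-positive cells and 4 higher of 17 (4 adjusted over the list alone, camera toward higher values, adjusted p = 0.0224) in KRT9LC2-positive against KRT9L3-positive cells, with an adjusted p of 0.363 in the last with an estimated correlation.

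MSX2, a homeodomain protein of skin appendages, had a log2 fold change of 4.15 (standard error 0.43, adjusted p = 7.62e-20) in KRT9LC2-positive against KRT9L3-positive cells, higher in 3 of 3 chicks. BARX2B, another homeodomain protein, had 2 UMIs in KRT9LC2-positive and 204 in KRT9L3-positive cells, and its level was lower in KRT9LC2-positive cells by a ratio of 79.9 (counting interval 21.8 to 664).

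Between KRT9LC2-positive and KRT9L3-positive cells, genes of desmosomes and the cornified envelope held 5 higher and 1 lower of 14 (9 and 1 adjusted over the list alone, camera toward higher values, adjusted p = 0.00358), with an adjusted p of 0.203 with an estimated correlation, the interleukin 1 family 2 higher of 2 (2 adjusted over the list alone, camera toward higher values, adjusted p = 0.00934), with 0.325, and genes of the basal layer 1 lower of 8 (1 adjusted over the list alone, camera toward lower values, adjusted p = 0.165). Of the cell cycle 2 genes were measured in this comparison (camera adjusted p = 0.759). Antioxidant enzymes held 1 higher and 3 lower of 10 (1 and 3 adjusted over the list alone, camera toward lower values, adjusted p = 0.580) in KRT9L3-positive and 5 lower of 10 (7 adjusted over the list alone, camera toward lower values, adjusted p = 0.00380) in KRT9LC2-positive against KRT14L1-positive cells, with an adjusted p of 0.203 in the latter with an estimated correlation.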
